# USP9X integrates TGF-β and hypoxia signalings to promote ovarian cancer chemoresistance via HIF-2α-maintained stemness

**DOI:** 10.1038/s41419-025-07646-5

**Published:** 2025-04-18

**Authors:** Zhenlei Zhang, Xiujie Yu, Liqi Wen, Jia’nan Wang, Zhufeng Li, Yu Zhang, Jiayu Cheng, Ronglin Kan, Wanting Zhang, Yan Shen, Shukai Yuan, Li Zhao

**Keywords:** Cancer stem cells, Ubiquitylation, Ovarian cancer, Cancer therapeutic resistance

## Abstract

Widespread intraperitoneal metastases and chemoresistance render ovarian cancer the leading cause of gynecological malignancy-related deaths, wherein TGF-β signaling plays the pivotal role by promoting cancer stem cells (CSCs) activity. The activation mechanism and key protumorigeneic events downstream of TGF-β signaling remain incompletely understood. Here, we identify hypoxic tumor microenvironment as an initiator of TGF-β signaling to promote HIF-2α positive CSC-mediated chemoresistance in high-grade serous ovarian cancer (HGSOC). Mechanistically, deubiquitinase USP9X, as a TGF-β downstream effector, stabilizes HIF-2ɑ in a hydroxylation- and ubiquitylation-dependent manner, thus promoting stemness reprogramming. Hypoxia and TGF-β signals converge on USP9X-HIF-2ɑ axis via multi-level regulations, which in turn facilitates Smad/HIF responses. Clinically, USP9X expression correlates with TGF-β signatures, CSCs characteristics, EMT behaviors, and chemotherapy responsiveness, along with HIF-2ɑ. Antagonizing USP9X efficiently represses tumor formation, metastasis, CSCs occurrence, while increasing chemosensitivity in orthotopic tumors, patient-derived xenograft (PDX), organoid, and chemoresistant cell models, in part via restricting TGF-β and hypoxia activities. This study deciphers the critical role of hypoxic niche in stimulating TGF-β signaling, and a downstream USP9X-HIF-2ɑ proteostatic regulatory axis in priming the HGSOC stemness, thereby provides novel targeting venues to counteract TGF-β signaling in CSCs and meliorate clinical chemoresistance.

## Introduction

Epithelial Ovarian cancer (EOC) is the leading cause of gynecologic malignancy-related deaths. As the most prevalent type, high-grade serous ovarian cancer (HGSOC) presents the advanced stage with malignant ascites and widespread metastases, and accounts for 70–80% of EOC mortalities [1, 2]. Although HGSOC is among the most chemosensitive malignancies at the time of initial treatment, most patients ultimately experience tumor relapse and recurrence, and succumb to chemoresistant disease. Accumulating evidence suggests that recurrence and resistance to chemotherapy of ovarian cancer are mainly attributed to the function of cancer stem cells (CSCs) [3, 4]. For example, the CD133, ALDH1A1, FZD7 enriched ovarian cancer stem cells showed platinum and adriamycin resistance and enhanced EMT properties [5–7]. High abundance of CD133 and ALDH1 CSCs markers in ovarian cancer patient tumor samples predict a worse outcome [8]. Thus, elucidating key pathways and molecular mechanisms in modulating CSCs function holds the promise to identify reliable biomarkers for diagnosis stratification as well as for therapeutic targeting.

CSCs are enriched with more mesenchymal gene signatures that coincide with stem cell-like features. Transforming growth factor-β (TGF-β) signaling, as the key trigger for metastasis, induces EMT and dedifferentiation to promote stemness in ovarian cancers [9–12]. Importantly, chemotherapeutic agents, such as doxorubicin, paclitaxel, and cisplatin activate TGF-β signaling to induce EMT and CSCs enrichment in human ovarian cancer and cervical cancer [13]. The latest HGSOC single-cell RNA sequencing again shows that chemotherapy induces alterations in tumor characteristics and significant upregulation of the TGFβ pathway [14]. Indeed, by analyzing EOC patients treated with platinum-based chemotherapy, single nucleotide polymorphisms (SNPs) associated with survival and platinum-free interval (PFI) mostly enrich to TGF-β pathway [15]. Combined therapy with a novel TGF-β trap RER and cisplatin neutralizes cisplatin-stimulated TGF-β thus lead to more efficacious inhibition of ovarian cancer growth [13]. Likewise, TGF-β signaling also induces CSCs-driven platinum, paclitaxel, 5-fluorouracil, and docetaxel resistance in breast cancer, gastric cancer, and prostate cancer [16–19]. Theoretically, targeting TGF-β signaling would become a promising strategy to conquer the clinical chemoresistance cancers. Whereas, systemic inhibition of TGF-β leads to unexpected side effects and safety concerns due to highly pleiotropic functions, thus hindering the translational application of TGF-β antagonists into clinic [20, 21]. In this case, to seek targetable upstream initiators and downstream effectors of TGF-β signaling is of great importance for managing metastatic and chemoresistant EOC.

USP9X, a structurally and functionally conserved deubiquitinase, functions as an essential modulator of TGF-β signaling by controlling SMAD4 monoubiquitination [22]. The vital interaction of USP9X and SMAD4 mediates free fatty acids (FFA)-induced aberrant TGF-β activation and obesity-promoted breast cancer metastasis [23]. USP9X-mediated KDM4C deubiquitylation promotes lung cancer radioresistance by epigenetically inducing TGF-β2 transcription [24]. Additionally, TGF-β signaling promotes Usp9X phosphorylation, which enhances its stabilization of ankyrin-G protein and leads to spine enlargement [25]. Thus, USP9X plays critical roles downstream of TGF-β signaling during pathological malignancy and physiological organ formation. As ovarian malignancy is concerned, USP9X was found to be mutated in 27% of patients and could be the key driver and therapeutic vulnerability of low-grade serous ovarian carcinoma cancer (LGSOC) [26, 27]. And also, USP9X gene variants significantly relate to premature ovarian failure (POF), a heterogeneous ovary developmental defect [28]. Whether USP9X participates in TGF-β signaling controlled pathological events and therapeutic response in ovarian cancer progression is thus worthy exploring.

Herein, we found USP9X, as an important downstream effector, mediates TGF-β-induced stemness and chemoresistance of HGSOC, thus highly correlates with primary CSCs contents. Antagonizing USP9X efficiently represses tumor formation, metastasis, while increases chemo-sensitivity through patient derived xenograft (PDX), organoid models and chemoresistant cell models. Systematic screening identifies HIF-2α as the direct DUB substrate of USP9X that maintains CSCs function and promotes HGSOC development. More importantly, we found that the hypoxia tumor microenvironment activates the TGF-β-USP9X-HIF-2α CSCs regulatory axis. Our current study demonstrates the key oncogenic role of USP9X that coordinates TGF-β and hypoxia signalings to mediate HGSOC CSCs function and chemoresistance, thus highlights the promising diagnostic and therapeutic prospects.

## Materials and methods

### Ethics

Deidentified OC surgical specimens were collected from Tianjin Central Hospital of Gynecology Obstetrics in accordance with the Institutional Review Board-approved protocol (2023KY005). All mice experiment procedures and protocols were evaluated and authorized by the Regulations of Tianjin Laboratory Animal Management and strictly followed the guidelines under the Institutional Animal Care and Use Committee of Tianjin Medical University (Approval number: SYXK-(Jin) 2020-0010).

### Mice

The mice used in the study were all female. Orthotopic tumor model mice used in this study were maintained as specific-pathogen-free (SPF) mice on a C57BL/6 genetic background. And, patient-derived xenografts (PDX) model was established on BALB/c nude mice.

### Cell lines

HEK293T cells (ACS-4500) and ovarian cancer cell lines SKOV3 were purchased from the American Type Culture Collection (ATCC). High-grade serous ovarian cancer (HGSOC) cell line CAOV3 and mouse ovarian cancer cell line ID8 were obtained from Nankai University with STR profiles. All cell lines are free of mycoplasma contamination. HEK293T, CAOV3 and ID8 cell lines were maintained in DMEM medium supplemented with 10% fetal bovine serum (FBS). SKOV3 were maintained in RPMI 1640 medium supplemented with 10% FBS. Ovarian cancer primary cells were isolated from HGSOC patients and cultured in DMEM: F12 (1:1) supplemented with 10% FBS, 100 μg/mL streptomycin, 10 ng/mL epithelial growth factor (EGF), 5 μg/mL insulin, and 0.5 mg/mL hydrocortisone. All the cells were cultured in a humidified incubator equilibrated with 5% CO_2_ at 37 °C. For hypoxia experiments, cells were cultured in a humidified incubator equilibrated with 94% N_2_, 5% CO_2_ and 1% O_2_ at 37 °C.

### Plasmids

The Flag-tagged full length of USP9X wild-type and DUB-dead mutant USP9X^C1566S^ plasmids were kindly gifted from Dr. Lei Shi. The plasmid constructs expressing Flag-tagged mutants of USP9X (N, U, C, and D) were cloned into vector pCDH-CMV-puro. The plasmid constructs expressing HA-tagged full-length and truncated mutants HA-HIF-2α (H1, H2, and H3) were cloned into vector pLV-EF1α-BSD. The full length Smad2 or Smad3 CDS was cloned into pCDNA3.1 vector. The full length (2192 bps) for USP9X promoter or the full length (2072 bps) for TGF-β1 promoter was cloned into pGL4.23 vector. For prokaryotic expression, USP9X-N, C, or D was cloned into pGEX-6P-2 vector, and HIF-2α was cloned into pET-28a vector. Recombinant lentiviruses expressing different shRNAs were obtained by cloning designed shRNA into pLKO.1-puro. shRNA sequences are listed in Supplementary Table S1.

### Antibodies and reagents

Antibodies used for immunoblot (IB), immunoprecipitation (IP), immunohistochemistry (IHC) and immunofluorescence (IF) were as follows. Anti-Flag (#3165, 1:1000), Anti-α-Tubulin (T5168, 1:15000) was purchased from Sigma. Anti-HA (#3724, 1:1500), Anti-Ubiquitin (#3936, 1:500), Anti-GST (#2622, 1:1000), was purchased from Cell Signaling Technology. Anti-USP9X (#55054-1-AP, Proteintech, 1:1000), Anti-Ki-67 (#ab15580, Abcam, 1:200), Anti-PAX8 (#ab53490, Abcam, 1:10), Anti-p-Smad3 (#ab52903, Abcam, 1:1000), Anti-HIF-1α (#NB100-134, NOVUS, 1:1000), Anti-HIF-2α (#NB100-122, NOVUS, 1:1000), Anti-HIF-2α (#GTX30123, Genetex, 1:200), Anti-HIF-2α (#ab243861, Abcam, 1:200), Anti-E-Cadherin (#YM0207, ImmunoWay, 1:1000), Anti-N-Cadherin (#YM0465, ImmunoWay, 1:1000), Anti-Slug (#GTX128796, Genetex, 1:1000), Anti-Twist (#ab175430, Abcam, 1:1000), Anti-Snail (#GTX638370, Genetex, 1:200) were employed according to the instructions. Reagents used in this study included MG132 (#S2619, Selleck), Puromycin (#S7417, Selleck), CHX (#S7418, Selleck), Blasticidin (#S7419, Solario), WP1130 (#S1267, MCE), Cisplatin (#S1166, Selleck), Carboplatin (#S1215, Selleck), Paclitaxel (#S1150, Selleck), Beetle luciferin potassium salt (#E1605, Promega), Accutase (#40506ES60, Yeason).

### Mass spectrometry analysis

Flag-tagged USP9X or HIF-2α plasmid was transfected into HEK293T cells for 48 h, lysed with lysis buffer (50 mM Tris-HCl, pH = 7.4, 150 mM NaCl, 5 mM EDTA, 0.5% NP-40) freshly supplemented with protease inhibitor cocktail. Whole-cell lysates were then incubated with Flag-M2 beads to precipitate USP9X or HIF-2α and associated partners. Beads were washed five times using the lysis buffer, then eluted with 100 μg/mL FLAG peptides (Sigma-Aldrich) in cold PBS. The eluted proteins were resolved in 5 × SDS loading buffer, boiled at 99 °C for 10 min. The eluted proteins were separated by SDS-PAGE Gel, stained using Coomassie brilliant blue, and then in-gel tryptic digestion, subjected to Thermo Scientific TM Q Exactive^TM^ Plus. *n* = 2 biological replicates. Secondary mass spectrometry data were retrieved using Proteome Discoverer 1.3.

### Immunoprecipitation

For immunoprecipitation, 60 μl of 50% protein A/G Agarose beads (Invitrogen) were incubated with control or specific antibodies (2–4 μg) for 8 h at 4 °C with constant rotating, then centrifuged at 2300 rpm for 5 min at 4 °C. Whole-cell lysates were re-suspended by prepared cold lysis buffer (50 mM Tris-HCl, pH = 7.4, 150 mM NaCl, 5 mM EDTA, 0.5% NP-40 supplemented with fresh protease inhibitors cocktail) for 1 h at 4 °C, centrifuged at 12,000 rpm for 15 min at 4°C. Five hundred micrograms of protein was then added and the incubation was continued for overnight at 4 °C. Beads were then washed five times using the lysis buffer, eluted in 2 × SDS loading buffer and boiling for 10 min. The boiled sample complexes were subjected to SDS-PAGE followed by immunoblotting with appropriate antibodies.

### Protein half-life assay

For HIF-2α half-life assay, cancer cell lines stably infected with indicated lentiviruses, or HEK293T cells transfected with indicated constructs were treated with the protein synthesis inhibitor cycloheximide (CHX, 100 μg/mL) for indicated time before harvesting. Immunoblotting was carried out to detect HIF-2α protein level.

### In vivo deubiquitylation assay

Cells transfected by indicated constructs for 48 h were subjected to in vivo ubiquitylation assays. After treated with the proteasome inhibitor MG132 (20 µM; Selleck) for 8 h, cells were collected in lysis buffer, then the lysates were pre-cleared by centrifugation at 12,000 rpm for 15 min. Whole-cell lysates (500 µg) were then incubated with HA beads overnight at 4 °C. After six times washes, western blot was carried out to detect ubiquitylated HIF-2α with anti-myc (or anti-Ub) monoclonal antibody.

### In vitro deubiquitylation assay

Flag-fusion deubiquitylation enzyme USP9X protein was purified from HEK293T cells, binding with Flag-M2 beads and eluted with FLAG peptides buffer. GST-tagged HIF-2α and HA-tagged ubiquitin were co-transfected into HEK293T cells for 48 h, and then treated with 20 μM MG132 for 8 h. HEK293T cells were then lysed with denaturing buffer (10 mM Tris-HCl, pH 8.0; 100 mM NaCl; 1 mM EDTA; 0.5% NP-40; 2% SDS; 20 mM NEM) freshly supplemented with protease inhibitor cocktail. The lysates were boiled for 10 min at 95 °C, diluted in NETN buffer and incubated with HA-agarose beads, then eluted with HA-peptide, and collecting elution binding with GST-4B sepharose were collected. Purified Flag-USP9X protein was then add into the same amounts of beads rotated in the reaction buffer (50 mM Tris-HCl, pH = 8.0; 50 mM NaCl, 1 mM EDTA; 10 mM DTT; 5% glycerol) for 8 h at 37 °C, and then the samples were eluted with 2× SDS loading buffer. Western Blot was carried out to detect ubiquitylated HIF-2α with anti-HA monoclonal antibody.

### GST pull-down assay

For GST pull-down assay, 2 µg GST-USP9X-N, C or D protein were incubated with 10 µg of 6×His-HIF-2α protein in binding buffer (50 mM Tris-HCl 7.5, 500 mM NaCl, 1% NP-40, 0.5 mM EDTA, 1 mM PMSF plus protease inhibitors (Roche) at 4 °C overnight, followed by an additional 1 h Glutathione Sepharose beads incubation. The beads were then washed six times and analyzed using SDS-PAGE and western blotting.

### Immunohistochemistry, immunofluorescence and PLA

Tissues were dissected, fixed in 4% paraformaldehyde (PFA) overnight. For immunohistochemistry, samples were embedded in paraffin and sectioned at 5 µm. Primarily sections were deparaffinized, rehydrated and subjected to antigen retrieval in either sodium citrate (pH = 6.0). After dislodging endogenous peroxidase with 3% H_2_O_2_, sections were permeabilized in 0.1% TritonX-100 for 30 min, and blocked in 10% goat serum for 1 h. Sections were incubated overnight at 4 °C in primary antibodies, washed in PBS-T, developed using DAB Substrate Kit (ZSGB BIO) and counterstained with Haematoxylin. Protein expression levels of all the samples were scored as five grades (negative, +, ++, +++, ++++) by multiplying the percentage of positive cells and immunostaining intensity. The percentage was scored as following: non-positive cells as 0 point, 1–30% as 1 point, 31–60% as 2 points, 61–80% and 81–100% as 3 and 4 points, respectively. Scoring was performed using a double-blind method. The intensity of staining was scored: no positive staining as 0 point, weak staining as 1 point, moderate staining as 2 points, strong staining as 3 points, and stronger staining as 4 points. The final scores were obtained according to above terms: 0 point was no expression, 1–3 was low expression, 4–8 was moderate expression, and 9–16 was high expression.

For immunofluorescence, tissues were embedded in paraffin and cells were fixed in 4% paraformaldehyde for 15 min. Samples, as described above, were incubated in primary antibodies, followed by incubation for 1 h at room temperature with secondary antibodies conjugated with different fluorochromes. Nuclei were counterstained with DAPI. Images were acquired with a Leica THUNDER Imager system.

For the PLA assays (Duolink), we followed the manufacturer’s instructions (Sigma, DUO92102) with minor modifications. In brief, cells were seeded in glass bottom cell culture dish. After 24 h, cells were washed with PBS and fixed with 4% PFA for 15 min at room temperature. Cells were then sequentially washed twice with PBS, permeabilized with 0.5% Triton X-100 for 10 min at room temperature, washed three times with PBS, blocked, incubated with antibodies at 4 °C overnight and processed according to the manufacturer’s instructions. Images were acquired with a Leica THUNDER Imager system. Red spots indicate protein–protein interactions, and blue indicates DAPI-stained nuclei.

### Orthotopic ovarian cancer model

Female mice (8 weeks of age) were anaesthetized by inhalation of isoflurane (5% in oxygen) in an induction chamber and anesthesia maintained at 2.5–3.0% isoflurane delivered via nosecone during all procedures. A small incision was made at the dorso-medial position directly above the ovarian fat pad, with a secondary small incision through the peritoneal wall. The ovarian fat pad was externalized and stabilized with a bull clip, and a dissecting microscope used to locate the oviduct in the exposed ovary. ID8-luc cells (1 × 10^6^) or different numbers of spheroid cells (1 × 10^5^, 1 × 10^4^ or 1 × 10^3^) were injected underneath the right ovarian bursa. The peritoneal wall was sutured closed using 6/0 suture and closure of the incision with surgical staples. Analgesia (Carprofen 5 mg/kg body weight) was provided in drinking water for 3 days thereafter. Mice were killed under experimental endpoints 6–8 weeks post-ID8 injection.

### In vivo imaging of mice

D-fluorescein solution was injected into mice intraperitoneally, 8 min later, mice were anaesthetized by inhalation of isoflurane (5% in oxygen) in an induction chamber and anesthesia maintained at 2.5–3.0% isoflurane delivered via nosecone during imaging. Images were acquired with a small animal in vivo imaging system (IVIS SPECTRUM, PE).

### Tumor patient-derived xenografts (PDX)

Six-eight-week-old female BALB/c nude mice were purchased from Beijing Vital River Laboratory Animal Technology Company (Vital River, Beijing, China). The patient’s tumor pieces were planted subcutaneously into the dorsal flanks of the mice (*n* = 6). Tumor volumes were measured approximately every 10 days and calculated according to the following formula: Volume (mm^3^) = 1/2 × length × width^2^. Mice were randomized prior to treatment. Mice were sacrificed and tumor tissues were collected after treatment completed. All procedures were approved by the Animal Care Committee of Tianjin Medical University.

### Primary cell culture

Cancer tissues obtained from HGSOC were minced in lysis buffer [1 mg/mL Collagenase I (Sigma), 0.05 mg/mL Dispase II (Sigma), 0.25 mg/mL Hyaluronidase (Sigma) and 0.01 mg/mL DNase I (Sigma) in DMEM: F12 (1:1) supplemented with 2% FBS] and shaked on the orbital shaker at 37 °C for 60 min. Dissociated tumor cells were filtered with 40 μm cell strainer (#352340, BD Falcon) and centrifuged at 500 × *g* for 5 min, then the pellet was resuspended in PBS, and washed 3 times. Then the isolated tumor cells were cultured in DMEM: F12 (1:1) supplemented with 10% FBS, 100 μg/mL streptomycin, 10 ng/mL epithelial growth factor (EGF), 5 μg/ml insulin, and 0.5 mg/mL hydrocortisone. Primary cells were used to perform stem cell and organoid formation experiments.

### Cell viability assay and calculation of IC50

The viability of cells exposed to the drugs was measured by CCK-8 assay. Cells were seeded in 96-wellplates at a density of 1000 cells/well, after overnight incubation, cells were treated with varying concentrations of drug for 72 h at 37 °C in an atmosphere of 5% CO_2_. After incubation, 10 μL of CCK-8 solution was added to each well and incubated at 37 °C for 2 h. The absorbance of formazan was measured at 450 nm using a microplate reader. The absorbance and logarithm of drug concentration were used for nonlinear fitting to calculate IC50 using GraphPad Prism 9 software.

### Wound-healing assay

The wound-healing assay was carried out according to a standard protocol using a sterilized 200 μL pipette tip to create a straight scratch on the cell monolayer. Cells were plated in 6-well plates and allowed to attach and form a cell monolayer. After creating the straight scratch, the cells were cultured in DMEM or RPMI 1640 medium supplemented with 2% FBS. The scratch closure in each group was observed under a microscope. The microscopy images at 0, 24, 48, 96 h were obtained. Image J software (version 3.2) was used to determine and calculate the wound-healing rate in each group.

### Sphere culture and assay

The cells were harvested and cultured in a stem cell culture medium in an ultralow attachment 6-well plate with a density of 1000 cells per well. The cell cultures supplemented with 10 ng/mL EGF, 2.5 g/mL amphotericin, 100 IU/mL penicillin, 100 g/mL streptomycin, and B-27 Supplement (50×) (Life Technologies, without serum). Fresh stem cell culture medium was added every two days. Spheroids were used to isolate mRNA or perform limiting dilution assays after treatment with Accutase (#40506ES60, Yeason).

### Organoid culture

Organoid culture was performed with High-Grade Serous Ovarian Cancer Organoid Kit (#K2167-HS, BioGenous, China), and follow the instructions. Briefly, the primary cell suspension and Matrigel (#354230, BioCoat) were mixed in a 1:1 ratio and placed on ice, seeded in the center of the 24-well plate as soon as possible, and then placed at 37 degrees for 30 min (2500 cells/well). After that, each well was supplemented with 500 μl of organoid medium, and the size of the organoids was observed after 5 days of culture, and when the diameter of the organoids was greater than 75 μm, drug treatment was performed after randomization. For USP9X-knocked primary cell organoid formation experiments, primary cells were infected with USP9X-knocked lentivirus and then organoid culture was performed.

### Transwell migration assay

For transwell assay, 8-μm Transwells (BD Biosciences) were used to detect the migration capacity of ovarian cancer cells. The cells were harvested by treatment with 0.25% trypsin, and resuspended in serum-free media. The lower chambers were filled with 200ul serum-free media, 4 × 10^4^ cells were seeded in each top chamber. The lower chambers were filled with 10% FBS complete media. Cell chambers were incubated for 24 h in a 37 °C, incubator supplemented with 5% CO_2_. Using a cotton swab remove the non- on the upper surface, and the invaded cells on the lower surface were fixed with methanol for 30 min and stained with the Crystal violet. Migrated cells on each insert were pictured with a microscope.

### Luciferase reporter construct and reporter activity assay

USP9X promoter (2192 bps) or TGF-β1 promoter (2072 bps) was cloned into pGL4.23 vector. HEK293T were seeded in 24-well plates and then co-transfected with different doses of Smad2 or Smad3 expression plasmids and pGL4.23-USP9X promoter after 48 h. For TGF-β1 promoter, HEK293T were co-transfected with HIF-1α, HIF-2α, or HIF-1α and HIF-2α, or incubated under 1% O_2_ for 48 h. Luciferase activities were determined with the Dual-Luciferase^®^ Reporter Assay System (Promega, USA).

### RT-qPCR

A quantitative real-time RT-PCR method was used to measure the amount of RNA. Briefly, total RNA was extracted using TRIzol (Invitrogen). Reverse transcription of RNA was performed using the RevertAid First Strand cDNA Synthesis Kit (Thermo Fisher Scientific) and qPCR was performed using SYBR Green Master Mix (Vazyme) according to the manufacturer’s instructions. Primers sequences are listed in Supplementary Table S1.

### RNA-Seq

TRIzol (Invitrogen) was used to isolate total RNA from cells. Total RNA samples were submitted for sequencing to the Genedenovo Biotechnology Co., Ltd (Guangzhou, China), and Illumina NovaSeq 6000 (Illumina). The sequence reads were mapped to mouse reference genome (GRCm38-mm10). StringTie v1.3.1 and DESeq2 were used to analyzed results with cutoff (p-value < 0.05, fold change>1.5).

### Chromatin immunoprecipitation (ChIP)

Approximately 5 × 10^7^ cells were used for each ChIP assay according to a previous study [29]. Chromatin was sonicated using a Bio-Red sonicator for several rounds on ice until the de-crosslinked DNA fragment was about 200–500 bp. Protein A/G beads was incubated with primary antibody for 8 h, and then incubated with the RIPA150 (50 mM Tris-HCl [pH = 8.0], 150 mM NaCl, 1 mM EDTA [pH = 8.0], 0.1% SDS, 0.5% Triton X-100) overnight at 4 °C. Immune complexes were then washed twice with RIPA150 buffer, twice with RIPA500 and once with TE buffer (10 mM Tris-HCl [pH = 8.0], 1 mM EDTA [pH = 8.0]). Then purified DNA was subject to qPCR assays with specific primers. The primers used were listed in Supplementary Table S1.

### Statistical analysis

All results are shown as the mean ± s.d. of multiple independent experiments. In vivo limiting dilution assays were performed with Extreme Limiting Dilution Analysis (ELDA, https://bioinf.wehi.edu.au/software/elda/index.html), the other statistical analyses were performed with GraphPad Prism 9 software. All statistical tests were two-sided, and *P* values < 0.05 were considered to be statistically significant.

## Results

### USP9X is synergistically enriched with TGF-β signaling in chemoresistant HGOSC and predicts poor progression

Based on the scattered reports about TGF-β signaling involvement in ovarian cancer (OC) progression and chemoresistance, we analyzed TCGA and GEO databases interactively to define the pathological significance. Indeed, TGF-β signaling activation is highly correlated with the progression and poor prognosis of HGSOC (Supplementary Fig. S1A). Consistently, pathological intensity of p-Smad3, as the direct readout of TGF-β signaling, was significantly elevated through malignant progression according to IHC profilings of our OC specimen cohort, composed mainly of HGSOC (Fig. 1A and Supplementary Fig. S1B). Blottings on freshly collected tumor tissues further showed that p-Smad3 achieved highest abundance in the malignant tissues, sharply contrasted to the neglectable level in benign tissues, while borderline tissues presented in between, indicating the critical oncogenic role of TGF-β signaling within HGSOC (Fig. 1B). More importantly, the gene set enrichment analysis (GSEA) showed that TGF-β signaling was enriched in patients received chemotherapy based on GSE241221 scRNA-seq dataset, and platinum-resistant patients based on GSE51373 and GSE131978 transcriptomic profiles (Fig. 1C). Across different OC cells, short applications of chemotherapeutic agents resulted in efficient p-Smad3 increase, corresponding to TGF-β signaling activation (Fig. 1D and Supplementary Fig. S1C). We were further curious whether long-term and repeated pulsatile exposure (short duration/high dose) of OC cells to chemotherapeutic agents, simulating the clinical therapy procedures administered to the patients, would also induce TGF-β signaling [30]. CDDP-resistant (rCDDP) and PTX-resistant (rPTX) ID8 cell lines were generated after six months of pulsatile exposure to cisplatin (CDDP) or paclitaxel (PTX), which achieved more than 5 times of IC50 increase, respectively, accompanying with acquired stemness as well as elevated drug transporters (Supplementary Fig. S1D, E). As expected, we observed dramatically increased p-Smad3 in the two lines of chemoresistant cells (Fig. 1D). Therefore, activated TGF-β signaling could participate in HGOSC chemo-resistance.

**Fig. 1:**
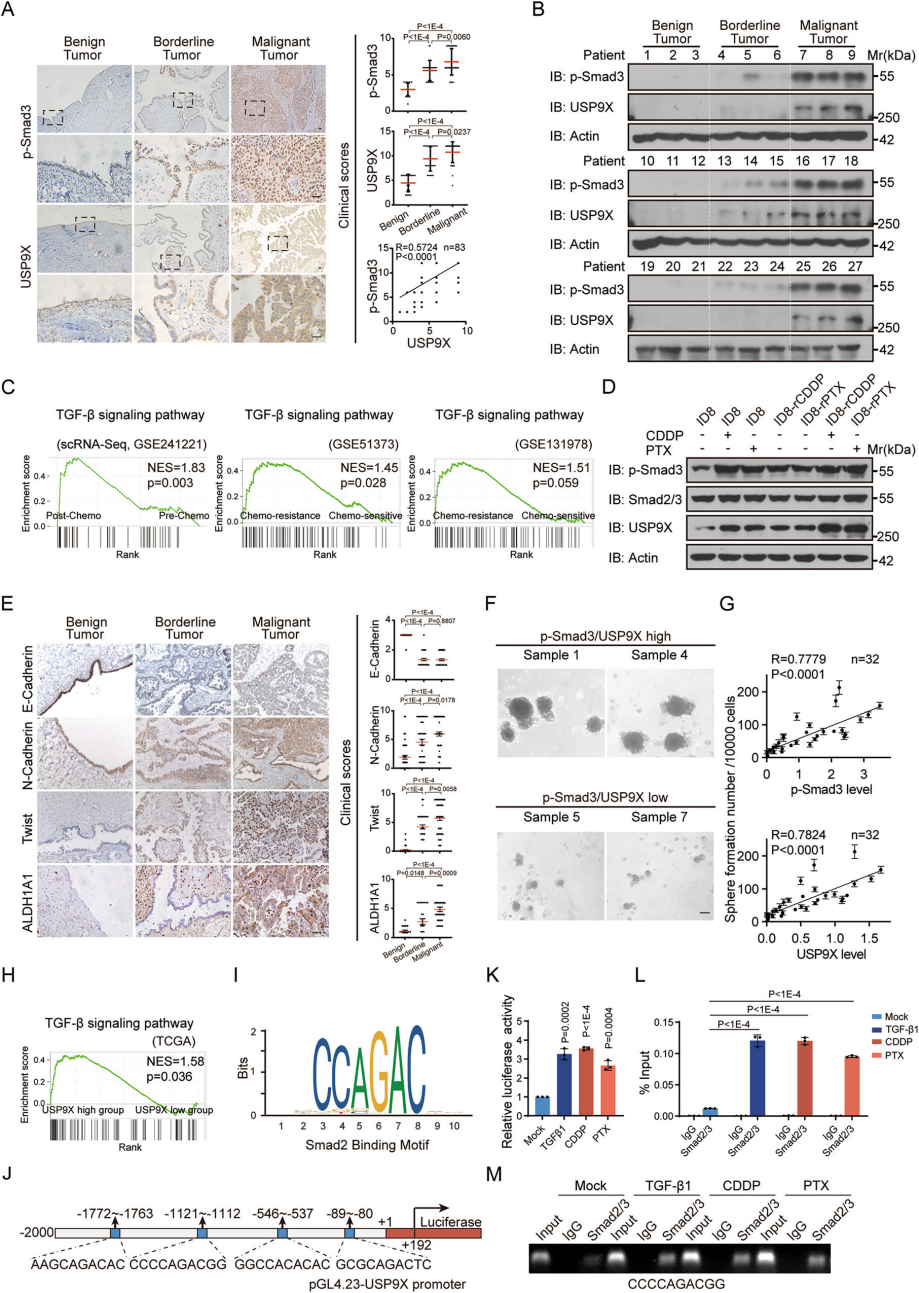
USP9X is highly correlated with TGF-β signaling during HGOSC progression and chemoresistance. **A** Representative images of p-Smad3 and USP9X IHC stainings on differently progressed HGSOC tissues (*n* = 83), including benign (*n* = 17), borderline (*n* = 25), and malignant tumors (*n* = 41). Scale bars, 50 µm. The images under are the zoom-in images for the upper images in each group. The right panels were clinical scores, and correlation analysis between p-Smad3 and USP9X. **B** Immunoblotting (IB) analysis of p-Smad3 and USP9X on freshly collected tumor tissues of serous OC with varying progression, including benign (*n* = 9), borderline (*n* = 9), and malignant tumors (*n* = 9). **C** GSEA of TGF-β signaling pathway in chemotherapy or platinum-resistant patients based on GSE241221 (scRNA-sequencing), GSE51373 and GSE131978. **D** IB analysis of p-Smad3, Smad2/3 and USP9X in ID8, chemoresistant cells ID8-rCDDP or ID8-rPTX with or without short treatment (24 h) of CDDP (10 μM) or PTX (5 nM). **E** Representative images of E-Cadherin, N-Cadherin, Twist, and ALDH1A1 IHC stainings on different progress HGSOC tissues (*n* = 83), including benign (*n* = 17), borderline (n = 25), and malignant tumors (*n* = 41). Scale bars, 50 µm. The right panels were clinical scores. **F** Representative images of spheroids in fresh HGOSC samples (*n* = 32). Spheroids larger than 50 μm in diameter were used for analysis. Scale bars, 75 µm. **G** Correlation analysis between spheroid numbers and p-Smad3 or USP9X expression based on (**F**). **H** GSEA analysis of TGF-β signaling pathway between USP9X high and low groups based on TCGA. Smad2 binding motif (**I**) and potential SREs on USP9X promoter (**J**) based on Jasper database. **K** Dual-luciferase assays were performed to analyze the transcriptional activation of USP9X promoter with TGF-β1 (5 ng/mL), CDDP (10 μM) or PTX (5 nM) for 24 h in CAOV3 cells. ChIP-qPCR was used to detect the Smad2/3 binding onto −1121 bp site of USP9X promoter, the % Input data was shown in (**L**) and the agarose gelatin plot was shown in (**M**). Data are shown as the mean ± s.d (**A**, **E**, **K**, **L**). *P* values were calculated by unpaired two-tailed Student’s *t* test (**A**, **E**, **K**, **L**). Correlation analysis was performed by Pearson correlation, *P* values (two-tailed) were calculated by Pearson *r* (**A**, **G**). *n* = 3 biological independent samples (**D**, **K**, **L**, **M**).

In accordance with the key function of USP9X in TGF-β signaling, USP9X was markedly elevated in response to chemotherapeutic treatments, pointing at its potential involvement (Fig. 1D and Supplementary Fig. S1C). Notably, the expression of USP9X was further increased in chemo-resistant cells upon CDDP or PTX re-treatment, which supports the significance of USP9X in tumor cells against chemotherapy (Fig. 1D). Indeed, Kaplan–Meier plotter (www.kmplot.com) dataset analyses showed that USP9X is not only more abundant in highly advanced and poorly differentiated HGOSC, but also correlated with poor prognosis in CDDP or PTX treated patients (Supplementary Fig. S1F, G). Additionally, the transcript level of USP9X was significantly correlated with TGF-β signature in OC (Supplementary Fig. S1H). Through our stained and blotted OC cohorts, USP9X was parallelly expressed with p-Smad3 and positively correlated with tumor grading (Fig. 1A, B and Supplementary Fig. S1B). Collectively, these bioinformatics and clinical findings support the key oncogenic role of USP9X during HGSOC development and chemoresistance, presumably integrated in TGF-β signaling.

As we mentioned, cancer stem cells (CSCs) contribute to clinical chemoresistance in ovarian cancer [4], we therefore asked whether the function of TGF-β in mediating chemoresistance in OC is attributed to its regulation of CSCs. Indeed, TGF-β signaling was enriched with CSCs in the GSEA study of ovarian cancer GSE25191 transcriptomic data (Supplementary Fig. S1I). On the same clinical cohort (Fig. 1A), EMT-related markers, particularly mesenchymal markers, Twist and N-cadherin, and CSC marker, ALDH1A1, showed synergistic expression tendencies with p-Smad3 and USP9X. Whereas, epithelial marker, E-cadherin, declined with tumor grading, sharply contrasting those of p-Smad3 and USP9X (Fig. 1E). Further, we obtained more direct evidences from the followed spheroid formation and capacity comparison study. Across about 40 patient samples, quantitatively we found the spheroid formation efficiencies were positively correlated with the p-Smad3, USP9X and CSC marker levels (Fig. 1F, G and Supplementary Fig. S1J–M). Together, these findings strongly confirmed that activated TGF-β signaling, probably through the key modulator USP9X, defines the stemness status during OC development and chemoresistance.

### TGF-β up-regulates USP9X expression through Smad2/3-mediated transcriptional regulation

In line with the expression and function compatibility between USP9X and p-Smad3, TGF-β signaling was significantly enriched in USP9X^high^ OC tissues in comparison with USP9X^low^ tissues (Fig. 1H). We therefore aimed to explore the mechanisms causing USP9X upregulation accompanying TGF-β signaling activation during OC development. Similar as observed in other lineages of malignant cells [22], TGF-β treatment augmented USP9X expression at both protein and mRNA levels in a dose-dependent manner (Supplementary Fig. S1N, O). Whereas, pharmacological inhibition of TGF-β with SB431542 functioned the opposite (Supplementary Fig. S1P, Q), supporting that USP9X is under TGF-β pathway control. As we know, p-Smad2/3 mediates transcriptional activation, post forming complex with Smad4 and translocating into the nuclei, thus transduces the main biological function downstream TGF-β pathway. We then transiently overexpressed Smad2 and Smad3 in ovarian cancer cells, CAOV3 and SKOV3, respectively, and found that only the overexpression of Smad2 increased the mRNA levels of USP9X (Supplementary Fig. S1R). We thus analyzed potential Smad response elements (SREs) on USP9X promoter through the Jasper database (Fig. 1I, J). Multiple SRE consensus sites were located at −1772 bp, −1121 bp, −546 bp, and −89 bp. Luciferase activity assay actually showed that overexpressed Smad2 activated USP9X promoter in a dose-dependent manner (Supplementary Fig. S1S). In addition, TGFβ1, CDDP or PTX treatment enhanced the promoter reporter activity of the USP9X in HGSOC CAOV3 cells (Fig. 1K). Further, endogenous ChIP experiments also showed that Smad2/3 were recruited to −1121 to 1112 bp site (CCCCAGACGG) in CAOV3 cells, which was even enhanced by TGFβ1, CDDP, or PTX treatments (Fig. 1L, M, and Supplementary Fig. S1T). Therefore, TGF-β signaling elevated during HGOSC progression and chemoresistance may activate USP9X expression to form functional cascade.

### USP9X mediates TGF-β-induced CSCs occurrence and chemoresistance

Next, cell behaviors were systematically analyzed to address the biological significance of USP9X within TGF-β signaling in terms of HGOSC development. First, USP9X is indispensable for HGOSC metastasis, exemplified with reduced cell migration through different assays upon USP9X knockdown (Supplementary Fig. S2A, B). As reported before, TGF-β1 treatment significantly promoted EMT activity and augmented cell migration, as important features of CSCs. While USP9X depletion inhibited TGF-β1-induced EMT function and counteracted the shifts of related molecular markers (Fig. 2A and Supplementary Fig. S2A, B). Moreover, TGF-β1 treatment promoted CSCs expansion, resulting in larger and more spheroids in the spheroid formation assay, with increased CSCs markers expression (Fig. 2B and Supplementary Fig. S2C). Fluorescence-activated cell sorting (FACS) assays also confirmed that the proportion of CSCs was increased dramatically upon TGF-β1 treatment (Fig. 2C and Supplementary Fig. S2D). However, USP9X knockdown greatly prohibited the function of TGF-β1 in promoting HGOSC CSCs occurrence, thus reduced CSC developing rates from about 90 (CAOV3) or 200 (ID8) spheres/10,000 cells to nearly none (Fig. 2B, C and Supplementary Fig. S2C, D). Back to clinical samples, organoid developing capability corresponds to CSCs function. Remarkably, the quantities of organoids derived from human OC primary cells were also significantly decreased by removing USP9X (Fig. 2D). Thus, USP9X may mediate the function of TGF-β1 on promoting CSCs occurrence and EMT transition in vitro.

**Fig. 2:**
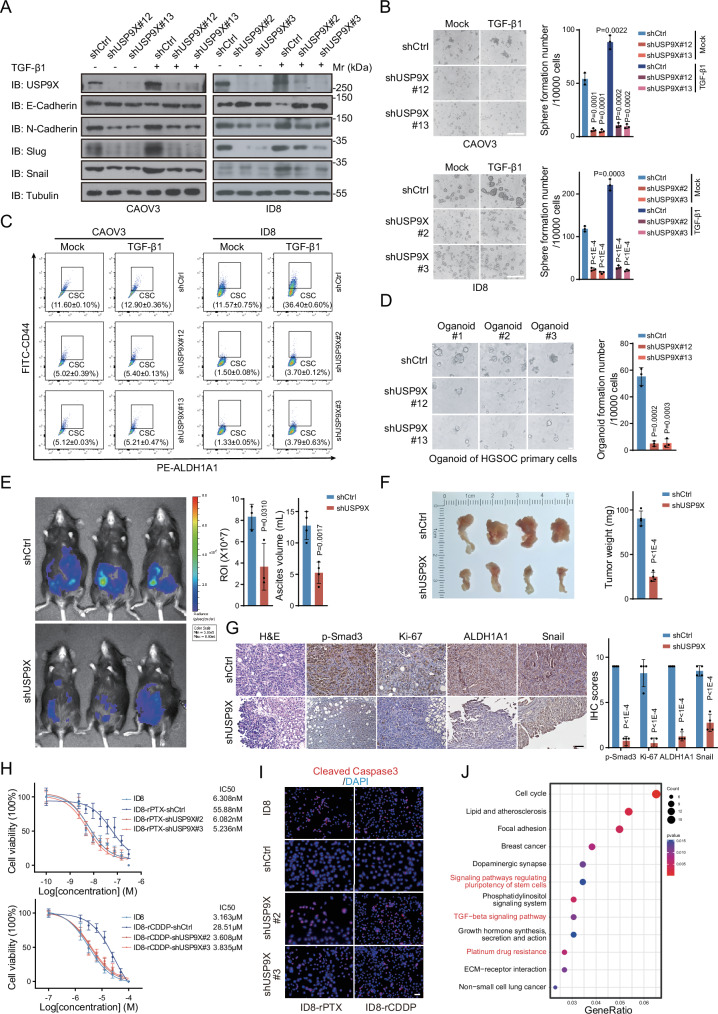
USP9X mediates TGF-β function in promoting CSCs occurance and chemoresistance. **A** IB analysis of USP9X, E-Cadherin, N-Cadherin, Slug, and Snail in USP9X knocked-down CAOV3 or ID8 cells treated with or without TGF-β1 (5 ng/mL), CAOV3 was treated for 96 h and ID8 was treated for 48 h from wound-healing assay (Fig. S2A). **B** Spheroid formation assay of USP9X knocked-down CAOV3 or ID8 cells treated with or without TGF-β1 (5 ng/mL) for 2 weeks. Scale bars, 100 µm. The right panels were the quantization chart. **C** FACS analysis of stem cell populations (ALDH1A1+/CD44+) in sphere-forming cells from USP9X knocked-down CAOV3 or ID8 cells treated with or without TGF-β1 (5 ng/mL) for 2 weeks. **D** Representative images of organoids formed in USP9X knocked-down primary HGSOC cells for 2 weeks. Organoids larger than 75 μm in diameter were used for analysis. The right panels were the quantization chart. Scale bars, 100 µm. **E** Luciferin bioluminescence signal intensities were monitored from orthotopic and intraperitoneal tumors in transplanted mice. *n* = 3 mice per group. The right panels were the quantization chart. **F** Orthotopic tumors from (**E**) were harvested and weighted, *n* = 4 mice per group. The right panels were the quantization chart. **G** Representative images of Hematoxylin and eosin (H&E), p-Smad3, Ki-67, ALDH1A1, and Snail IHC stainings on orthotopic tumors from (**F**). The right panels were the quantization chart. Scale bars, 50 µm. **H** Dose–response curve and IC50 values of ID8, ID8-rPTX (upper), ID8-rCDDP (below), USP9X knocked-down ID8-rPTXor ID8-rCDDP cells for 72 h. **I** Representative images of Cleaved-Caspase3 immunofluorescence (IF) stainings on ID8, ID8-rPTX, ID8-rCDDP, USP9X knocked-down ID8-rPTX or ID8-rCDDP cells. Scale bars, 50 µm. **J** KEGG pathway analysis based on USP9X knocked-down ID8 cells RNA-seq. Data are shown as the mean ± s.d (**B**–**H**). *P* values were calculated by unpaired two-tailed Student’s *t* test (**B**, **D**–**G**). *n* = 3 biological independent samples (**A**–**I**).

In vivo, orthotopic tumor models were established via injecting the luciferase-expressing ID8 cells (ID8-luc) into the ovarian bursal cavity of C57BL/6 mice and visualized with Caliper IVIS Spectrum System. Compared with the ID8-luc cells, USP9X deficiency significantly reduced the bioluminescence signal intensities from orthotopic local and intraperitoneal tumors in transplanted mice (Fig. 2E and Supplementary Fig. S2E). Both the volumes and quantities of orthotopic and metastatic tumors in the peritoneum and small intestines were significantly reduced (Fig. 2F and Supplementary Fig. S2E). Defected tumor growth was accompanied with reduced cell proliferation, CSCs properties, EMT potentials, and TGF-β signaling activity (Fig. 2G). Therefore, USP9X is required for tumor development and metastasis in vivo, possibly due to its critical role downstream of TGF-β.

As aforementioned, CSCs are key mediators not only for cancer metastasis, also for drug resistance, we were thus curious whether USP9X participates in OC chemoresistance. Remarkably, USP9X knockdown recovered the IC50 values of CDDP-resistant and PTX-resistant ID8 cells to parental cell levels, and conferred the cells with sensitivities to CDDP or PTX (Fig. 2H, I and Supplementary Fig. S2F–I). The TGF-β signaling activity was simultaneously tampered, accompanied with attenuated EMT, CSCs, and drug resistance markers (Supplementary Fig. S2G). To further decipher the molecular mechanisms how USP9X integrates in TGF-β function within CSCs occurrence and chemoresistance, transcriptomes were profiled between USP9X knockdown and control ID8 cells. 

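ID8 is a mouse ovarian cancer cell line. Total RNA was sequenced from ID8 cells that carried a control shRNA (shCtrl) or an shRNA against USP9X (shUSP9X), with 2 libraries in each group. The paper's text does not state whether TGF-β1 was added to these cells, at which oxygen level they were grown, or which shRNA sequence the shUSP9X cells carried. The authors mapped the reads to the mouse genome GRCm38 and deposited an estimated count and an FPKM value per library for 22063 genes, without pooling the libraries. The estimated counts summed to 17232006 and 15611363 in the shCtrl libraries and to 19978889 and 17021261 in the shUSP9X libraries. Between 6.395 and 6.69% of the count values were not whole numbers, and they were rounded before testing. Counts were normalized by edgeR's TMM method and tested with its quasi-likelihood test, with Benjamini-Hochberg adjustment over the 11448 genes that passed the filter on low counts. Between the libraries of a group, counts differed by more than sampling noise, with a chi-square per gene of 3.35 in shCtrl and 2.23 in shUSP9X. Separate transductions or cultures are not described for the libraries of a group. The spread between them may thus miss differences between cell lines made separately, and such differences cannot be told apart from the knockdown. At an adjusted p under 0.05, 3843 genes were lower and 3864 higher in shUSP9X cells, and their median absolute log2 fold change was 0.52. At the cutoff of the paper's methods, an unadjusted p under 0.05 and a fold change above 1.5, 2143 genes were lower and 1233 higher. The fold changes followed the GC content of the transcripts across genes, which are not independent replicates (Spearman's rho = 0.447). The median log2 fold change was -0.88 in the tenth of the genes with the lowest GC content and 0.18 in the tenth with the highest. Fold changes also fell with transcript length (Spearman's rho = -0.331). With these trends removed within each library, 1460 genes were lower and 1264 higher at the same cutoff. That correction takes out any difference between the groups that follows GC content or length, whatever its origin.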

Consistent with the cell behaviors, Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis showed a clear down-regulation of the gene sets related to TGF-β pathway. 

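The genes of the KEGG TGF-β signaling pathway were listed by hand, so the list is not the KEGG release that the authors used. Of its 95 genes, 70 passed the filter on low counts. Their median log2 fold change was -0.28, with 39 genes lower and 15 higher at an adjusted p under 0.05, and the counts were 39 and 15 when adjusted over the list alone. Against all other genes the list was lower in limma's camera test with a preset inter-gene correlation of 0.01 (adjusted p = 0.0181 over 5 lists). The call held in limma's fry test (adjusted p = 0.00107) and not in camera with an estimated correlation (adjusted p = 0.348), and over the alternatives it ranged from 0.00107 to 0.729. At the paper's cutoff, 21 of the 70 genes (30.0%) were lower, against 18.7% of all genes tested (odds ratio 1.87, adjusted p = 0.0374, one-sided Fisher's exact test), and 3 were higher. The alternative that moved the result most was Reactome's set for the TGF-β receptor complex, of which 65 genes were tested, with a median of -0.01 (adjusted p = 0.729 in camera). With the GC content and length trends removed, the median of the pathway list was -0.07 and its adjusted p in camera was 0.150. Of 10000 random lists matched on GC content, length and expression, a share of 4e-04 had a median as low as the list's before that correction. With each library left out in turn, the median relative to all genes stayed between -0.29 and -0.24. A list of genes that TGF-β induces, of which 24 were tested, had a median of -0.22 (adjusted p = 0.0671 in camera). Its lowest gene was Col1a1, with a log2 fold change of -1.72. With the trends removed, this list passed the threshold (adjusted p = 6.7e-04 in camera), and over its alternatives the adjusted p ranged from 9.5e-05 to 0.521.

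**Figure D1:**
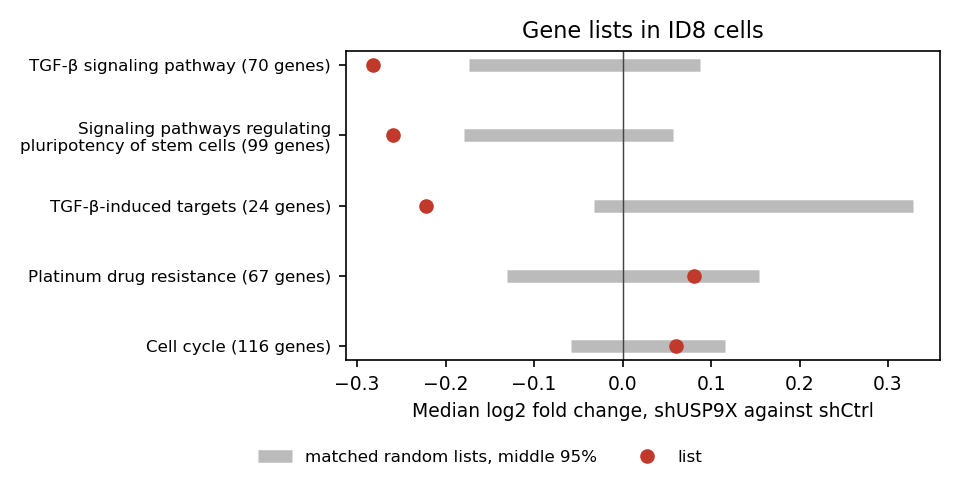
Median log2 fold change of 5 gene lists in shUSP9X against shCtrl ID8 cells (points), with the middle 95% of the medians of 10000 random lists matched on GC content, length and expression (grey bars). The 3 lists with a median between -0.28 and -0.22 lie below their bars, and the Platinum drug resistance and Cell cycle lists lie within them.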

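Usp9x, the targeted gene, lies on chromosome X of GRCm38 from 13071498 to 13173328 (ENSMUSG00000031010). Its TMM-normalized expression was 290 ± 11.6 CPM in shCtrl cells and 20.1 ± 0.570 CPM in shUSP9X cells (mean ± SD, n = 2 libraries each). The log2 fold change was -3.85 (standard error 0.06, adjusted p = 4.7e-26, edgeR's quasi-likelihood test), and both shUSP9X libraries lay below both shCtrl libraries. Rock1 (ENSMUSG00000024290, chromosome 18, 10064401 to 10182045) fell from 79.3 ± 0.799 to 6.80 ± 0.0328 CPM (SD, n = 2). Its log2 fold change was -3.54 (standard error 0.09, edgeR adjusted p = 9.5e-22). Thbs1, which encodes thrombospondin (ENSMUSG00000040152, chromosome 2, 118111876 to 118127133), had 76.7 ± 2.15 CPM in shCtrl cells and 36.2 ± 0.0229 CPM in shUSP9X cells (SD, n = 2), a log2 fold change of -1.08 (edgeR adjusted p = 7.4e-14). The type II receptor genes Bmpr2 (ENSMUSG00000067336, chromosome 1, 59763400 to 59879014) and Acvr2a (ENSMUSG00000052155, chromosome 2, 48814109 to 48903269) had log2 fold changes of -1.43 and -1.22 (standard errors 0.06 and 0.11, edgeR adjusted p = 1.8e-17 and 1.1e-10). Bmpr2 had 113.0 ± 3.08 CPM in shCtrl cells and 41.8 ± 0.577 CPM in shUSP9X cells, and Acvr2a had 32.0 ± 2.47 and 13.8 ± 1.01 CPM (SD, n = 2). For these 5 genes the groups differed by more than the spread between libraries, and the log2 fold change kept its sign when each library was left out in turn. That spread may not cover cell lines made separately. The transcripts of Usp9x, Rock1, Bmpr2 and Acvr2a lie between 39.9 and 41.0% GC, where most genes were lower in shUSP9X cells. Among the 200 genes nearest to Bmpr2 in GC content, length and expression, 69 had a log2 fold change as low, and 92 did among those nearest to Acvr2a. The numbers were 5 for Usp9x, 4 for Rock1 and 5 for Thbs1. With the GC content and length trends removed, the log2 fold change of Bmpr2 was 0.05 (edgeR adjusted p = 0.446, with 9.3e-110 to 0.464 over the alternatives) and that of Acvr2a was -0.30 (edgeR adjusted p = 0.0139, with 3.4e-29 to 0.0139 over the alternatives). The other 3 genes stayed lower, at -2.34 for Usp9x, -2.57 for Rock1 and -0.98 for Thbs1.

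**Figure D2:**
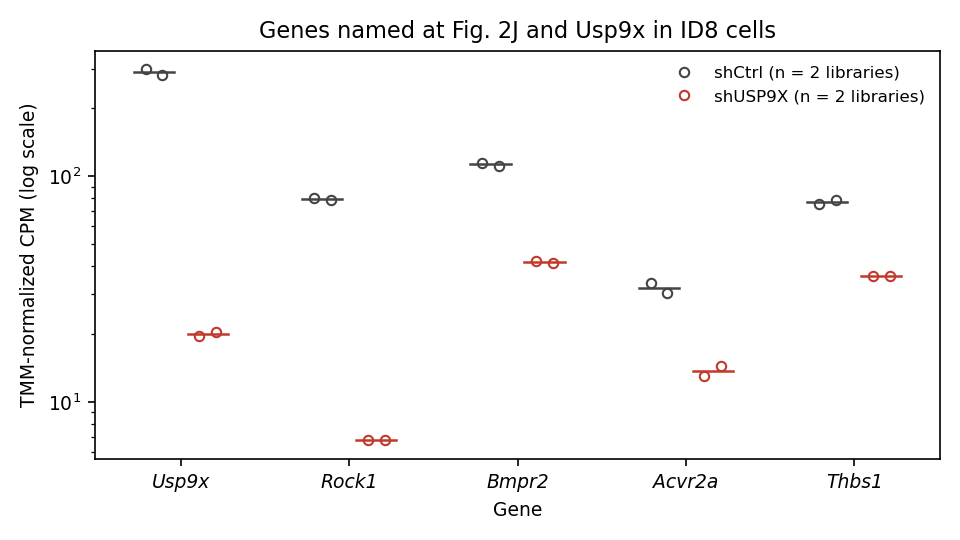
TMM-normalized CPM (log scale) of Usp9x, Rock1, Bmpr2, Acvr2a and Thbs1 in each ID8 library, with circles for libraries and lines for the mean of 2 libraries. Rock1 lies near 79.3 CPM in shCtrl cells and near 6.80 CPM in shUSP9X cells, and in each gene both shUSP9X libraries lie below both shCtrl libraries.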

Represented genes, such as Rock1, Bmpr2, Acvr2a, Thbs1, were significantly diminished in USP9X deficient cells (Fig. 2J). In addition, the gene sets for platinum resistance and CSCs-related pathways were also markedly reduced (Fig. 2J). 

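For platinum resistance, 67 genes of a hand-written list of the KEGG pathway Platinum drug resistance were tested. Their median log2 fold change was 0.08, and the list did not stand apart from other genes (adjusted p = 0.331, camera; 0.00107 to 0.480 over the alternatives). At the paper's cutoff 15 of the genes were lower and 15 higher. The list was not over-represented among the lower genes (odds ratio 1.25, adjusted p = 0.263, one-sided Fisher's exact test) and was over-represented among the higher genes (odds ratio 2.41, adjusted p = 0.0219, the same test). Without shCtrl replicate 2, the median of the list relative to all genes was 0.04, against 0.08 with all libraries. The list holds 17 tested glutathione transferase genes, many of them close copies whose reads the counting could have divided wrongly, and 13 of these were higher at the paper's cutoff. Of the other 50 genes, a split made after the values had been seen, 15 were lower and 2 higher. The lowest was Rev3l, which encodes the catalytic subunit of a DNA polymerase, with a log2 fold change of -3.20 (edgeR adjusted p = 1.4e-16). For CSCs, the list of the KEGG pathway Signaling pathways regulating pluripotency of stem cells had 99 tested genes. It was lower than other genes, with a median log2 fold change of -0.26 (adjusted p = 0.00959, camera; 0.00694, fry; 0.348, camera with an estimated correlation). At an adjusted p under 0.05, 52 of its genes were lower and 16 higher, and these counts did not change when adjusted over the list alone. At the paper's cutoff 29 were lower and 4 higher (odds ratio 1.81, adjusted p = 0.0346, one-sided Fisher's exact test). With the GC content and length trends removed, its median was -0.08 (adjusted p = 0.148, camera), and over the alternatives the adjusted p ranged from 0.00584 to 0.348. Single CSC markers from the paper's assays did not follow this list. Ly6a (log2 fold change 2.57), Kit (0.57), Aldh1a1 (0.44) and Cd44 (0.43) were higher and Epas1 (-1.61) lower at an adjusted p under 0.05 (edgeR). The calls for Kit and Aldh1a1 did not hold under each alternative. Pou5f1, Prom1, Sox2 and Nanog did not pass the filter on low counts. The Cell cycle list, whose KEGG pathway also appears in Fig. 2J, had a median of 0.06 over 116 tested genes (adjusted p = 0.581, camera), with 25 genes lower and 17 higher at the paper's cutoff.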

Functionally and molecularly, these data indicate that USP9X mediates TGF-β function in promoting drug resistance in HGOSC, via maintaining CSCs.

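The pathway lists share genes, since 37 of the 70 tested TGF-β signaling pathway genes and 32 of the 99 pluripotency genes also belong to another of the 5 lists. The sequenced libraries hold shCtrl and shUSP9X cells and no group described as treated with TGF-β1, CDDP or PTX. They thus give the difference between these groups and no response to those agents. From its functional and molecular data, the paper proposes that USP9X carries the action of TGF-β on drug resistance by maintaining CSCs.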

### USP9X specifically interacts with HIF-2α

As an important DUB, USP9X regulates multi-types of cancer development, such as glioblastoma, lung cancer, colorectal cancer, and breast cancer, through mediating the stability of ALDH1A3, KDM4C, FBW7, CEP131, and Snail1 [24, 31–34]. To further explore the specifically targeted deubiquitylation by USP9X, we performed co-immunoprecipitation (Co-IP) coupled with Mass-spec using FLAG-tagged USP9X. Besides the previously identified DUB substrates such as CEP131, we found HIF-2α, the critical hypoxia mediator and tumor driver, was among the binding list of USP9X (Fig. 3A and Supplementary Fig. S3A). Accordingly, when HIF-2α was employed as the bait, USP9X was also efficiently pulled down through Co-IP Mass-spec, supporting their potent affinity (Fig. 3A and Supplementary Fig. S3A). The specific interaction between USP9X and HIF-2α was confirmed by Co-IP with exogenously transduced USP9X and HIF-2α (Fig. 3B, C and Supplementary Fig. S3B). More convincingly, endogenous HIF-2α was present in the USP9X immunoprecipitates from multi species-derived ovarian cancer cells (Fig. 3D, E and Supplementary Fig. S3C, D). We also adopted Proximity Ligation Assays (PLA) and immunofluorescence stainings (IF), which further showed that USP9X and HIF-2α were largely colocalized in the nuclei and cytoplasm across different ovarian cancer cells with or without TGF-β1 treatment, and the interaction between USP9X and HIF-2α was strengthened by TGF-β1 treatment (Fig. 3F, Supplementary Fig. S3E and Movies S1–10). These data convinced us that USP9X interacts with HIF-2α directly during the ovarian tumorigenesis, which could be a conserved molecular event across species.

**Fig. 3:**
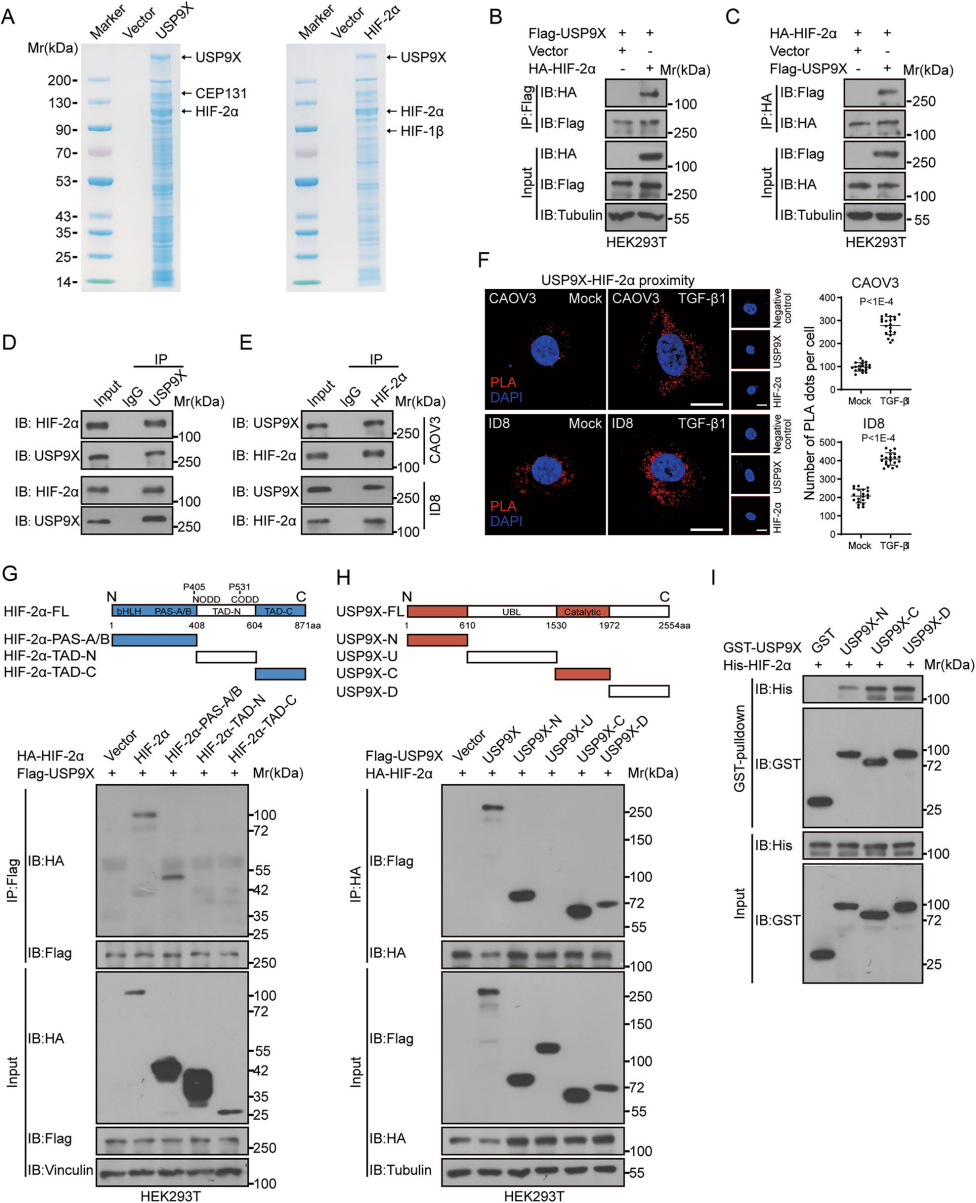
USP9X specifically interacts with HIF-2α in vivo and in vitro. **A** Affinity purification and mass spectrometry (AP-MS) was conducted on HEK293T cells over-expressing Flag-tagged-USP9X (left) and HIF-2α (right) to analyze USP9X and HIF-2α-associated protein complexes. **B**, **C** Exogenous Co-IP were performed to examine the interaction between over-expressed Flag-USP9X and HA-HIF-2α in HEK293T cells. **D**, **E** Co-IP were performed to validate endogenous binding of USP9X and HIF-2α in CAOV3 and ID8 cells. **F** PLA was performed to validate colocalization of USP9X and HIF-2α in CAOV3 and ID8 cells treated with or without TGF-β1 (5 ng/mL) for 24 h. Scale bars, 20 µm. The right panels were the quantization chart. **G** Co-IP were performed to check interaction between different HA-tagged-HIF-2α truncation mutants (PAS-A/B, TAD-N and TAD-C) and Flag-tagged-USP9X. **H** Co-IP were performed to check interaction between different Flag-tagged-USP9X truncation mutants (N, U, C and D) and HA-tagged-HIF-2α. **I** GST pull-down assay was performed to check interaction of purified GST-tagged domain of USP9X (N, C and D) and His-HIF-2α in vitro. Data are shown as the mean ± s.d (**F**). *P* values were calculated by unpaired two-tailed Student’s *t* test (**F**). *n* = 3 biological independent samples (**B**–**I**).

Next, we searched for regions in USP9X and HIF-2α accounting for their interaction. Structurally, HIF-2α is composed of three functional domains, the bHLH (basic helix-loop-helix) region, two PAS (Per-ARNT-Sim) domains (PAS-A/B), N-terminal transcriptional activation domain (TAD-N) and a C-terminal transcriptional activation domain (TAD-C) (Fig. 3G). A series of truncation and immunoprecipitation experiments suggested that the PAS-A/B region (contains a bHLH region, two PAS domains) of HIF-2α plays the primary role for USP9X binding (Fig. 3G). USP9X, as a fairly big protein, utilizes different domains to bind with specific substrates. For instance, N-terminal sequences (amino acids 1–600) domain mediates the interaction with ALDH1A3 factor, amino acid 611 to 1,553 domain mediates the interaction with CEP131 factor. In this case, domain mapping experiments suggest that the USP9X-N (the N-terminus containing the α-α supercoil structure), USP9X-C (the ubiquitin-specific protease domain, contains DUB catalytic site C1566) and USP9X-D (the ubiquitin-specific protease domain) domains participate in the physical interaction with HIF-2α (Fig. 3H). Within in vitro GST pull-down system, USP9X-C and USP9X-D exhibited higher affinity to HIF-2α, indicating the C-terminal region undertakes the main binding activity (Fig. 3I). Therefore, specific functional domains within USP9X and HIF-2α mediate the direct molecular binding, which could be involved in ovarian cancer regulation.

### USP9X is a HIF-2α deubiquitinase

To explore whether USP9X accounts for the stability of HIF-2α protein, deubiquitylation and stability assays were performed under normoxic conditions for convenience. Indeed, USP9X overexpression increased HIF-2α levels in a dose-dependent manner, without affecting the HIF-1α levels which has been reported as a USP9X substrate in breast cancer [35] (Fig. 4A and Supplementary Fig. S4A). However, HIF-2α level was markedly reduced upon independent USP9X knockdown through lentivirus-mediated shRNA (Fig. 4B). This stabilization of HIF-2α depends on USP9X’s DUB activity, since wild-type USP9X, but not the DUB-dead mutant USP9X^C1566S^, restored HIF-2α loss caused by USP9X depletion (Fig. 4B). Moreover, pharmaceutic repression of USP9X DUB activity with specific inhibitor WP1130 decreased HIF-2α protein efficiently as well (Fig. 4C). MG132 treatment similarly restored HIF-2α loss caused by USP9X knockdown (Supplementary Fig. S4B). The observed expression changes corresponded to prolonged or shortened half-life of HIF-2α upon USP9X overexpression or depletion/inhibition (Fig. 4D, E and Supplementary Fig. S4C–F). Indeed, the USP9X^C1566S^ mutant lost the function to prolong HIF-2α half-life (Fig. 4D, E and Supplementary Fig. S4C–E). These experiments together suggest that the DUB USP9X stabilizes HIF-2α likely by counteracting UPS-mediated degradation.

**Fig. 4:**
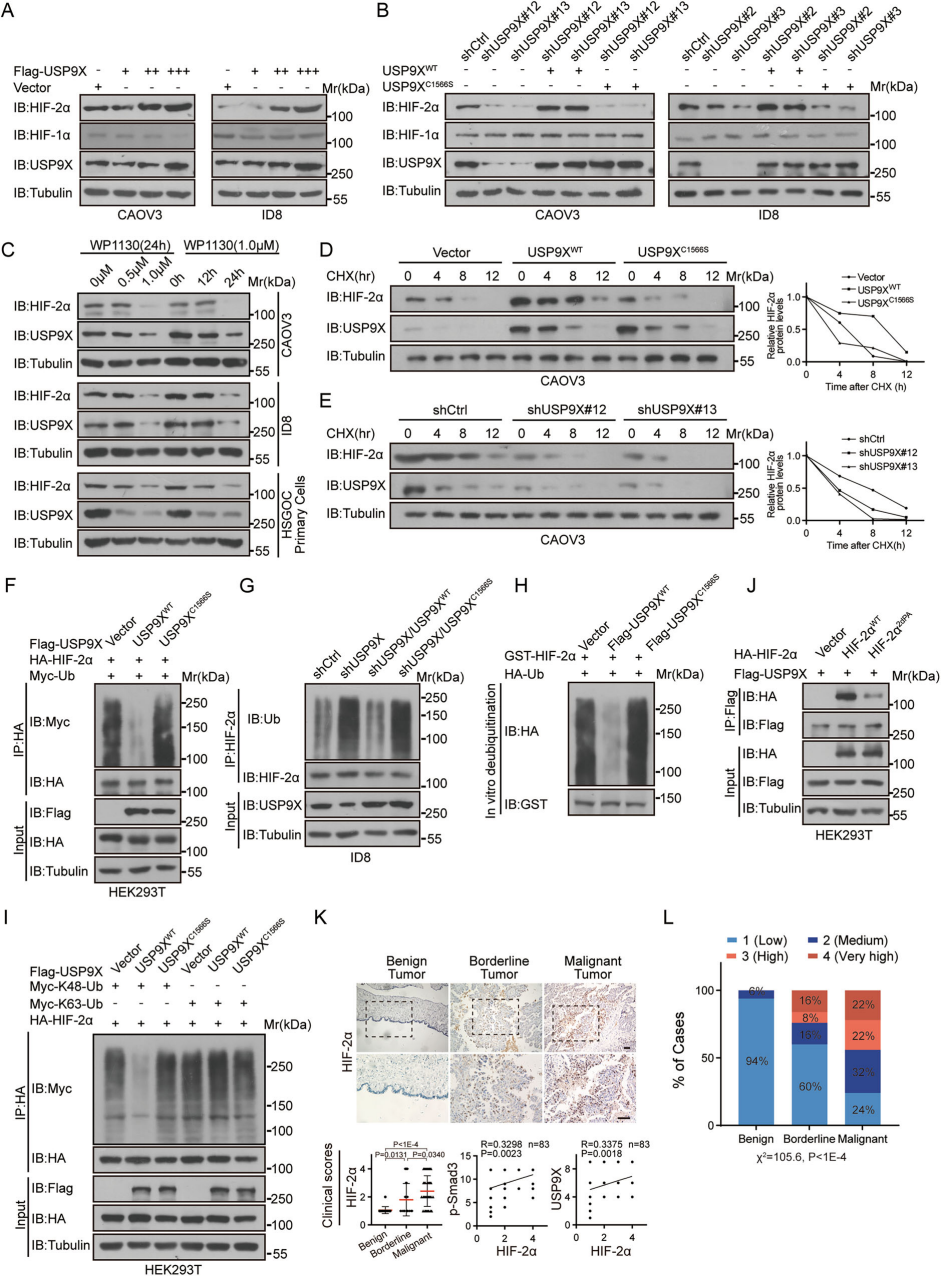
USP9X deubiquitylates and stabilizes HIF-2α. **A** HIF-2α expression was detected after over-expression of different doses of Flag-tagged-USP9X (1 µg, 2 µg or 3 µg) in CAOV3 and ID8 cells. **B** HIF-2α expression was detected after USP9X knocked down in CAOV3 and ID8 cells with or without wild-type (USP9X^WT^) or the catalytically dead USP9X (USP9X^C1566S^) re-expression. **C** CAOV3, ID8 and HGSOC primary cells were treated with different concentrations of WP1130 (USP9X inhibitor, 0, 0.5 or 1.0 µM) or 1.0 µM for different times (0, 12, or 24 h), and IB were used to detect HIF-2α expression. **D** Half-lives of HIF-2α were analyzed after over-expression of USP9X^WT^ or USP9X^C1566S^ in CAOV3 cells treated with the protein synthesis inhibitor cycloheximide (CHX, 100 μg/mL) for indicated time (0, 4, 8 or 12 h) before harvesting. **E** Half-lives of HIF-2α were analyzed after USP9X knocked down in CAOV3 cells treated with CHX (100 μg/mL) for indicated time (0, 4, 8 or 12 h) before harvesting. **F** Ubiquitylation analyses of HA-tagged-HIF-2α after co-transfection with Flag-tagged-USP9X^WT^ or USP9X^C1566S^ and Myc-tagged-ubiquitin (48 h). **G** Ubiquitylation analyses of endogenous HIF-2α in USP9X knocked-down of ID8 cells with or without Flag-tagged-USP9X^WT^ or USP9X^C1566S^ re-expression. **H** In vitro deubiquitylation analyses on GST-tagged-HIF-2α incubated with Flag-tagged-USP9X^WT^ or mutant USP9X^C1566S^ as well as HA-tagged-ubiquitin. **I** In vivo deubiquitylation analyses on HIF-2α conjugated with indicated ubiquitin chains and incubated with Flag-tagged-USP9X^WT^ or USP9X^C1566S^ in HEK293T cells. **J** Co-IP to determine the interaction between Flag-tagged-USP9X and HA-tagged-HIF-2α^WT^ or the P405A/P531 A (2dPA) HIF-2α mutant that lacks hydroxylation. **K** Representative images of HIF-2α IHC stainings on differently progressed HGSOC tissues (*n* = 83), including benign (*n* = 17), borderline (*n* = 25), and malignant tumors (*n* = 41), the same cohort as in Fig. 1A. The images below were a zoom in on the image above. Scale bars, 50 µm. The panels below showed clinical scores of HIF-2α, and correlation analysis between HIF-2α and p-Smad3 or USP9X. **L** The HIF-2α IHC staining results of serous OC patients were scored and the histogram showed the percentage of cases, statistically analysis was performed by χ^2^-test. Data are shown as the mean ± s.d, *P* values were calculated by unpaired two-tailed Student’s t test **K**. Correlation analysis was performed by Pearson correlation, P values (two-tailed) were calculated by Pearson r (**K**). *n* = 3 biological independent samples (**A**–**I**).

We next verified whether USP9X targets HIF-2α for deubiquitylation. As expected, ectopic expression of wild-type USP9X but not USP9X^C1566S^ reduced the poly-ubiquitylation of HIF-2α, while USP9X knockdown or repression augmented HIF-2α poly-ubiquitylation (Fig. 4F, G). Similar as the half-life analyses, ectopic expression of wild-type USP9X removed the elevated poly-ubiquitylation from HIF-2α caused by USP9X depletion, while USP9X^C1566S^ failed to do so (Fig. 4G). Importantly, wild-type USP9X, but not USP9X^C1566S^, purified from HEK293T cells removed the ubiquitin chain from recombinant HIF-2α in vitro (Fig. 4H). K48-linked and K63-linked poly-ubiquitylations are common ubiquitylation events, wild-type USP9X, but not DUB dead USP9X^C1566S^, efficiently removed K48-linked poly-ubiquitylation from HIF-2α, which is the canonical signal that marks proteins for degradation (Fig. 4I). The 2dPA (P405A/P531A) residues of HIF-2α, necessary for binding with the ubiquitin E3 ligase VHL [36], are located within N-and C-terminal oxygen-dependent degradation domains (NODD and CODD), mutation of which indeed abrogated the interaction with USP9X (Figs. 3G and 4J). Therefore, USP9X may deubiquitylate HIF-2α that has undergone E3 ligase VHL-mediated ubiquitylation.

To validate the clinical significance of USP9X stabilized HIF-2α, we determined the expression of HIF-2α on the same cohort of OC specimens as for USP9X analysis. Similar as USP9X, HIF-2α abundance was increased with tumor progression, that is malignant > borderline > benign, and HIF-2α preferred to be distributed in the area of papillary or stratifying structure far from vascular vessels (Fig. 4K, L and Supplementary Fig. S4G, H). Remarkably, the distribution and intensity of HIF-2α correlates positively with USP9X, as well as p-Smad3 (Fig. 4K). These findings indicate that the pathological increase of USP9X, promoted by TGF-β-p-Smad2/3 possibly, could result in elevated HIF-2α.

### USP9X promotes CSCs occurrence by stabilizing HIF-2α

Based on the direct regulation of USP9X on HIF-2α stability, as well as the crucial role of HIF-2α in coordinating hypoxic tumor microenvironment and CSCs maintenance [7, 36, 37], we hypothesized that USP9X might enhance CSCs occurrence through maintaining HIF-2α. Indeed, knockdown of HIF-2α in ID8 cells reduced TGF-β-induced cell migration (Supplementary Fig. S5A, B). On the contrary, re-expressed HIF-2α efficiently recovered the tumor cell migration, spheroid formation efficiency and CSCs proportion defects caused by USP9X knockdown, respectively (Fig. 5A–C and Supplementary Fig. S5C, D). Expression of EMT and CSCs markers were also rescued (Fig. 5A, and Supplementary Fig. S5E). In vivo, the significance of USP9X-HIF-2α axis was evaluated by limiting dilution assays, conducted on ID8-luc mouse model. Consistent with the functions in vitro and in bulk cell population (Fig. 5A–C and Fig. 2E), within both in vivo imaging and anatomical assays, USP9X deprivation suppressed the tumor regeneration and intraperitoneal metastasis capability of CSCs. Notably, HIF-2α overexpression reversed the defects and led tumor formation to parental ID8 CSCs level (Fig. 5D). Even in the bioluminescence-responsive ovarian tissues from USP9X knockdown animals, the malignant nodules were shrunk to hardly detectable levels, as well as the expression of HIF-2α, p-Smad3, EMT/proliferation markers (Fig. 5E). However, re-introduction of HIF-2α significantly restored the tumor initiation and metastasis of USP9X-null CSCs, accompanied with elevated markers (Fig. 5D, E). Collectively, these data confirmed the critical function of HIF-2α in mediating USP9X-promoted OC development and CSCs maintenance through multiple cell and mouse models.

**Fig. 5:**
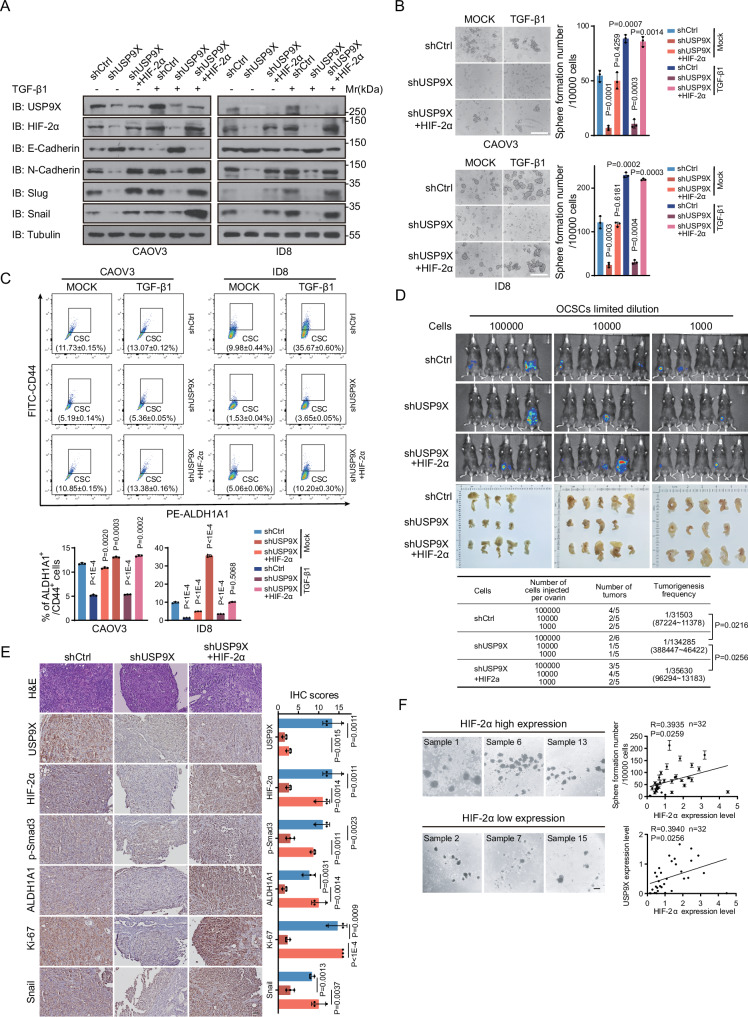
USP9X promotes CSCs function in a HIF-2α-dependent manner. **A** IB analysis of USP9X, HIF-2α, E-Cadherin, N-Cadherin, Slug and Snail in USP9X knocked-down and HIF-2α overexpressed CAOV3 or ID8 cells treated with or without TGF-β1 (5 ng/mL), CAOV3 was treated for 96 h and ID8 was treated for 48 h from wound-healing assay (Fig. S5A). **B** Spheroid formation assay of USP9X knocked-down and HIF-2α overexpressed CAOV3 or ID8 cells treated with or without TGF-β1 (5 ng/mL) for 2 weeks. Scale bars, 100 µm. The right panels were the quantization chart. **C** FACS analysis of stem cell populations (ALDH1A1+/CD44+) in sphere-forming stem cells from USP9X knocked-down and HIF-2α overexpressed CAOV3 or ID8 cells treated with or without TGF-β1 (5 ng/mL) for 2 weeks, The lower panels were the quantization chart. **D** Luciferin bioluminescence signal intensities from orthotopic and intraperitoneal tumors in USP9X knocked-down and HIF-2α overexpressed ID8-luc mouse model by limited dilution assays. Tumorigenesis frequency statistics were performed using the ELDA (Extreme Limiting Dilution Analysis) method. n ≥ 5 mice per group. (**E**) Representative images of H&E, USP9X, p-Smad3, HIF-2α, ALDH1A1, Ki-67 and Snail IHC stainings on orthotopic tumors from (**D**). The right panels were the quantization chart. Scale bars, 50 µm. **F** Representative images of spheroids of freshly HGOSC samples (*n* = 32), the same cohort as in Fig. 1F. Scale bars, 75 µm. And right panel showed correlation analysis between HIF-2α and spheroid formation number or USP9X. Data are shown as the mean ± s.d (**B**, **C**, **E**, **F**). *P* values were calculated by unpaired two-tailed Student’s *t* test (**B**, **C**, **E**). Correlation analysis was performed by Pearson correlation, *P* values (two-tailed) were calculated by Pearson *r* (**F**). *n* = 3 biological independent samples (**A**–**C**, **E**).

Clinically, HIF-2α abundance significantly correlates with the CSCs occurrence efficiency across different patients-derived primary OC samples, as well as with EMT tendency (Fig. 5F and Supplementary Fig. S5F), which reminisces USP9X function (Figs. 1 and 2). Correlation analyses further showed that USP9X and HIF-2α were both highly expressed and positively correlated with malignancy grade and ascites metastasis (Fig. 4G). Moreover, high levels of HIF-2α transcripts were associated with decreased OS (HR = 1.23, *P* = 0.012) and PFS (HR = 1.19, P = 0.035) in serous ovarian cancer, even other types of ovarian cancers, based on the Kaplan–Meier plotter (www.kmplot.com) analysis (Supplementary Fig. S5G). Similar as previously reported [7], HIF-2α may account for the chemoresistance, since reduction of HIF-2α positive proportion of CSCs occurred simultaneously with regained cell apoptosis so as to sensitivities to chemotherapeutic drugs within USP9X-knockdown CDDP and PTX-resistant cancer cells (Fig. 2, and Supplementary Fig. S5H). From in vitro to clinical validation, we conclude that USP9X-HIF-2α regulation defines CSCs state during OC development, thus may predict poor prognosis and chemoresistance.

### USP9X coordinates TGF-β and hypoxia-induced CSCs functions

As we know, hypoxic microenvironment achieves high HIF-2α stability via PHD-dependent hydroxylation, thus escape from VHL-mediated ubiquitylation, to promote CSCs development [7, 36, 37]. Here, we define USP9X as the deubiquitinase of HIF-2α through CSCs behaviors, we therefore wonder whether USP9X-mediated stabilization of HIF-2α is a hypoxia-responsive event. Interestingly, both the mRNA and protein level of USP9X was significantly induced by oxygen deprivation (1% oxygen), in parallel with increased HIF-1α and HIF-2α (Supplementary Fig. S6A). In contrast, protein level of HIF-2α could no longer be induced by hypoxic condition once USP9X was knocked-down, which blocked hypoxia signaling activity (Fig. 6A and Supplementary Fig. S6B). Consistent with aforementioned findings (Fig. 4A and Supplementary Fig. S4A), the protein level of HIF-1α was not significantly affected by USP9X loss. Even HIF-2α and HIF-1α share the same DNA consensus motifs for transactivation, they do show preference in terms of target recognition. We actually noticed reduced HIF-regulated genes upon USP9X loss concentrated more on HIF-2α targets, apart from a small number of common targets **(**Fig. 6B). Therefore, in response to hypoxia, USP9X participates in hypoxic signaling through, mainly, stabilizing HIF-2α.

**Fig. 6:**
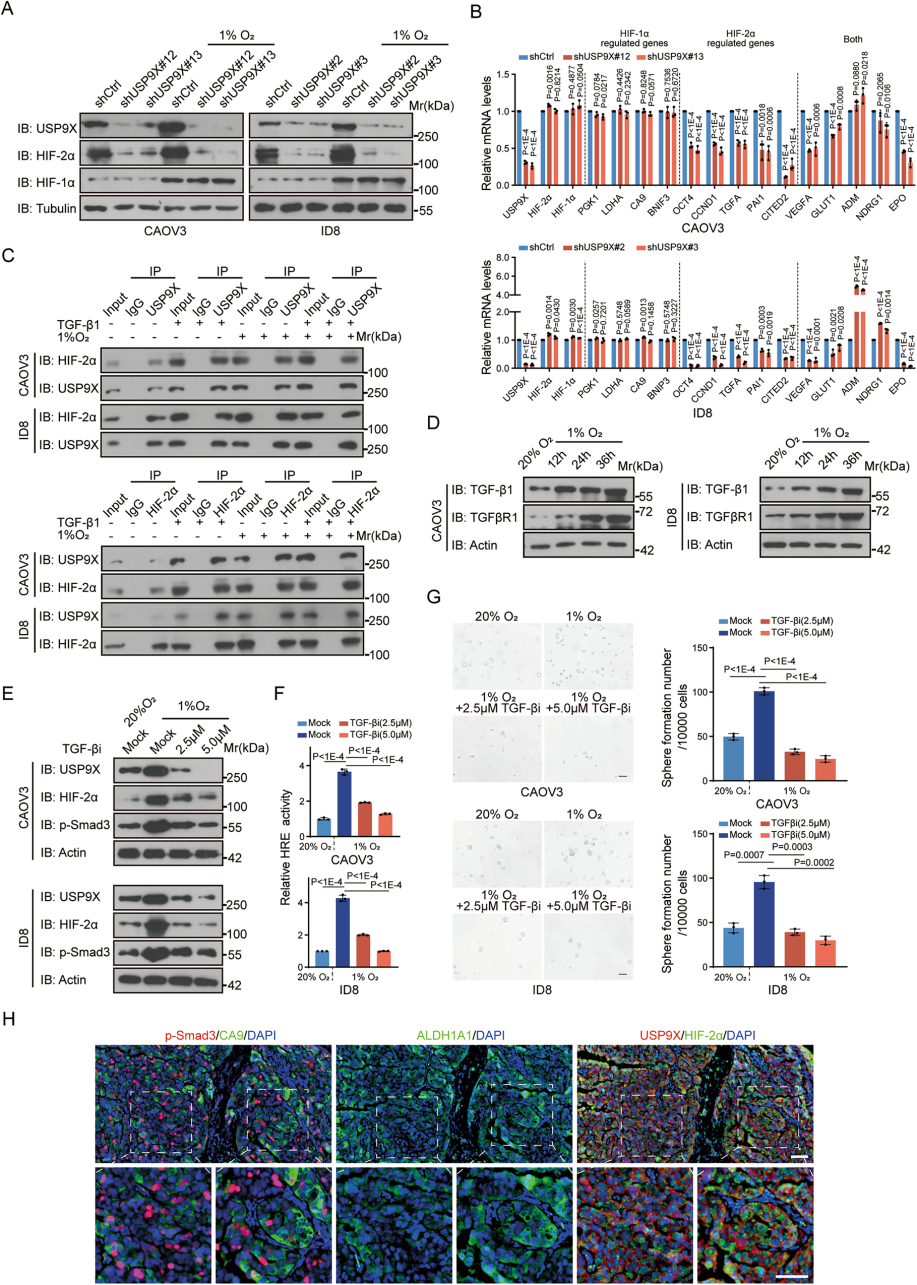
USP9X-HIF-2α axis mediates TGF-β and hypoxia-induced CSCs function. **A** IB analysis of USP9X, HIF-2α and HIF-1α in USP9X knocked-down CAOV3 or ID8 cells incubated under 1% O_2_ for 24 h. **B** HIF-1α or HIF-2α-specific target genes (PGK1, LDHA, CA9, BNIF3 for HIF-1α. OCT4, CCND1, TGFA, PAI1, CITED2 for HIF-2α), as well as common target genes (VEGFA, GLUT1, ADM, NDRG1, EPO) mRNA expression was detected by qRT-PCR in CAOV3 or ID8 cells incubated under 1% O_2_ for 24 h. **C** Co-IPs were performed to validate endogenous binding of USP9X and HIF-2α in CAOV3 and ID8 cells treated with TGF-β1 (5 ng/mL) and incubated under 1% O_2_ for 24 h. **D** IB analysis of TGF-β1 and TGFβR1 in CAOV3 or ID8 cells incubated under 1% O_2_ for different time (0, 12, 24 or 36 h). **E** IB analysis of USP9X, HIF-2α and p-Smad3 in CAOV3 or ID8 cells incubated under 1% O_2_ with or without TGF-β inhibitor (SB431542, 2.5 µM or 5.0 µM) for 24 h. **F** Hypoxia-related elements (HRE) luciferase assays were performed to analyze the activity of hypoxic signaling pathways in CAOV3 or ID8 cells incubated under 1% O_2_ with or without TGF-β inhibitor (2.5 µM or 5.0 µM) for 24 h. (**G**) Spheroid formation assay of CAOV3 or ID8 cells incubated under 1% O_2_ with or without TGF-β inhibitor (2.5 µM or 5.0 µM) for 48 h. Scale bars, 100 µm. The right panels were the quantization chart. **H** IF staining of the hypoxia marker CA9, p-Smad3, ALDH1A1, USP9X and HIF-2α on serial HGSOC tissue sections. Scale bars, 50 µm. Data are shown as the mean ± s.d (**B**, **F**, **G**). P values were calculated by unpaired two-tailed Student’s *t* test (**B**, **F**, **G**). *n* = 3 biological independent samples (**A**–**H**).

Considering the above findings under hypoxia, with the USP9X function under TGF-β-induced CSCs occurrence, the coming question would be how these two pivotal signalings converge. In fact, TGF-β augmented HIF-2α level dramatically in addition to hypoxia single treatment, with slight synergistic effect though (Fig. 6C). Consequently, the interaction between USP9X and HIF-2α was strengthened by either hypoxia or TGF-β or both, which may assist HIF-2α accumulation since high binding means high stability (Supplementary Fig. S6C). For a while, the high TGF-β in the tumor microenvironment of OC has been realized to be a pivotal driver for CSCs occurrence and metastasis [4, 10], but the origin of TGF-β is not quite clear. Interestingly, we found that hypoxia led to TGF-β increase cross different OC cell lines at both the mRNA and protein level, as well as the signaling components such as TGF-β type I receptor (TGFβRI), p-Smad3, and USP9X in a time-dependent manner (Fig. 6D and Supplementary Fig. S6D). Followed motif and function analyses of promoter region actually confirmed that hypoxia pathway transcriptionally activates the TGF-β1 expression (Supplementary Fig. S6E, F). Thus, hypoxic microenvironment activates autocrine TGF-β pathway to up-regulate USP9X, the DUB required for HIF-2α stabilization. Antagonizing the regulatory axis by USP9X knockdown or TGFβRI inhibitor blocked hypoxia-induced HIF-2α expression, so as to downstream transactivation (Fig. 6E, F). Moreover, TGF-β1 expression and signaling activity (represented with Smad Element Response activity, SER) could no longer be induced by hypoxic condition once USP9X was knocked down (Supplementary Fig. S6G, H). Functionally, CSC spheroid formation rates failed to respond to hypoxia with the presence of TGFβRI inhibitor (Fig. 6G). Notably, the latest single-cell RNA sequencing studies of HGSOC showed that the hypoxia signaling pathway was significantly upregulated in tumor cells of patients undergoing chemotherapy in parallel with TGF-β signaling (Fig. 1C, Supplementary Fig. S6I, J) [14, 38]. Together, these evidences indicate that hypoxic tumor microenvironment of OC may be the underlying driver for TGF-β secretion and TGF-β signaling activation [39–41], which, in turn, leads to highly expressed USP9X, stabilized HIF-2α and activated CSCs.

To further verify the hypoxia-induced upregulation of TGF-β-USP9X-HIF-2α axis in CSCs of human HGSOC, we performed immunofluorescent staining of USP9X, the hypoxia marker CA9, and the CSCs marker ALDH1A1 on serial tissue sections. First, we observed largely co-localized USP9X and HIF-2α, especially in the CA9-marked hypoxic region (Fig. 6H). Even only a fraction of CA9- or ALDH1A1-positive cells showed USP9X staining, the majority of CA9/ALDH1A1 double-positive cells had strong USP9X as well as HIF-2α stainings, indicating that USP9X-HIF-2α was upregulated in those CSCs under hypoxia in human HGSOC (Fig. 6H). Also, tumor cells within hypoxic areas usually have activated TGF-β labeled by p-Smad3. These data indicate that hypoxia-activated TGF-β-USP9X-HIF-2α regulatory axis functions in clinical HGSOC CSCs maintenance.

### Targeting USP9X could be a promising therapeutic strategy against HGSOC

Based on the function of USP9X across TGF-β and hypoxia signalings, CSCs maintenance and resultant chemoresistance, we wonder whether targeting USP9X would meliorate the therapeutic effect and drug response of first-line chemotherapy agents in HGSOC. CAOV3 and ID8 cells were treated with cisplatin (CDDP) or paclitaxel (PTX) alone or with USP9X inhibitor WP1130 simultaneously. Encouragingly, USP9X inhibitor conferred the ovarian cancer cells higher sensitivity to chemotherapeutic agents, and reduced the IC50 significantly (CDDP: IC50: 5.882 μM vs. 1.278 μM for CAOV3; 5.568 μM vs. 2.107 μM for ID8; PTX: IC50: 5.058 nM vs. 3.026 nM for CAOV3, 5.887 nM vs. 2.663 nM for ID8.) (Fig. 7A and Supplementary Fig. S7A). Repression of CSCs function represented with reduced EMT and CSCs markers may account for improved chemosensitivity (Supplementary Fig. S7B). Thus, antagonizing USP9X improves HGSOC cell chemosensitivity efficiently via restricting CSCs contents and function.

**Fig. 7:**
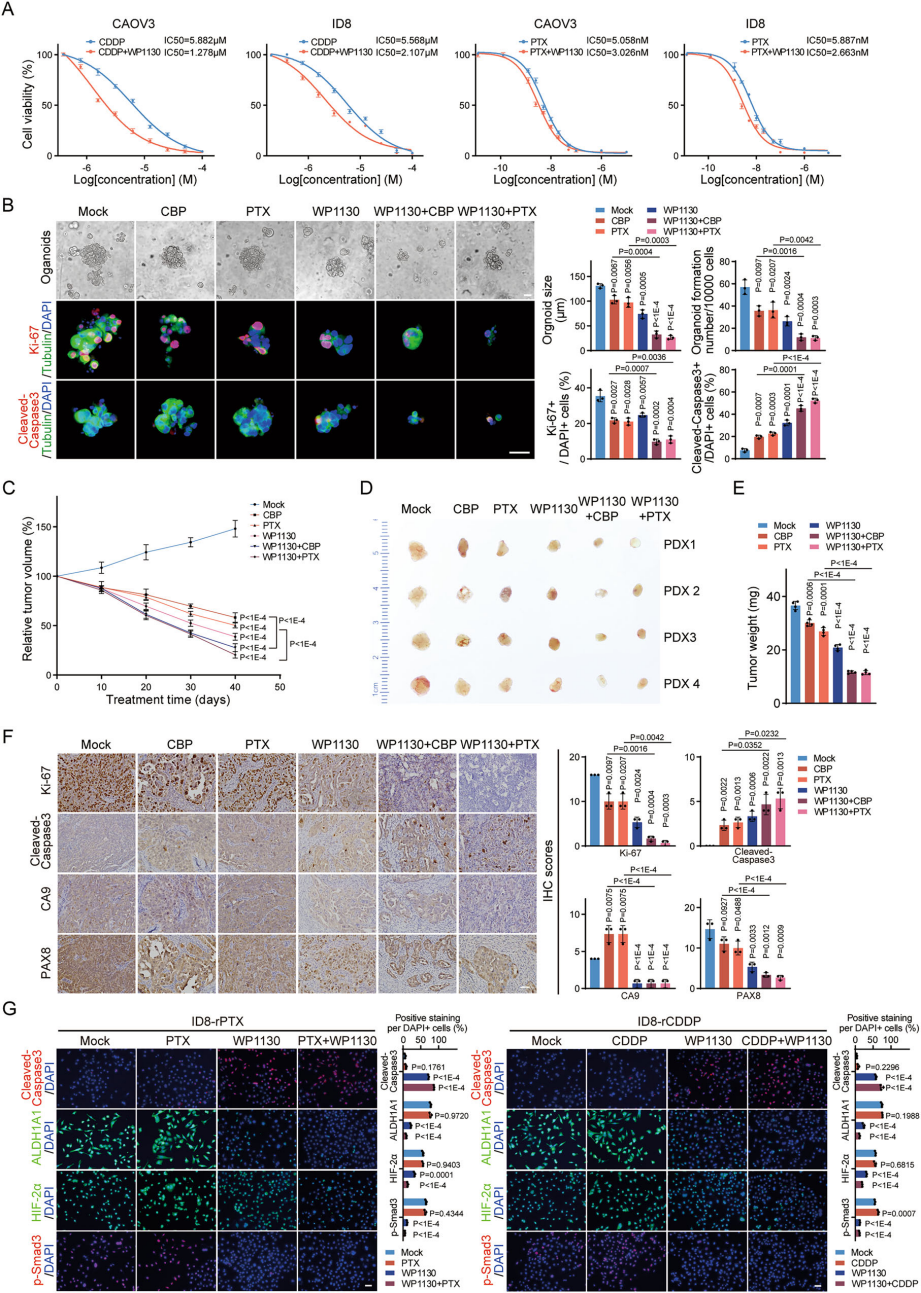
Targeting USP9X overcomes chemoresistance of HGSOC. **A** Dose–response curve and IC50 values of CAOV3 and ID8 cells treated with WP1130 (1 µM) and different concentrations of CDDP or PTX for 72 h. **B** Representative images of whole-mount IF stainings on primary HGSOC cells-derived organoids, treated with WP1130 (1 µM), CBP (1 µM) or PTX (1 nM) for 72 h. The right panels were the quantization chart. Scale bars, 100 µm. **C** Tumor growth curves for HGSOC PDX models treated with WP1130 (30 mg/kg), CBP (60 mg/kg) or PTX (20 mg/kg) through intraperitoneal injection after palpable tumor formed. 1 time/3 days, 12 cycles, n = 4 mice per group. **D**, **E** Tumors of PDX models in (**C**) were harvested and weighted (**E**) after therapies with CBP, PTX or WP1130. *n* = 4 mice per group. **F** Representative images of Ki-67, Cleaved-Caspase3, CA9 and PAX8 (HGSOC marker) IHC stainings on tumors of (**D**). Scale bars, 50 µm. The right panels were the quantization chart. **G** Representative images of Cleaved-Caspase3, ALDH1A1, HIF-2α and p-Smad3 IF stainings on ID8-rPTX and ID8-rCDDP cells treated with WP1130 (1 µM), CDDP (1 µM) or PTX (1 nM) for 24 h. Scale bars, 50 µm. The right panels were the quantization chart. Data are shown as the mean ± s.d (**A**–**C,** **E**–**G**). *P* values were calculated by unpaired two-tailed Student’s *t* test (**A**–**C,** **E**–**G**). *n* = 3 biological independent samples (**A**, **B**, **F**, **G**).

To further validate our findings from a translational perspective, a patient-derived organoid culture system was employed to investigate the therapeutic potential of a USP9X inhibitor in the treatment of HGSOC. Compared to carboplatin (CBP) or PTX single treatment, WP1130 suppressed the organoids growth effectively (Fig. 7B and Supplementary Fig. S7C). More encouragingly, combined therapies (WP1130 together with CBP or with PTX) inhibited organoids growth much more efficiently than any drug alone (Fig. 7B and Supplementary Fig. S7C). By analyzing the molecule expressions from different treatment groups by whole-mount IF, we observed reduced Ki-67 positive cells and increased Cleaved-Caspase 3 cells in each therapy group. The USP9X and HIF2α positive cells were significantly decreased in WP1130 and combined therapy groups, rather than CBP or PTX single treatment groups (Fig. 7B and Supplementary Fig. S7C). These results indicate that USP9X inhibitor may effectively promote HGSOC cell apoptosis and sensitivity to clinical first-line chemotherapy agents, presumably through interfering USP9X-HIF2α-CSCs regulation axis.

The inspiring therapy effect of USP9X inhibitor in vitro promoted us to explore the in vivo efficacy. Firstly, we constructed HGSOC patient-derived xenograft (PDX) nude mice models and employed similar therapy strategies as for organoids by subcutaneously injections. Very excitingly, combined therapy inhibited tumor growth much more effectively than either WP1130, CBP or PTX alone (Fig. 7C–E). Molecular expression signatures were analyzed by IHC. Similar to the organoid therapies, repressed cell proliferation and increased cell apoptosis were achieved in all therapy groups, while diminished USP9X, CA9, and HIF2α positive cells mainly occurred in WP1130 or combined therapy groups (Fig. 7F and Supplementary Fig. S7D). Consistent with the extremely elevated sensitivity to PTX in vitro, WP1130 combined with PTX treatment prevented the tumors from expansion and resulted in hardly detectable nodules. PAX8, as a clinical pathological marker for HGSOC determination, showed neglectable expression as well as cellular localization switch under efficacious combined therapies (Fig. 7F and Supplementary Fig. S7D). Collectively, targeting of USP9X may potentially be an effective treatment for HGSOC, which could also improve chemotherapy response in vivo.

The above results based on HGSOC cell line, patient-derived organoids and PDX model all indicate that USP9X inhibitor can significantly improve bulk cancer cells chemosensitivity. Then we were curious whether the inhibitor could meliorate the response of chemoresistant cancer cells to chemotherapy drugs and offer a new adjuvant treatment strategy to clinical chemo-resistant patient. We took advantage of CDDP-resistant and PTX-resistant cell lines and compared the treatment efficacy of WP1130 or CDDP or PTX alone or in combination. Similar as USP9X knockdown in the same cell lines, the IC50 values, TGF-β signaling activities, EMT and CSCs markers, as well as HIF-2α expression were all significantly reduced by WP1130, even more effective in combination with CDDP or PTX (Fig. 7G and Supplementary Fig. S7E). More excitingly, increased numbers of apoptotic CDDP-resistant and PTX-resistant cells were observed in the combined treatments (Fig. 7G). These results highlight that inhibiting USP9X may be a promising therapeutic strategy to clinical chemoresistant HGSOC patients through disrupting the TGF-β and hypoxia-induced CSCs behaviors (Fig. 8).

**Fig. 8:**
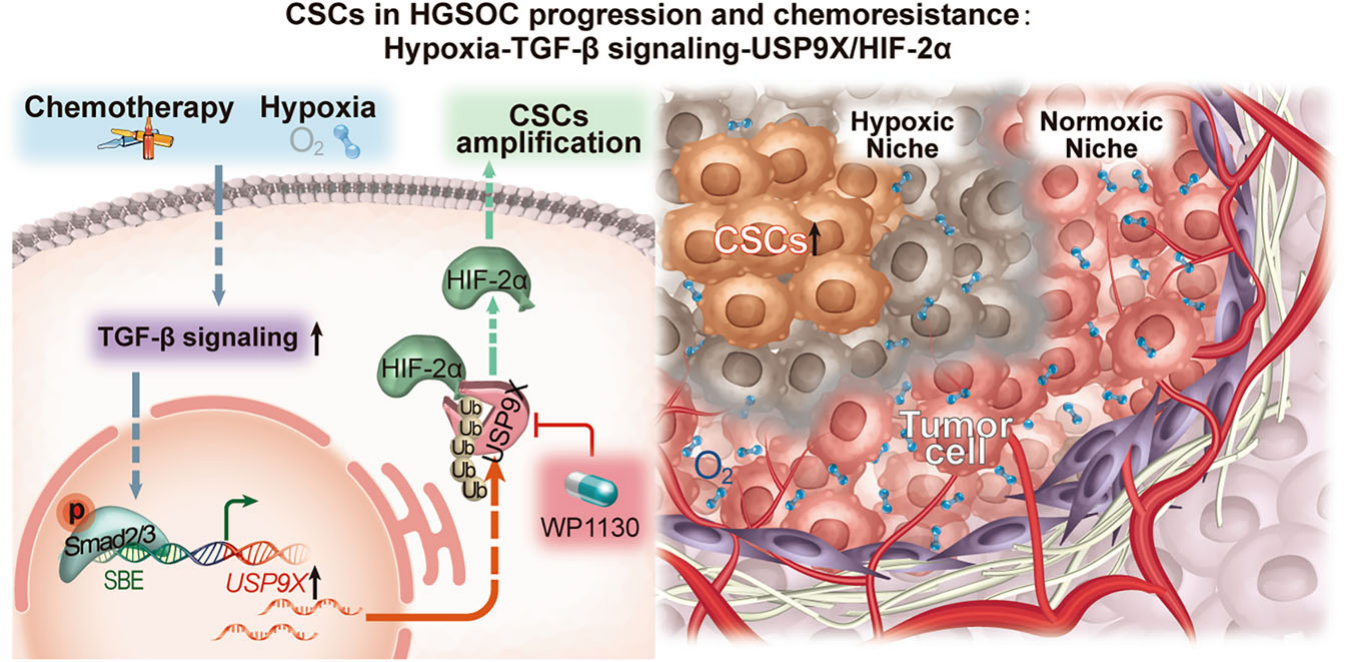
Scheme depicting the molecular mechanisms of USP9X-HIF-2ɑ proteostatic regulation in priming the HGSOC stemness downstream of hypoxic and TGF-β signaling pathway. USP9X, as an important downstream effector, mediates TGF-β-induced stemness and chemoresistance of HGSOC via stabilizing HIF-2ɑ. Meanwhile, the hypoxia tumor microenvironment activates the TGF-β-USP9X-HIF-2α CSCs regulatory axis. WP1130, a USP9X inhibitor, represses tumor formation, and overcomes paclitaxel or platinum resistance. Antagonizing USP9X maybe a promising strategy to conquer clinical chemoresistance problem in HGSOC, even other cancers.

## Discussion

TGF-β signaling has been recognized to be the key trigger for CSCs-driven EMT and chemoresistance through various cancers [9–12, 16–19]. However, how is TGF-β signaling activated in tumor microenvironment? How could we target TGF-β signaling more effectively and precisely? These challenging issues have hindered the translational application of TGF-β antagonists into clinic. Herein, we define the hypoxic tumor microenvironment as the chief stimulator of autocrined TGF-β signaling, which further promotes CSCs occurrence through USP9X-HIF-2α proteostatic regulation. Furthermore, by using multiple clinical models, especially therapies on patients-derived organoids or xenografts, we certify that antagonizing USP9X efficiently represses tumor formation, metastasis, CSCs occurrence, while increases chemosensitivity. The current study demonstrates the key oncogenic role of USP9X that coordinates hypoxia and TGF-β signaling in promoting HGSOC CSCs function, and provides a promising strategy to meliorate tumor relapse, metastasis, chemoresistance, and other tough clinical problems of HGSOC.

Post-translational modifications on core signaling components, especially reversible ubiquitylation of type I TGF-β receptor (TGFβR1) kinases and Smads, play critical roles in determining the outcome of TGF-β signaling. USP9X participates in TGF-β signaling by deubiquitylating Smad4 and TGFβR2, or by inducing TGF-β2 transcription, as shown in granulosa cells apoptosis and lung cancer radioresistance [22, 24, 42]. On the other hand, TGF-β signaling elevates the deubiquitinase activity of USP9X by phosphorylation in neurodevelopment and breast cancer metastasis [23, 25]. In the current study, we notice that there is an internal positive regulation loop between USP9X and TGF-β signaling. Not only is USP9X subjected to transcription-dependent upregulation by TGF-β-Smad2/3, but also phosphorylated Smad2/3 level is reduced upon USP9X deprival. Therefore, the mutual positive regulatory relationship between USP9X and TGF-β signaling occurs through various physiological and pathological processes, which makes USP9X an appropriate target of TGF-β signaling in HGSOC or other cancers.

USP9X, as a DUB, functions in promoting stemness of CSCs and contributes to the radioresistance/chemoresistance of several types of cancers, mainly by deubiquitylating different substrates. In glioblastoma, USP9X maintains mesenchymal identity of CSCs and promotes ionizing radiation or temozolomide resistance through deubiquitylating ALDH1A3 [31]. In breast cancer, aggressive B-cell lymphoma and glioblastoma, USP9X alleviates tumor cell survival and confers chemoresistance through YAP1, XIAP or Mcl-1 stabilization [43–45]. Here, we found that USP9X promotes CSCs-driven chemoresistance by deubiquitylating HIF-2α in HGSOC. Our findings thus solidify the oncogenic role of USP9X in terms of cell fate determination, and reinforce the function mechanism in mediating TGF-β signaling within CSCs-driven chemoresistance.

Besides HIF-2α, USP9X has been reported to inhibit degradation of the other key hypoxia factor, HIF-1α, in breast cancer [35]. Whereas, in our study, the protein level of HIF-1α was not significantly affected by USP9X in HGSOC. There are two possible reasons for this discrepancy. One reason could be that the substrates of USP9X may vary in different contexts. On the other hand, the varied N-terminal transactivation domains confer target gene specificity as well as interactome difference between HIF-2α and HIF-1α [46]. Under hypoxic tumor microenvironment, HIF-1α is more likely to regulate the expression of glycolysis and cell survival genes. While HIF-2α is apt to be involved in maintaining stem cell pluripotency and promoting tumor growth, more dramatic than HIF-1α [46–48]. Recently, Zhang et al identified USP33 to be the principle deubiquitinase induced by hypoxic condition and responsible for HIF-2α protein stability regulation within GSCs development [36]. While in the situation of HGSOC, it seems the USP9X-HIF-2α axis plays dominant role and mediates the function of hypoxia signaling in the CSCs maintenance and chemoresistance.

Accumulating evidences have shown that selective antagonism of DUBs could be a promising treatment strategy for cancer therapy or resolving clinical chemoresistance problems, thus a number of DUB inhibitors are actually under preclinical studies and clinical trials [49, 50]. For instance, USP7 inhibitor USP7i/compound 41 re-sensitize chemoresistant MYCN-overexpressing PDX models to chemotherapy in vivo [51]. USP8 inhibitor aids in overcoming hepatocellular carcinoma resistance via suppressing receptor tyrosine kinases [52]. In the current study, antagonizing USP9X by inhibitor WP1130 efficiently represses tumor formation, CSCs content, TGF-β signaling thus increases chemosensitivity through organoids, PDX, and chemoresistant cell models. The similar efficiency of WP1130 was also showed in glioblastoma which resolve the ALDH1A3+ CSCs-driven chemoresistance problem [31]. In breast cancer, WP1130 can also enhance cellular sensitivity to cisplatin and paclitaxel by downregulating endogenous Snail1 protein level [34]. Therefore, adjuvant application of DUBs inhibitors shed some light on conquering the clinical challenge of chemoresistance. Certainly, more specific inhibitors, such as those designed against protein protein interaction inhibitors (PPI) of DUBs and related substrates might give more precise and specific efficiency.

In conclusion, we found that hypoxic tumor microenvironment is the chief culprit to induce CSCs-driven chemoresistance by activating TGF-β signaling in HGSOC. USP9X is the critical downstream effector that converges hypoxia and TGF-β signaling function in CSCs maintenance and chemoresistance (Fig. 8). Antagonizing USP9X maybe a promising strategy to conquer clinical chemoresistance problem in HGSOC even other malignancies.

## Supplementary information

Supplementary information

Supplementary figure 1

Supplementary figure 1

Supplementary figure 2

Supplementary figure 3

Supplementary figure 4

Supplementary figure 5

Supplementary figure 6

Supplementary figure 7

Supplementary Movie S1

Supplementary Movie S2

Supplementary Movie S3

Supplementary Movie S4

Supplementary Movie S5

Supplementary Movie S6

Supplementary Movie S7

Supplementary Movie S8

Supplementary Movie S9

Supplementary Movie S10

Uncropped Blots

## Data Availability

All data are available in the main text or the supplementary materials. Raw mass spectrometry proteomics data have been deposited at ProteomeXchange Consortium via the iProX partner repository with the dataset identifier PXD050476. The RNA-seq data generated in this study has been deposited in the Gene Expression Omnibus (GEO) under the accession GSE286397 available from GEO datasets. GEO Accession Number: GSE241221, GSE51373, GSE131978, GSE25191, GSE235329 and TCGA-OV dataset (https://portal.gdc.cancer.gov/projects/TCGA-OV) were used for analyses in this study. All datasets will be publicly available upon publication.

# Supplementary material for: USP9X integrates TGF-β and hypoxia signalings to promote ovarian cancer chemoresistance via HIF-2α-maintained stemness
**Source:** Cell Death Dis. 2025 Apr 18;16(1):312. doi: 10.1038/s41419-025-07646-5
**Supplement:** Supplementary file 1 — Supplementary information

**Supplementary Data for**

**USP9X integrates TGF-β and** **hypoxia signalings to promote ovarian cancer chemoresistance via HIF-2α-maintained stemness**

**Authors:** Zhenlei Zhang^1, *^, Xiujie Yu^2, *^, Liqi Wen^1^, Jia’nan Wang^1^, Zhufeng Li^3^, Yu Zhang^1^, Jiayu Cheng^1^, Ronglin Kan^1^, Wanting Zhang^1^, Yan Shen^2, #^, Shukai Yuan^1, #^, Li Zhao^1, #^

**This PDF file includes:**

Legends for Figures S1 to S7

Legends for Movies S1 to S10

Table S1

# Fig. S1. USP9X correlates with TGF-β signaling function in mediating HGOSC development and chemoresistance.

(**A**) Survival analyses in HGSOC patients were performed based on high or low expressions of key TGF-β signaling factors, TGFB1, TGFBR1, SAMD2, and SMAD3, in TCGA and GEO databases. (**B**) The pathological information of patients with clinical ovarian tumors (HGSOC tissues (n = 83), including benign (n = 17), borderline (n = 25), and malignant tumors (n = 41)), were statistically analyzed, and the correlation between the expression of p-Smad3 or USP9X and the age, tissue classification, malignancy, migration and ascites formation of patients was analyzed based on **Fig. 1A**. Correlation analysis was performed by Pearson's chi squared test (χ^2^-test). (**C**) IB analysis of p-Smad3, Smad2/3 and USP9X in ID8, CAOV3 or SKOV3 cells after short treatment (24 h) of CDDP (5 μM or 10 μM), CBP (5 μM or 10 μM) or PTX (2.5 nM or 5 nM). (**D**) Dose-response curve and IC50 of ID8 cells, CDDP-resistant (ID8-rCDDP) or PTX-resistant (ID8-rPTX) ID8 cells in response to CDDP or PTX for 72 h. (**E**) mRNA expressions of CSCs (OCT4, NANOG, CD133, and EPAS1) and drug resistance genes (ABCB1, ABCG2, and ABCC1) were detected by qRT-PCR in ID8 cells, ID8-rCDDP or ID8-rPTX cells. (**F**) Expression of USP9X were plotted between Grade low (Grade 1 and 2) and high (Grade 3 and 4) group based on HGSOC from TCGA. (**G**) Survival analyses in PTX or CDDP treatment HGSOC patients were performed based on high or low expressions of USP9X in TCGA and GEO databases. (**H**) Correlation analysis between USP9X and TGF-β signature in OC based on TCGA. (**I**) GSEA analysis of TGF-β signaling pathway based on GSE25191. **(J)** IB analysis of p-Smad3 and USP9X in CSCs spheroids formed from fresh HGOSC samples. (**K**) Spheroid formation number of freshly HGOSC samples. Spheroids larger than 50 μm in diameter were used for analysis. (**L**) mRNA expressions of CSCs genes (ALDH1A1, CD133, CD44, OCT4, and NANOG) were detected by qRT-PCR in CSCs spheroids from (**K**). (**M**) Correlation analysis between Spheroid formation number and CSCs maakers based on (**L** and **K**). (**N-Q**) p-Smad3 and USP9X protein and mRNA expression was detected by IB (**N** and **P**) or qRT-PCR (**O** and **Q**) in ID8, CAOV3 or SKOV3 cells treated by TGF-β1 (5 ng/mL) or TGF-β inhibitor (SB431542) (5 µM) at different times. (**R**) USP9X mRNA expression was detected by qRT-PCR in CAOV3 or SKOV3 cells transfected by Smad2 or Smad3 overexpression plasmid for 48 h. (**S** and **T**) Dual luciferase assays were performed to analyze the transcriptional activation of USP9X promoter with different doses of Smad2 or Smad3 (**S**) and USP9X-promoter-wild-type and mutant (USP9X-promoter-M, -1121bp site was mutated from CCCCAGACGG to CCCTTTACGG.) by Smad2 (**T**) in HEK293T cells. Data are shown as the mean ± s.d (**D, E, F, K, L, M, O, Q-T**). P values were calculated by unpaired two-tailed Student’s t test (**F, E, O, Q-T**). Correlation analysis was performed by Pearson correlation, P values (two-tailed) were calculated by Pearson r (**H, M**). n = 3 biological independent samples (**C-E**, **J**, **N**-**T**).

# Fig. S2. USP9X mediates CSCs-dependent OC metastasis and chemoresistance.

(**A** and **B**) USP9X knocked-down CAOV3 or ID8 cells treated with or without TGF-β1 (5 ng/mL) were subjected to cell migration assays of wound-healing (**A**) or transwell (**B**). Scale bars, 50 µm. The right panels were the quantization chart. (**C**) Stemness genes mRNA expression was detected by qRT-PCR in USP9X knocked-down CAOV3 or ID8 cells treated with or without TGF-β1 (5 ng/mL) from **Fig. 2B**. (**D**) The quantization chart of ALDH1A1^+^/CD44^+^ cells from **Fig. 2C**. (**E**) Metastasis to the peritoneum and intestines in USP9X knocked-down or control luciferase-expressing ID8 cells (ID8-luc) transplanted mice. n = 4 mice per group. The right panels were the quantization chart. (**F**) IB analysis of USP9X and p-Smad3 in USP9X knocked-down ID8-rPTX or ID8-rCDDP cells. (**G**) USP9X and stemness genes mRNA expression was detected by qRT-PCR in USP9X knocked-down ID8-rPTX or ID8-rCDDP cells. (**H** and **I**) Representative images of p-Smad3 and USP9X immunofluorescence (IF) on USP9X knocked-down ID8-rPTX or ID8-rCDDP cells (**H**). Scale bars, 50 µm. Positive cell statistics in **(I)**. Data are shown as the mean ± s.d (**A**-**E**, **G**, **I**). P values were calculated by unpaired two-tailed Student’s t test (**A**-**E**, **G**, **I**). n = 3 biological independent samples (**A-D, G-I**).

# Fig. S3. Hif-2α is a potent interaction partner of USP9X.

(**A**) The diagram showed the possible interacting proteins of USP9X or HIF-2α from affinity purification and mass spectrometry (AP-MS) analysis in HEK293T cells. (**B**) IP were performed to examine the interaction between over-expressed Flag-USP9X and endogenous HIF-2α in HEK293T cells. (**C** and **D**) Immunoprecipitations (IP) were performed to validate endogenous binding of USP9X and HIF-2α in SKOV3 cells. (**E**) IF was performed to validate colocalization of USP9X and HIF-2α in CAOV3 and ID8 cells. Scale bars, 20 µm. The right panels showed fluorescence intensities. n = 3 biological independent samples (**B**-**E**).

# Fig. S4. USP9X maintains Hif-2α stability by deubiquitylating.

(**A**) HIF-2α expression was detected after over-expression of different doses of Flag-tagged USP9X (1 µg, 2 µg or 3 µg) in HEK293T cells. (**B**) HIF-2α expression was examined in CAOV3 or ID8 cells with or without WP1130 (4 μM, 8 μM or 12 μM), 20 μM MG132 treatment for 12 hours. (**C** and **D**) Half-lives of HIF-2α were analyzed after over-expression of USP9X^WT^ or USP9X^C1566S^ in HEK293T and ID8 cells treated with Cycloheximide (CHX, 100 μg/ml) for indicated time (0 h, 4 h, 8 h or 12 h) before harvesting. (**E**) Half-lives of HIF-2α were analyzed after USP9X knocked-down in ID8 cells treated with CHX (100 μg/ml) for indicated time (0 h, 4 h, 8 h or 12 h) before harvesting. (**F**) HIF-2α expression was examined in CAOV3 or ID8 cells with or without WP1130 (4 μM), 100 µg/ml (CHX) treatment for 0 h, 4 h, 8 h or 12 h. (**G**) The pathological information of patients with clinical ovarian tumors (HGSOC tissues (n = 83), including benign (n = 17), borderline (n = 25), and malignant tumors (n = 41)), were statistically analyzed, and the correlation between the expression of HIF-2α and the age, tissue classification, malignancy, migration and ascites formation of patients was analyzed based on **Fig. 4K**. Correlation analysis was performed by Pearson's chi squared test (χ^2^-test). (**H**) IB analysis of HIF-2α in freshly collected tumor tissues in serous ovarian cancer with different progression, including benign (n = 9), borderline (n = 9), and malignant tumor (n = 9), the same cohort as in **Figure 1A**, and the expression of HIF-2α was counted, statistically analysis was performed by χ^2^-test. n = 3 biological independent samples (**A-F**).

# Fig. S5. Hif-2α mediates USP9X-promoted CSCs function downstream of TGF-β.

(**A** and **B**) HIF-2α knocked-down CAOV3 or ID8 cells treated with or without TGF-β1 (5 ng/mL) were subjected to cell migration assays of wound-healing (**A**) or transwell (**B**). Scale bars, 50 µm. The right panels were the quantization chart. (**C** and **D**) USP9X knocked-down and HIF-2α overexpressed CAOV3 or ID8 cells treated with or without TGF-β1 (5 ng/mL) were subjected to cell migration assays of wound-healing **(C)** or transwell (**D**). Scale bars, 50 µm. The right panels were the quantization chart. (**E**) Stemness genes mRNA expression was detected by qRT-PCR in USP9X knocked-down and HIF-2α overexpressed CAOV3 or ID8 cells treated with or without TGF-β1 (5 ng/mL) for 2 weeks from **Fig. 5B**. (**F**) IB analysis of HIF-2α in stem cell spheroids formed from fresh HGOSC samples (n = 32), the same cohort as in **Fig. 1F**. (**G**) Survival analyses in all types of ovarian cancer or serous ovarian cancer of OC patients were performed based on high or low expressions of HIF-2α, in TCGA and GEO databases. (**H**) Representative images of HIF-2α immunofluorescence (IF) on stainings on ID8, ID8-rPTX, ID8-rCDDP, USP9X knocked-down ID8-rPTX or ID8-rCDDP cells. Scale bars, 50 µm. The right panels were the quantization chart. Data are shown as the mean ± s.d (**A-E**, **H**). P values were calculated by unpaired two-tailed Student’s t test (**A-E**, **H**). n = 3 biological independent samples (**A**-**E**, **H**).

# Fig. S6. TGF-β and hypoxia signalings converge on USP9X stabilized Hif-2α.

(**A**) USP9X, HIF-2α, and HIF-1α protein and mRNA expression was detected by IB (left panel) or qRT-PCR (right panel) in CAOV3, ID8, and SKOV3 cells incubated under 1% O_2_ for different time (0 h, 12 h, 24 h or 36 h). (**B**) Hypoxia-related elements (HRE) luciferase assays were performed to analyze the activity of hypoxic signaling pathways in USP9X knocked-down CAOV3 and ID8 cell incubated under 1% O_2_ for 24 h. (**C**) USP9X and HIF-2α protein and mRNA expression was detected by IB (left panel) or qRT-PCR (right panel) in SKOV3 cells treated with TGF-β1 (5 ng/mL) and incubated under 1% O_2_ for 24 h. (**D**) TGF-β1 mRNA expression was detected by qRT-PCR in CAOV3 and ID8 cells incubated under 1% O_2_ for different time. (**E**) HIF-1α and HIF-2α binding motif, and potential HRE on TGF-β1 promoter based on Jasper database. (**F**) Dual luciferase assays were performed to analyze the transcriptional activation of TGF-β1-promoter-wild-type and mutant (TGF-β1-promoter-M, -967bp site was mutated from CCACGTGGG to CAAAATGGG.) by Hypoxia (incubated under 1% O_2_), HIF-1α, HIF-2α, or HIF-1α and HIF-2α. (**G**) IB analysis of TGF-β1 in USP9X knocked-down CAOV3 or ID8 cells incubated under 1% O_2_ for 24 h. (**H**) SRE luciferase assays were performed to analyze the activity of hypoxic signaling pathways in USP9X knocked-down CAOV3 and ID8 cell incubated under 1% O_2_ for 24 h. (**I**) Bar plots of normalized enrichment scores (NES) from GSEA for the differentially expressed genes (DEGs) between epithelial cells of post-and pre-chemotherapy patients based on GSE235329 (NES > 1.5, P < 0.05). (**J**) GSEA of hypoxia and TGF-β signaling pathway in post-or pre-chemotherapy patients based on GSE235329 and GSE241221 (scRNA-sequencing). Data are shown as the mean ± s.d (**A-D, F, H**). P values were calculated by unpaired two-tailed Student’s t test (**A-D, F, H**). n = 3 biological independent samples (**A-D, F, H**).

# Fig. S7. USP9X inhibitor treatment sensitizes HGSOC to chemotherapy.

(**A**) Dose-response curve and IC50 values of CAOV3 and ID8 cells treated with different concentrations of WP1130 for 72 h, respectively. (**B**) CSCs and EMT markers expression was detected by qRT-PCR in USP9X knocked-down CAOV3 and ID8 cells treated with WP1130 (1 µM), CDDP (1 µM) or PTX (1 nM) for 24 h. (**C**) Representative images of USP9X and HIF-2α whole-mount IF stainings on primary HGSOC cells derived organoids, treated with WP1130 (1 µM), CBP (1 µM) or PTX (1 nM) for 72 h. Organoids larger than 75 μm in diameter were used for analysis. The right panels were the quantization chart. Scale bars, 100 µm. (**D**) Representative images of HIF-2α and USP9X IHC stainings on tumors of (**Fig. 7D**). The right panels were the quantization chart. Scale bars, 50 µm. (**E**) Dose-response curve and IC50 values of ID8-rPTX or ID8-rCDDP cells treated with WP1130 (1 µM) and different concentrations of PTX or CDDP for 72 h, respectively. (**F**) CSCs (OCT4, NANOG, and CD133), drug resistance (ABCB1, ABCG2, and ABCC1) and EMT markers expression was detected by qRT-PCR in ID8-rPTX and ID8-rCDDP cells, treated with WP1130 (1 µM), CDDP (1 µM) or PTX (1 nM) for 24 h. Data are shown as the mean ± s.d (**A-F**). P values were calculated by unpaired two-tailed Student’s t test (**A-F**). n = 3 biological independent samples (**A-F**).

# Movies S1 to S10. PLA was performed to validate colocalization of USP9X and HIF-2α.

**Movie S1.** Representative movie showing 3D image of Duolink negative control in CAOV3 cells, related to **Fig. 3F**.mp4

**Movie S2.** Representative movie showing 3D image of Duolink USP9X in CAOV3 cells, related to **Fig. 3F**.mp4

**Movie S3.** Representative movie showing 3D image of Duolink HIF-2α in CAOV3 cells, related to **Fig. 3F**.mp4

**Movie S4.** Representative movie showing 3D image of Duolink USP9X-HIF-2α in CAOV3 cells, related to **Fig. 3F**.mp4

**Movie S5.** Representative movie showing 3D image of Duolink USP9X-HIF-2α in CAOV3 cells treated with TGF-β1 (5 ng/mL) for 24 h, related to **Fig. 3F**.mp4

**Movie S6.** Representative movie showing 3D image of Duolink negative control in ID8 cells, related to **Fig. 3F**.mp4

**Movie S7.** Representative movie showing 3D image of Duolink USP9X in ID8 cells, related to **Fig. 3F**.mp4

**Movie S8.** Representative movie showing 3D image of Duolink HIF-2α in ID8 cells, related to **Fig. 3F**.mp4

**Movie S9.** Representative movie showing 3D image of Duolink USP9X-HIF-2α in ID8 cells, related to **Fig. 3F**.mp4

**Movie S10.** Representative movie showing 3D image of Duolink USP9X-HIF-2α in ID8 cells treated with TGF-β1 (5 ng/mL) for 24 h, related to **Fig. 3F**.mp4

**Supplementary Table 1.** shRNA, ChIP-qPCR and RT-qPCR primers sequences.

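An shRNA is processed to a guide strand that pairs with its target mRNA. The mouse targets in the table were matched to the transcripts of GRCm38, and each matched Usp9x and no other gene exactly. The target of shUSP9X#2, GATAATTGCAGCCCTTATTAA, lies on chromosome X from 13107160 to 13107180, in the coding sequence of exon 7 of the 45 exons of the transcript. The target of shUSP9X#3, TCGTAATGTATGCCAATTTAG, lies from 13159883 to 13159903, in the coding sequence of exon 38. Counted from the 5′ end of the 11887-nt transcript, the targets begin at positions 1128 and 6923. Both targets have a GC content of 33.3%.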

# Supplementary material for: USP9X integrates TGF-β and hypoxia signalings to promote ovarian cancer chemoresistance via HIF-2α-maintained stemness
**Source:** Cell Death Dis. 2025 Apr 18;16(1):312. doi: 10.1038/s41419-025-07646-5

Figure 1B

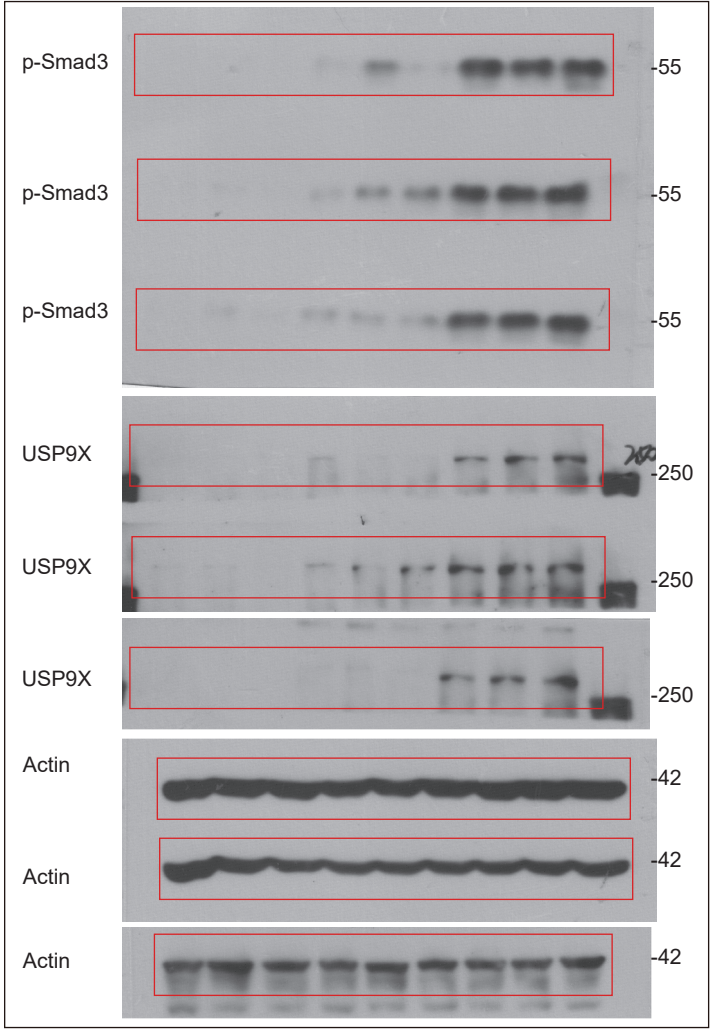

Figure 1D

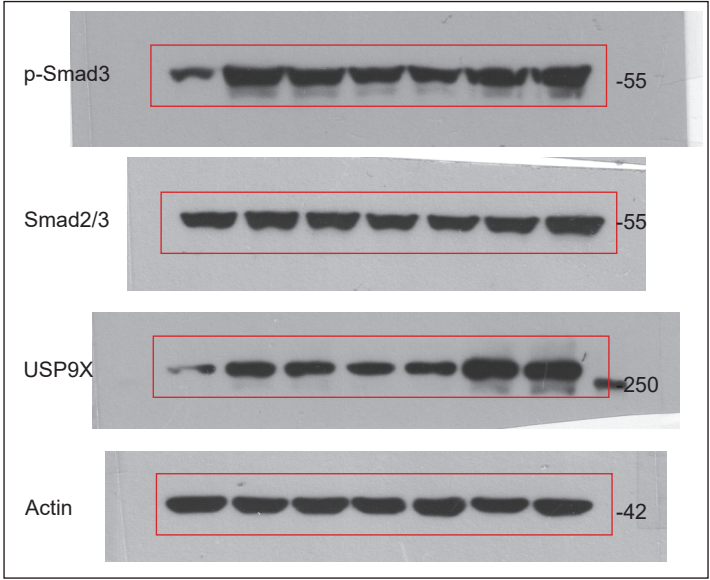

Figure 1M

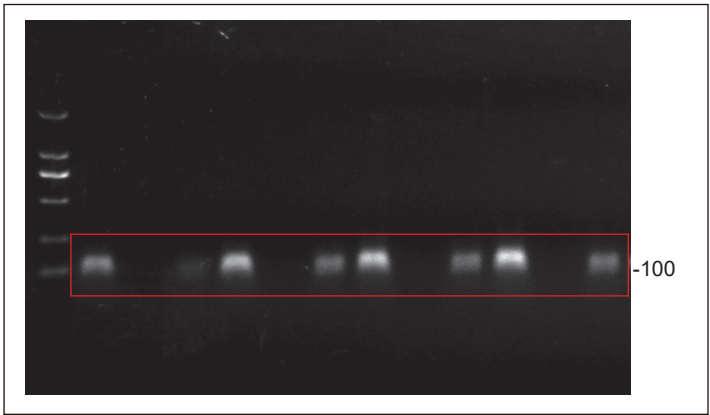

Figure 2A

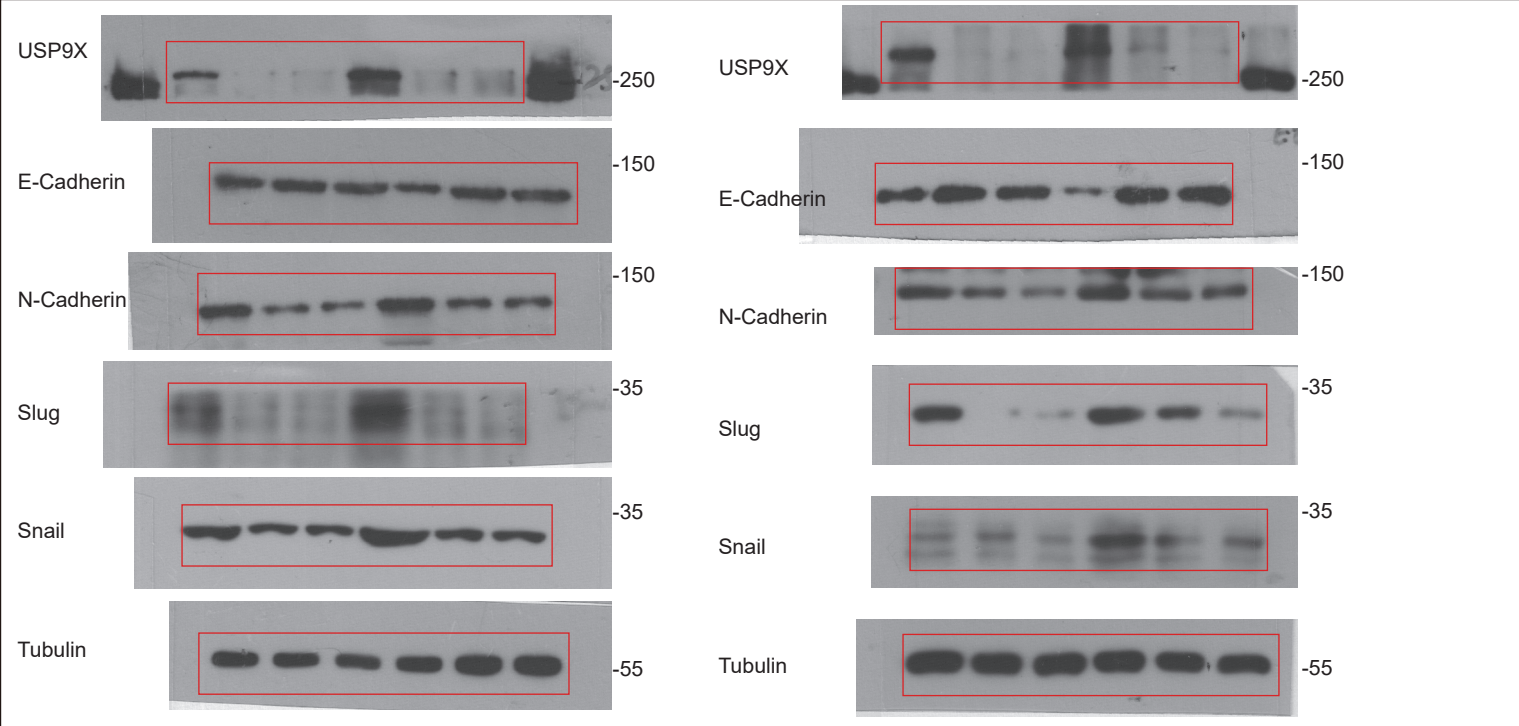

Figure 3A

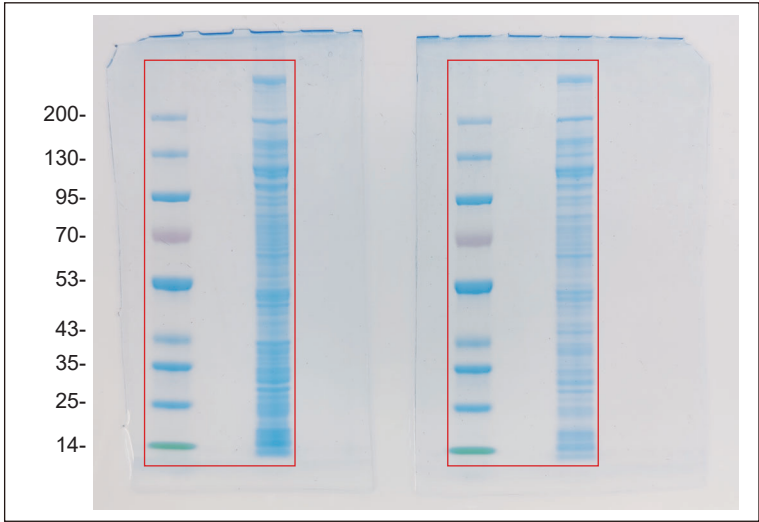

Figure 3B

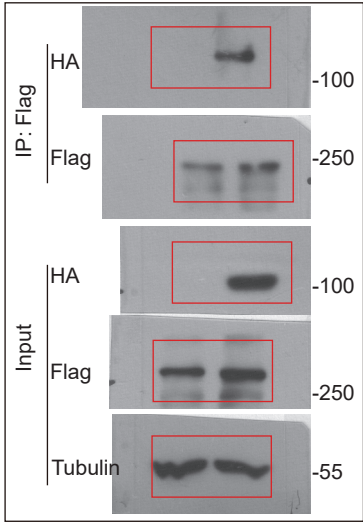

Figure 3C

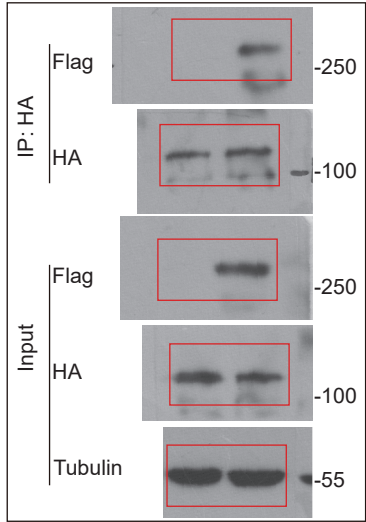

Figure 3D and 3E

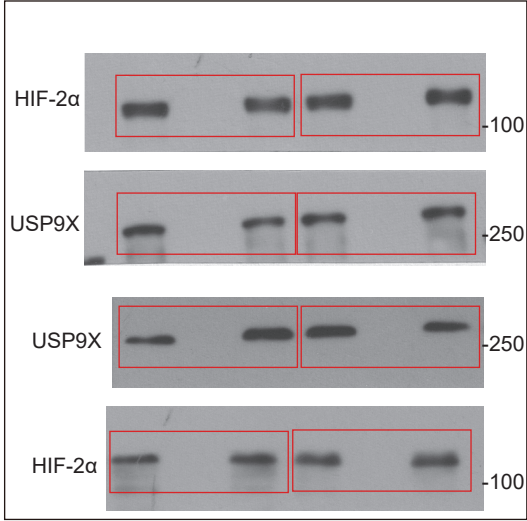

Figure 3H

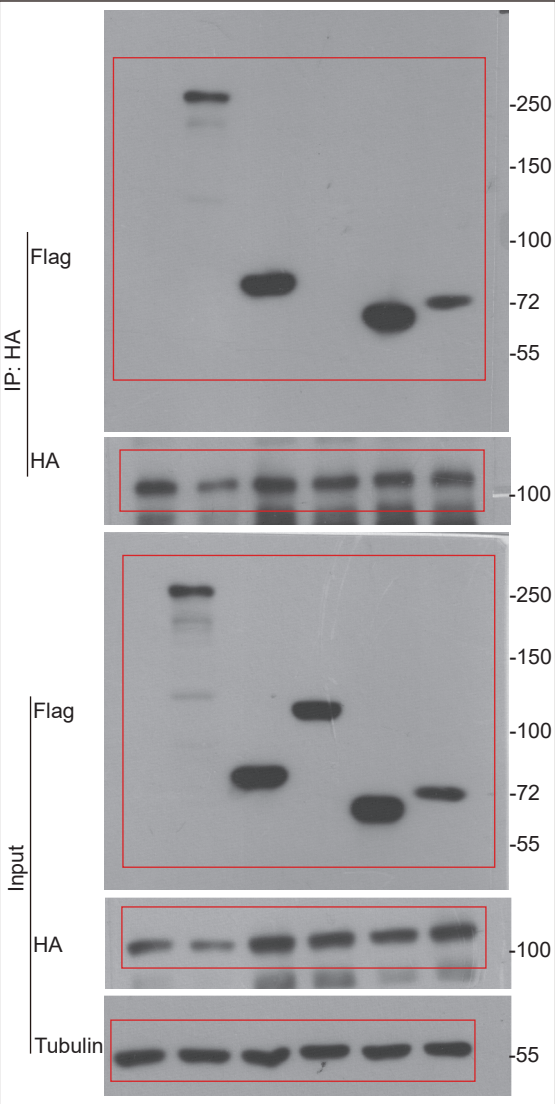

Figure 3I

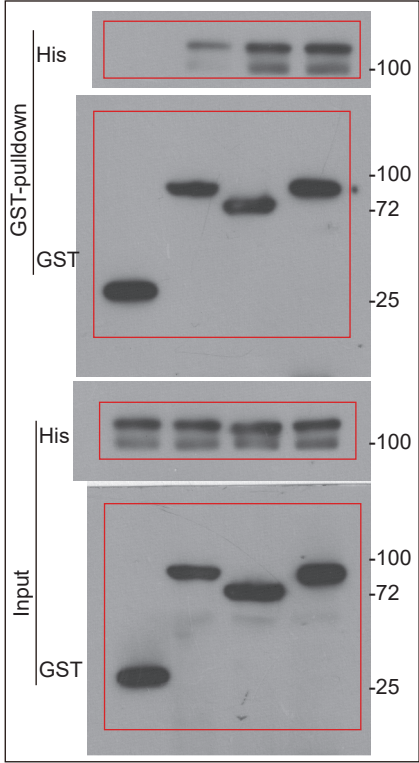

Figure 3G

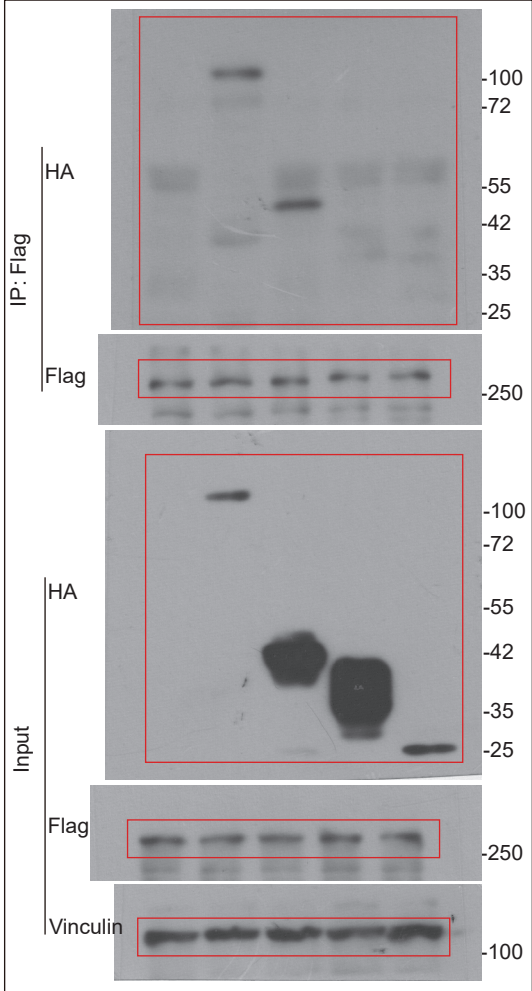

Figure 4A

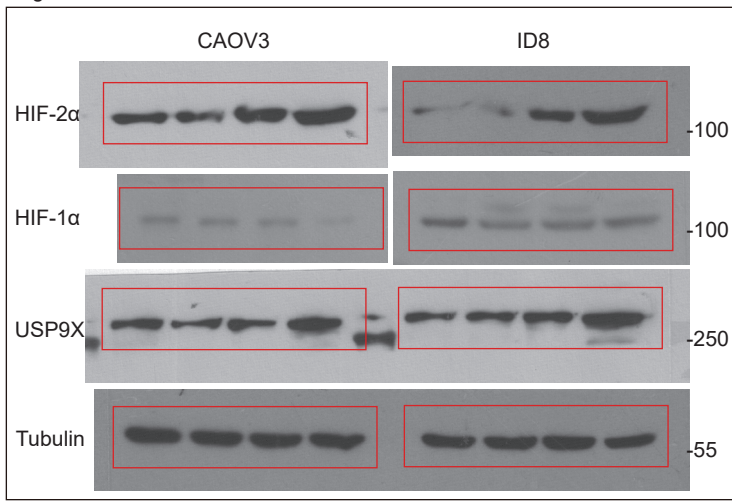

Figure 4C

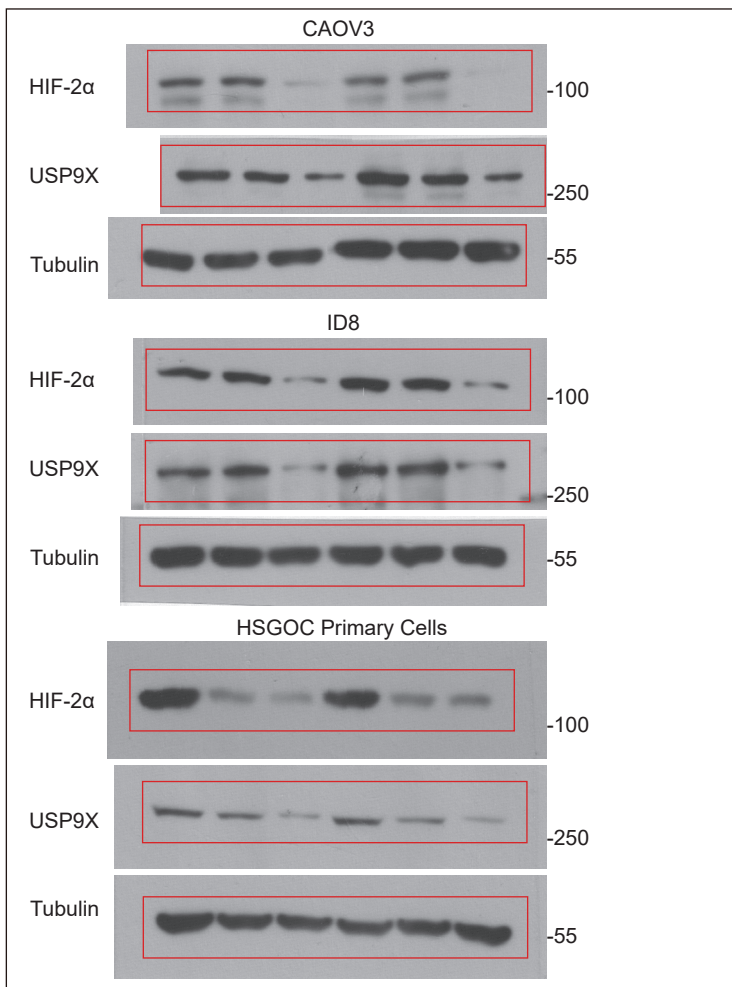

Figure 4F

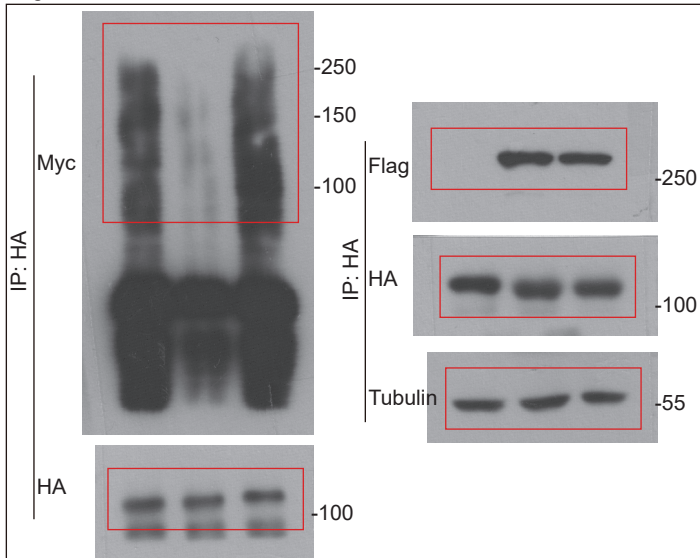

Figure 4B

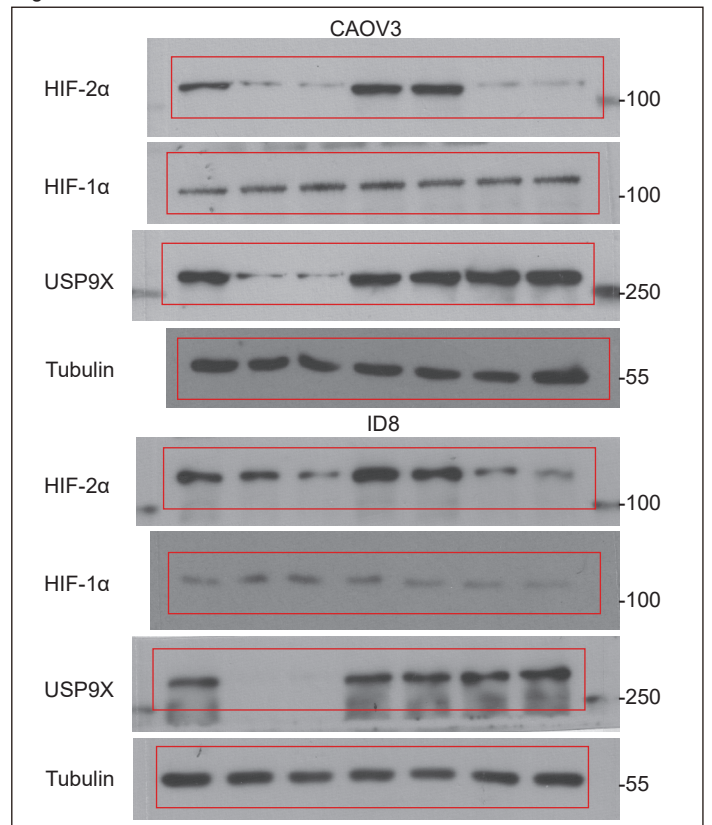

Figure 4D

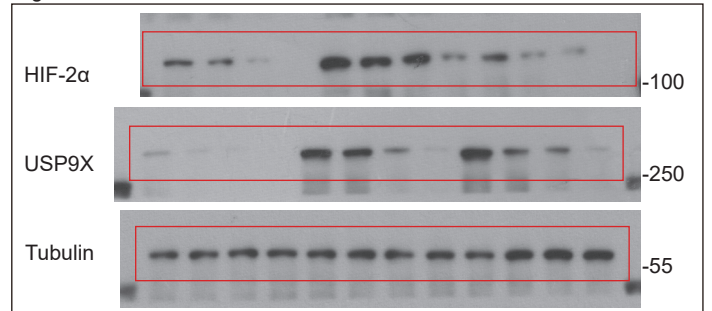

Figure 4E

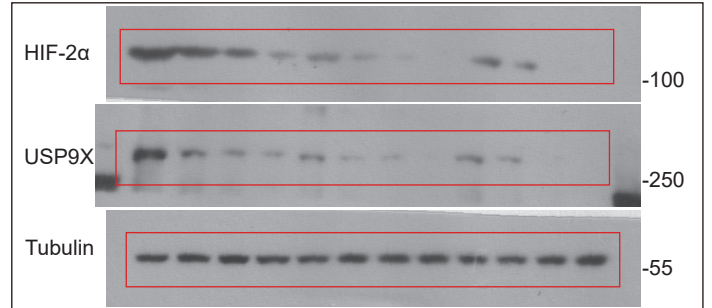

Figure 4G

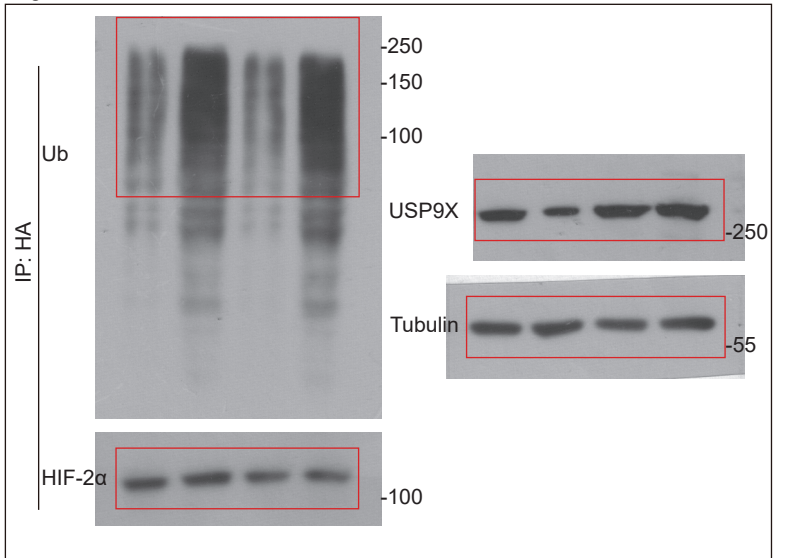

Figure 4H

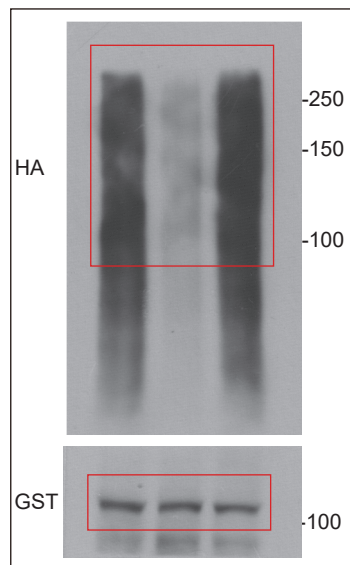

Figure 4I

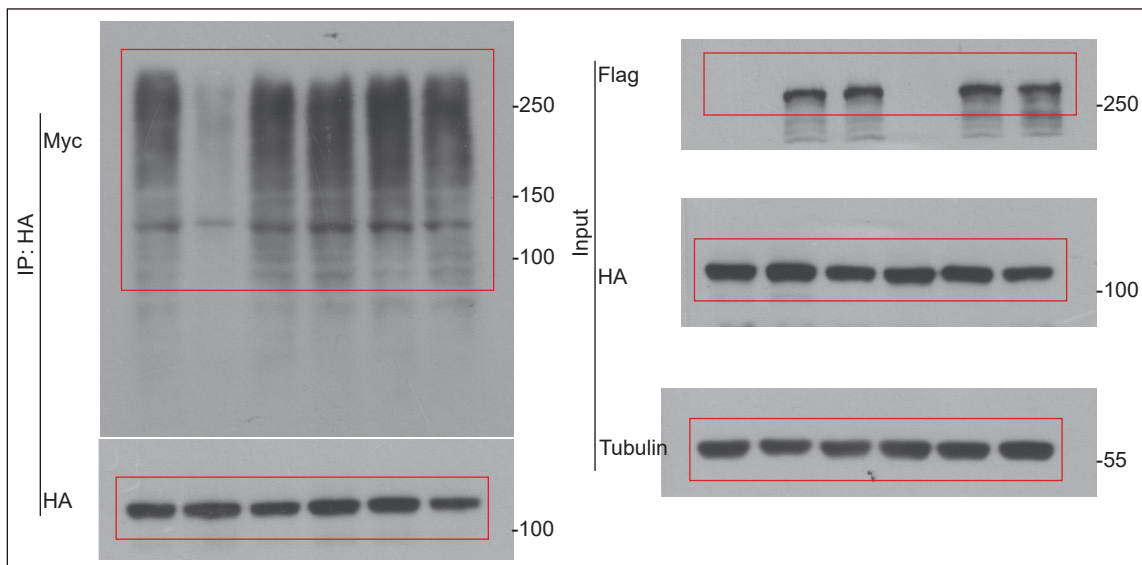

Figure 4J

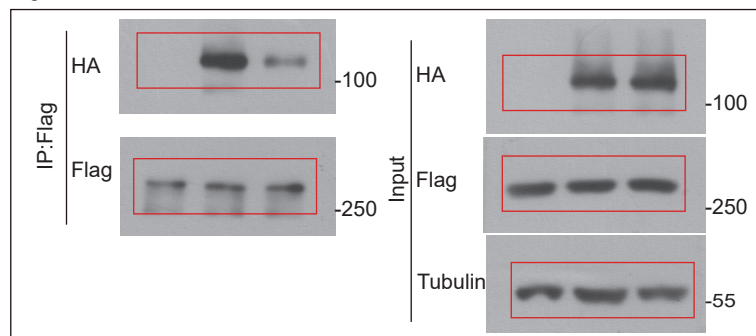

Figure 5A

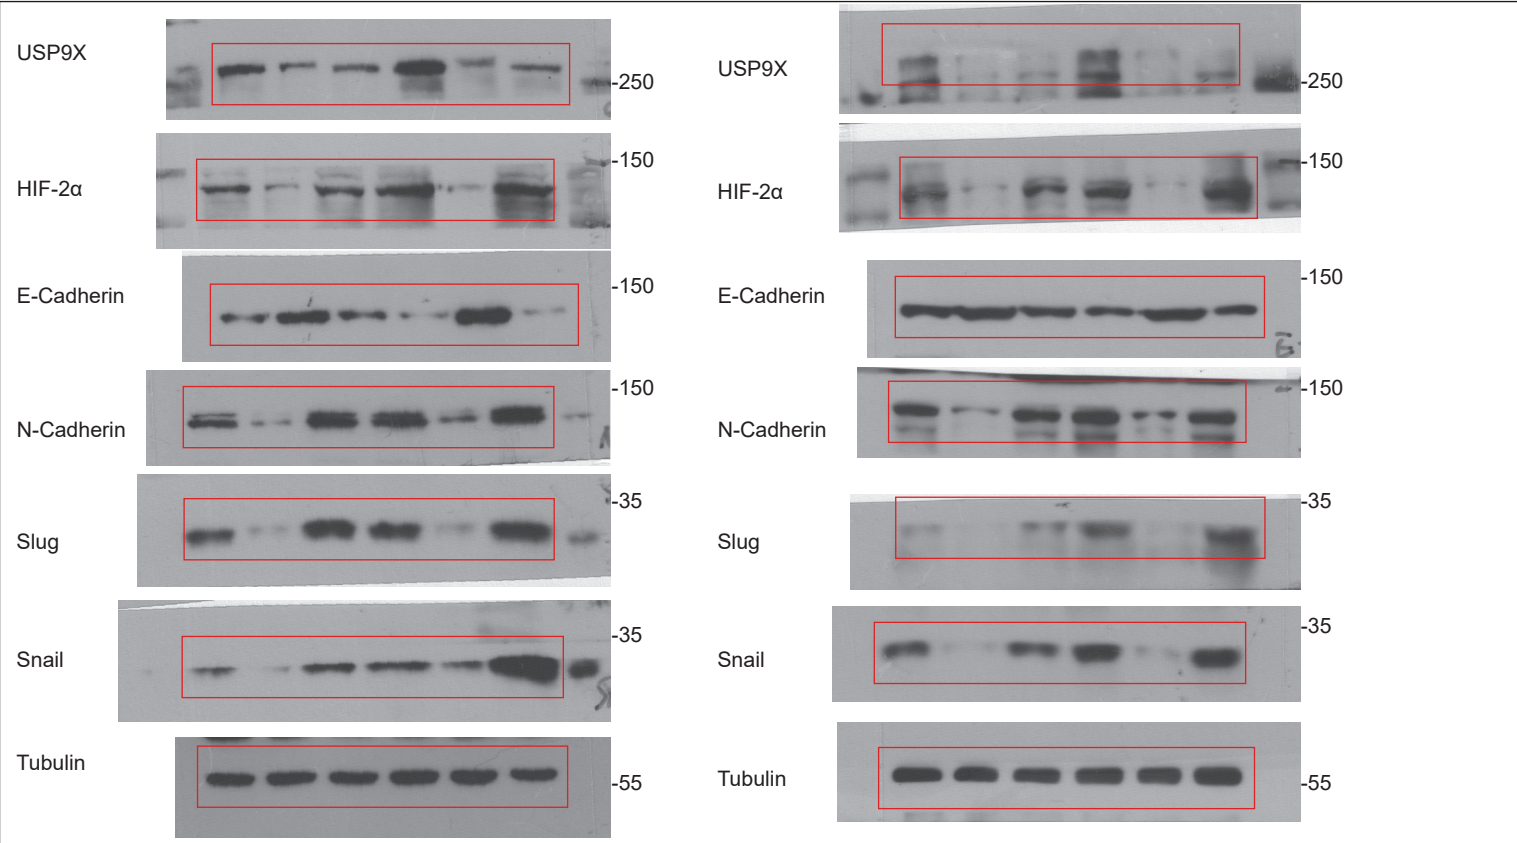

Figure 6A

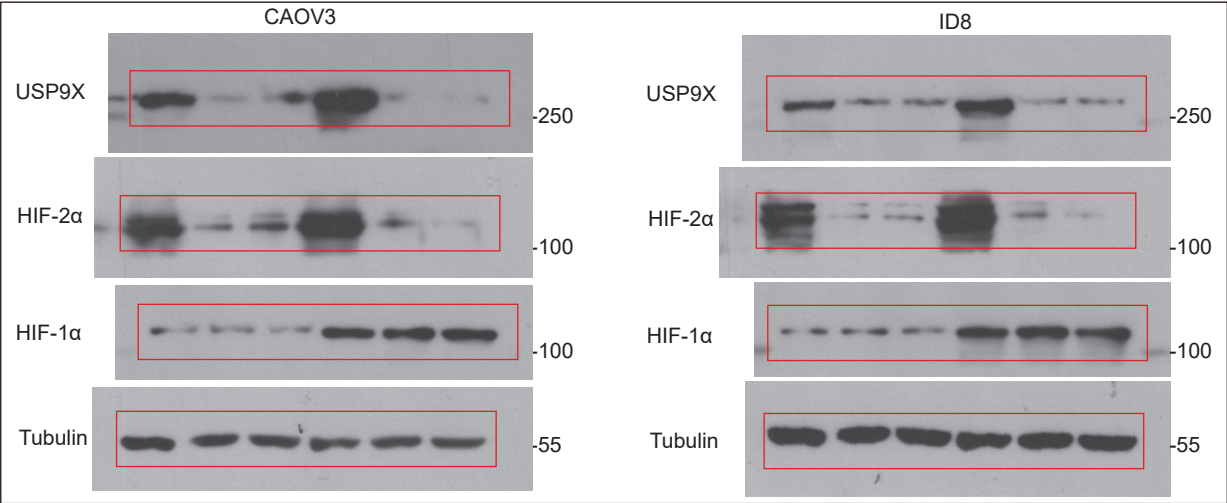

Figure 6C

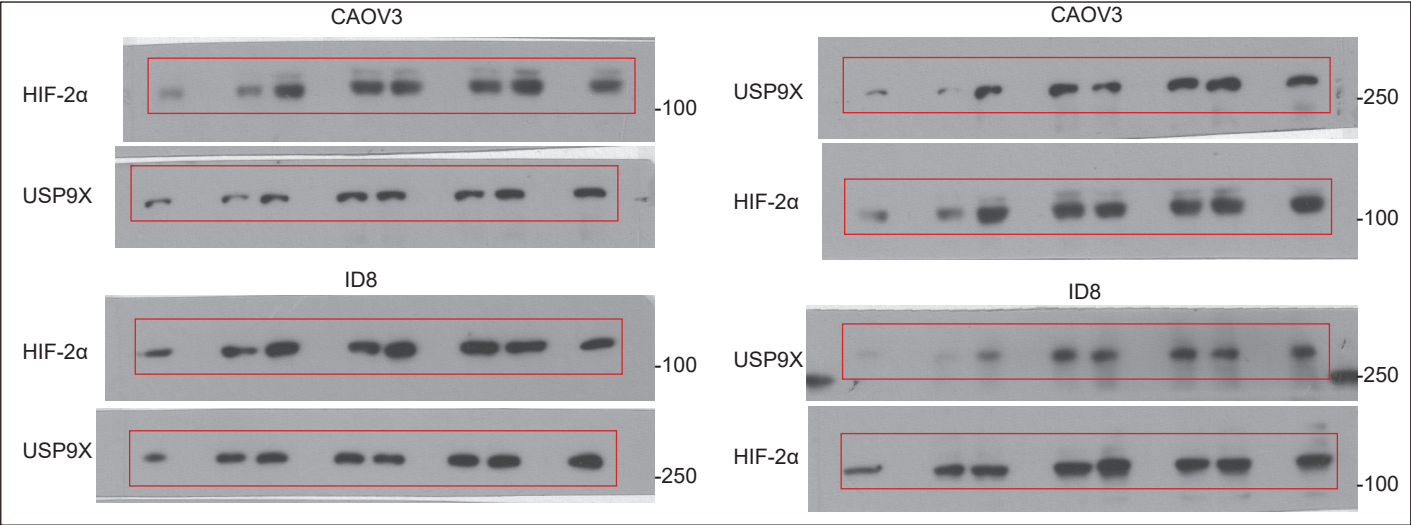

Figure 6D

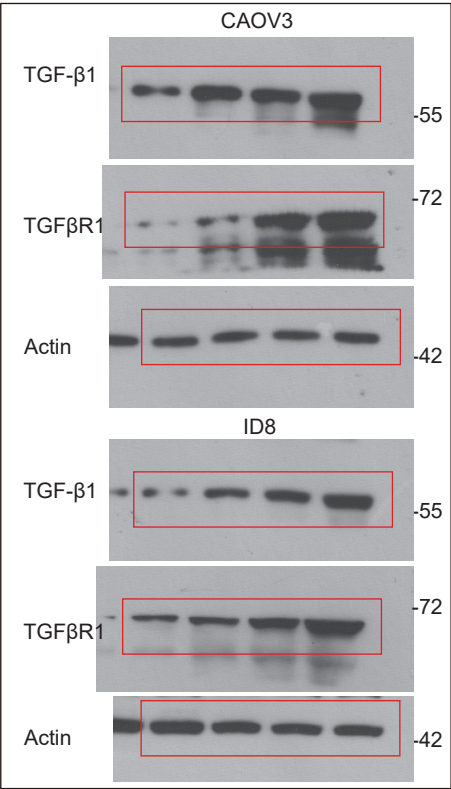

Figure 6E

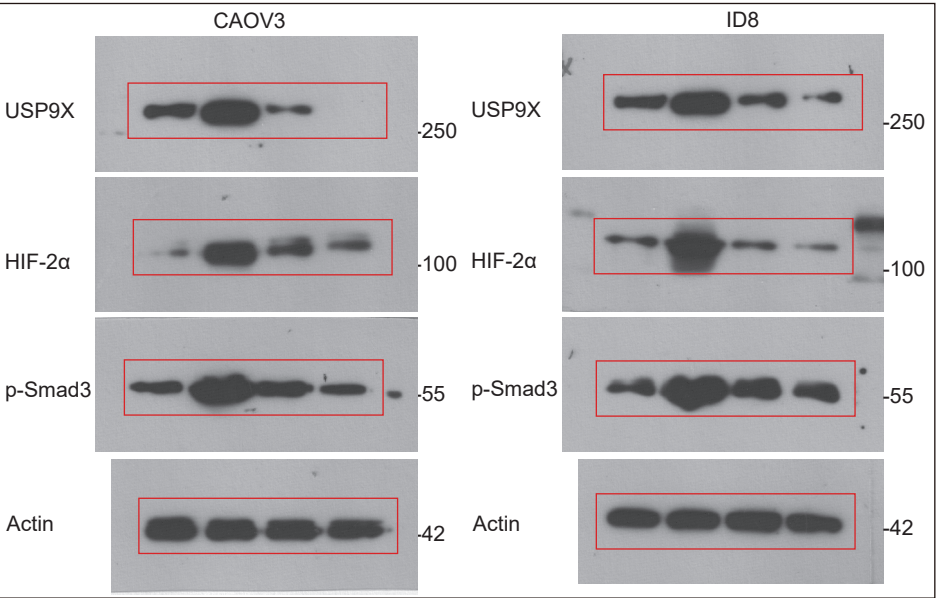

Supplementary Fig. S1C

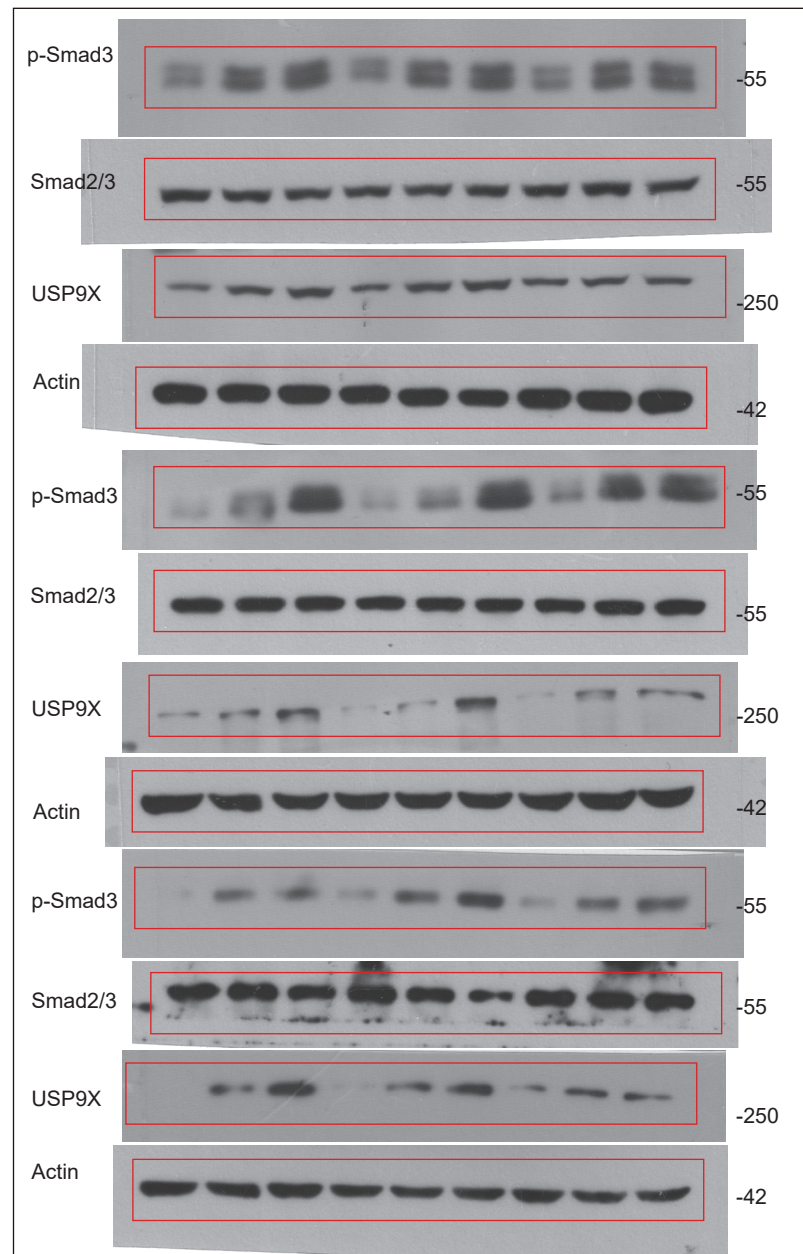

Supplementary Fig. S1N

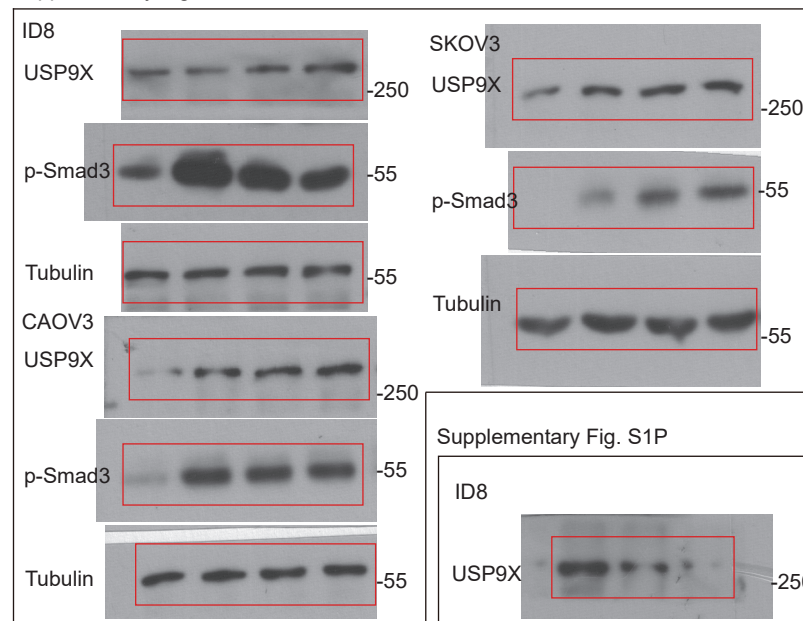

Supplementary Fig. S1P

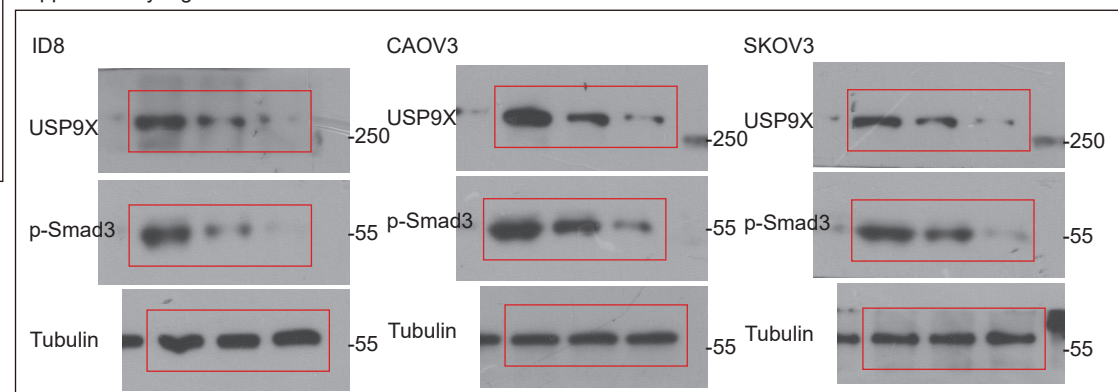

Supplementary Fig. S1J

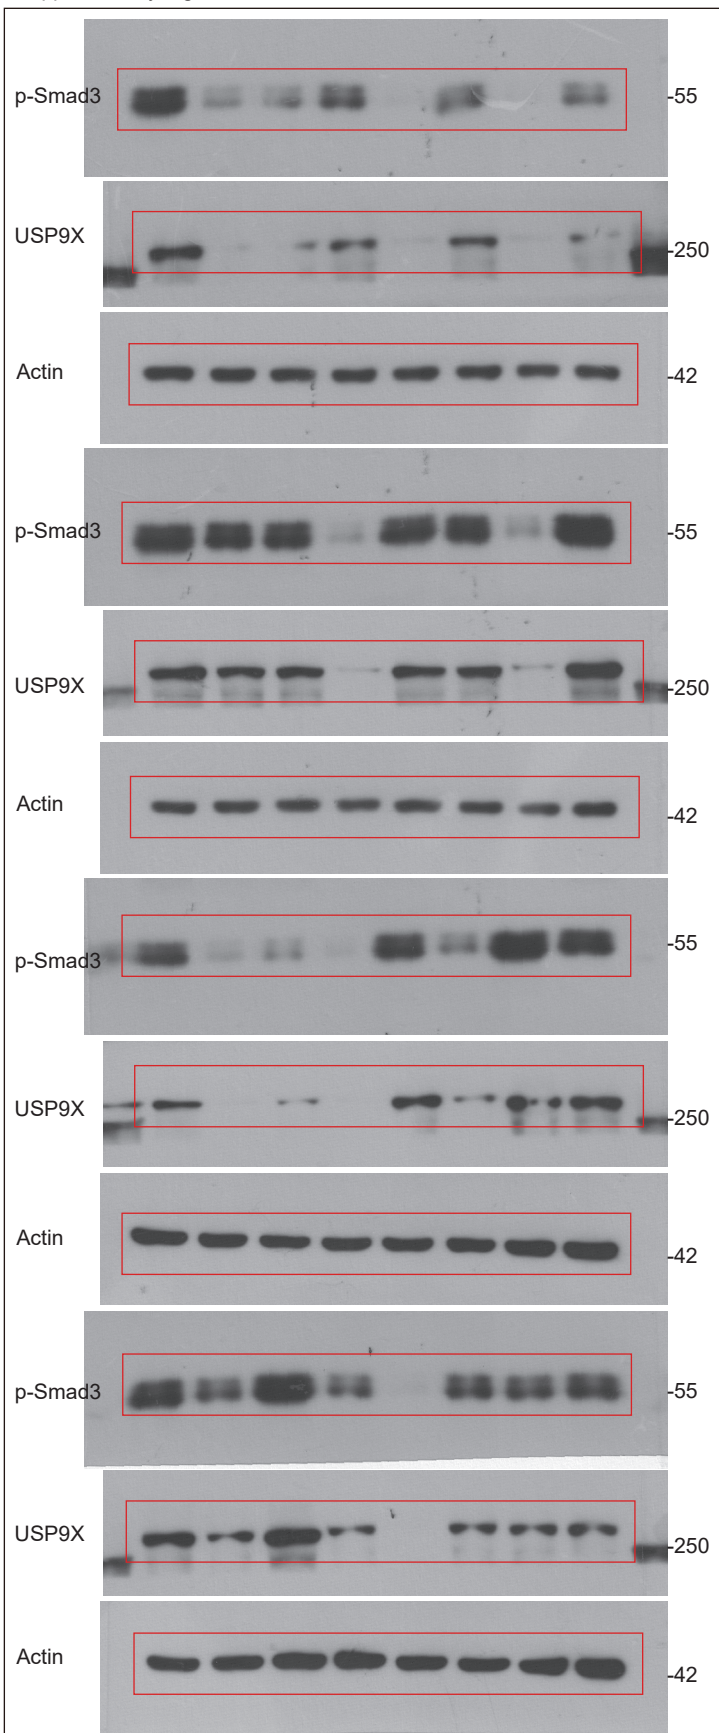

Supplementary Fig. S2E

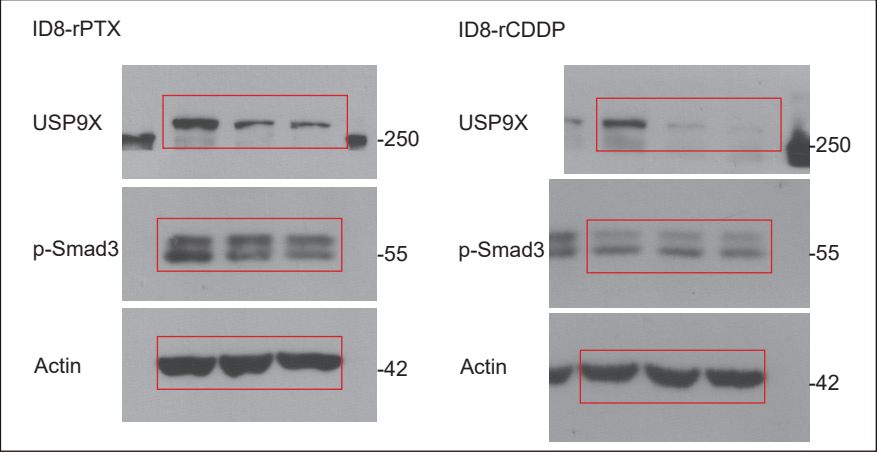

Supplementary Fig. S3B

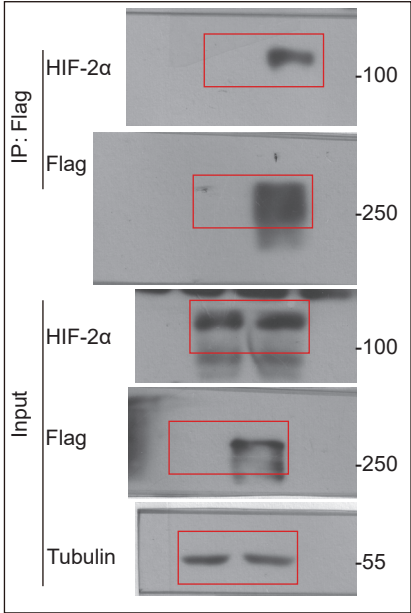

Supplementary Fig. S3C and D

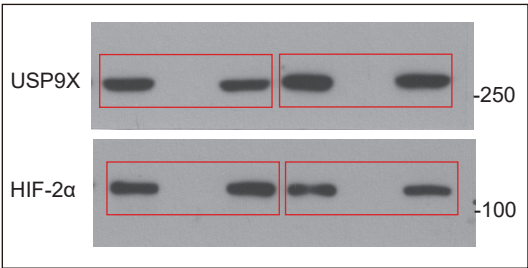

Supplementary Fig. S4A

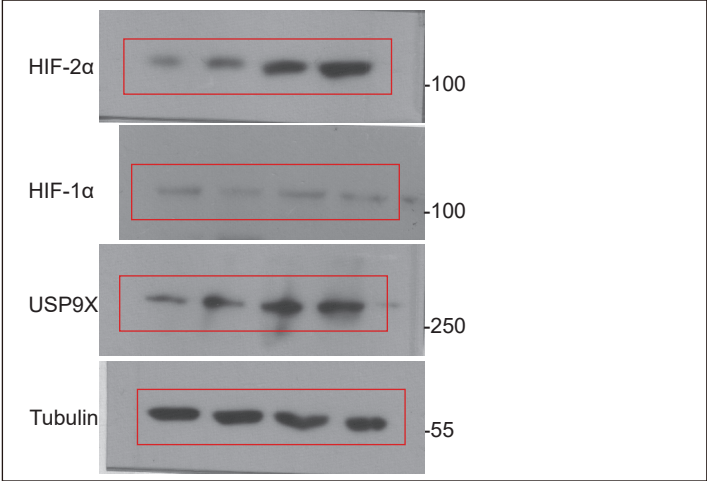

Supplementary Fig. S4B

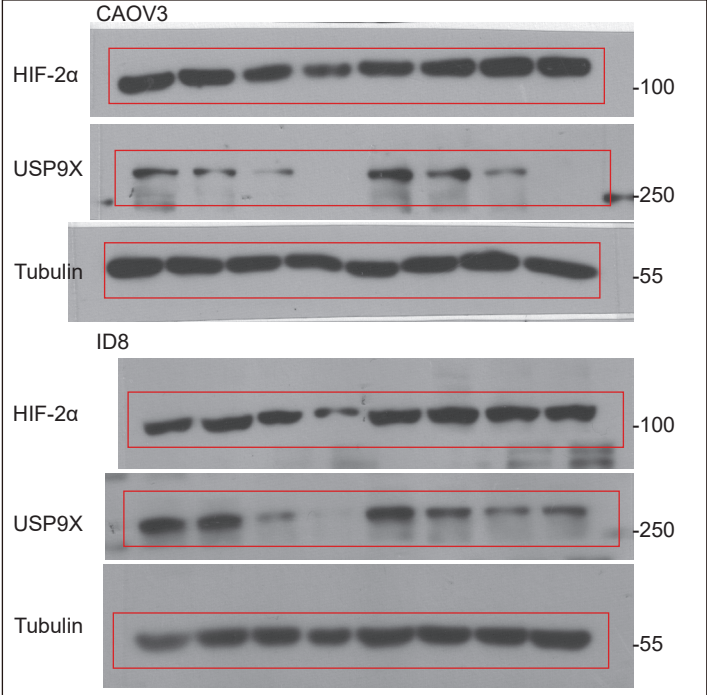

Supplementary Fig. S4F

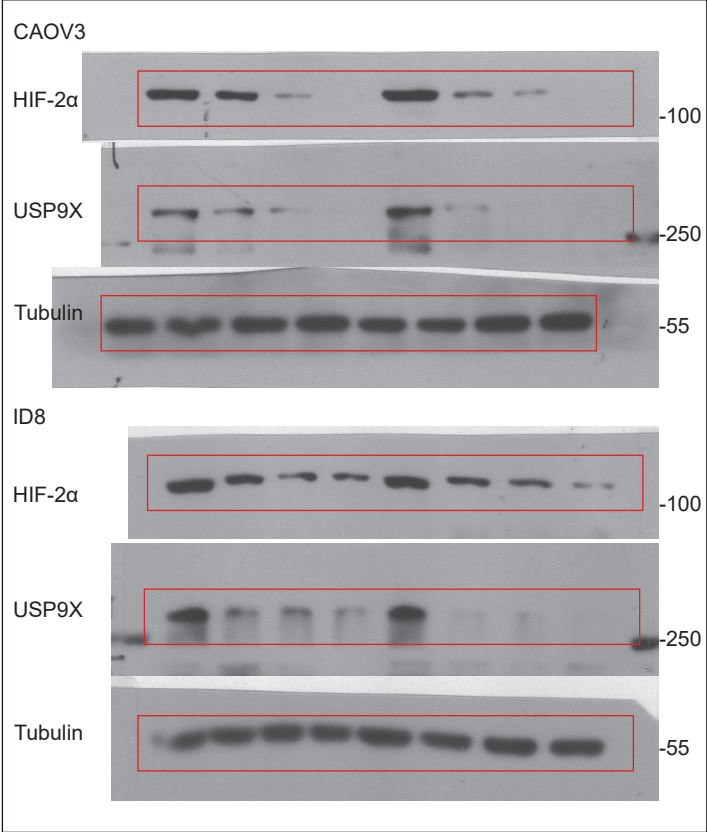

Supplementary Fig. S4C

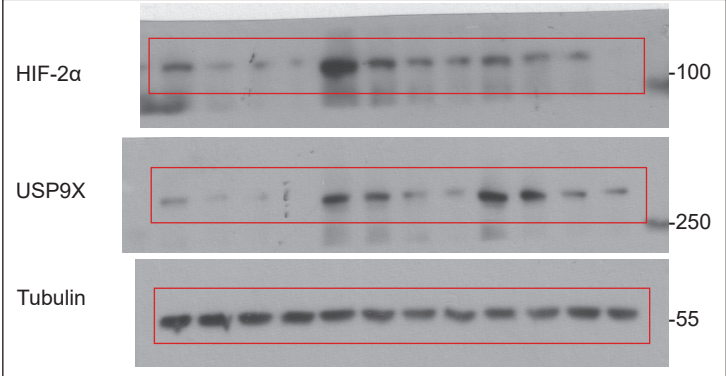

Supplementary Fig. S4D

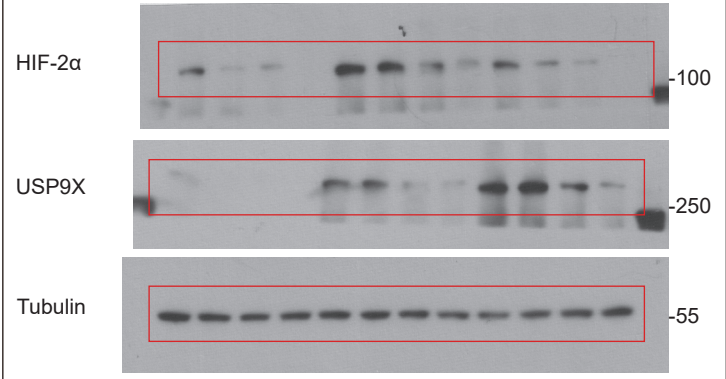

Supplementary Fig. S4E

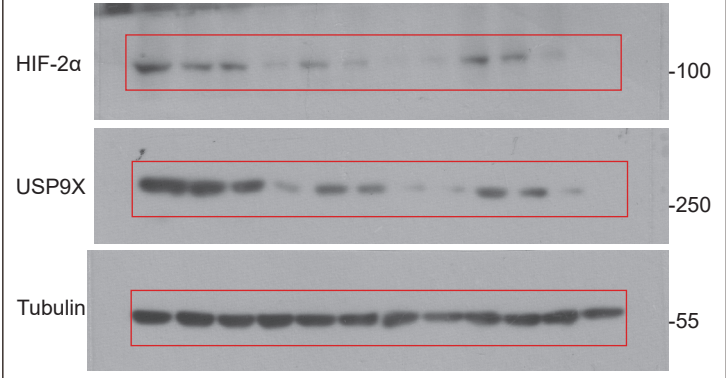

Supplementary Fig. S4H

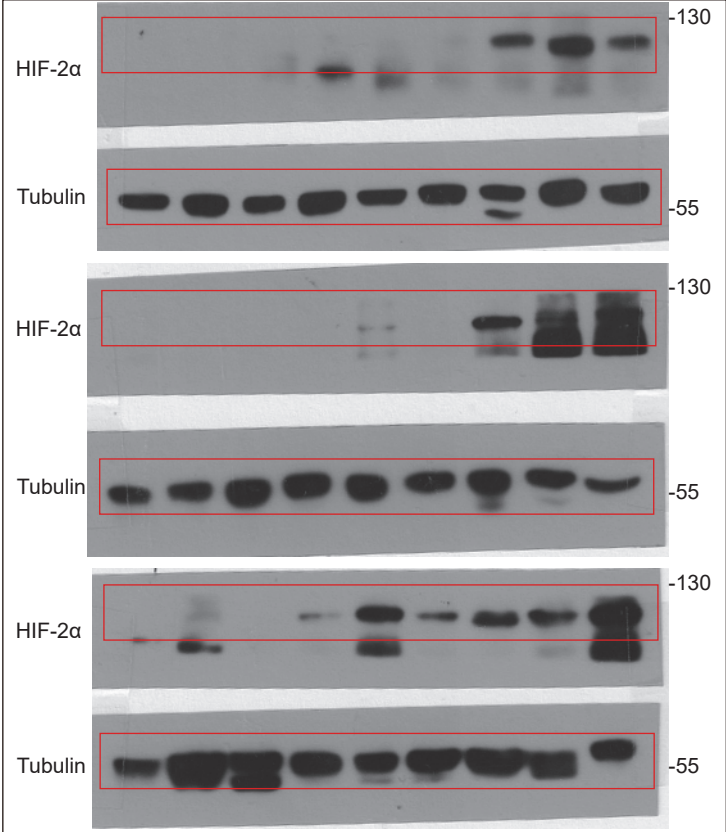

Supplementary Fig. S5F

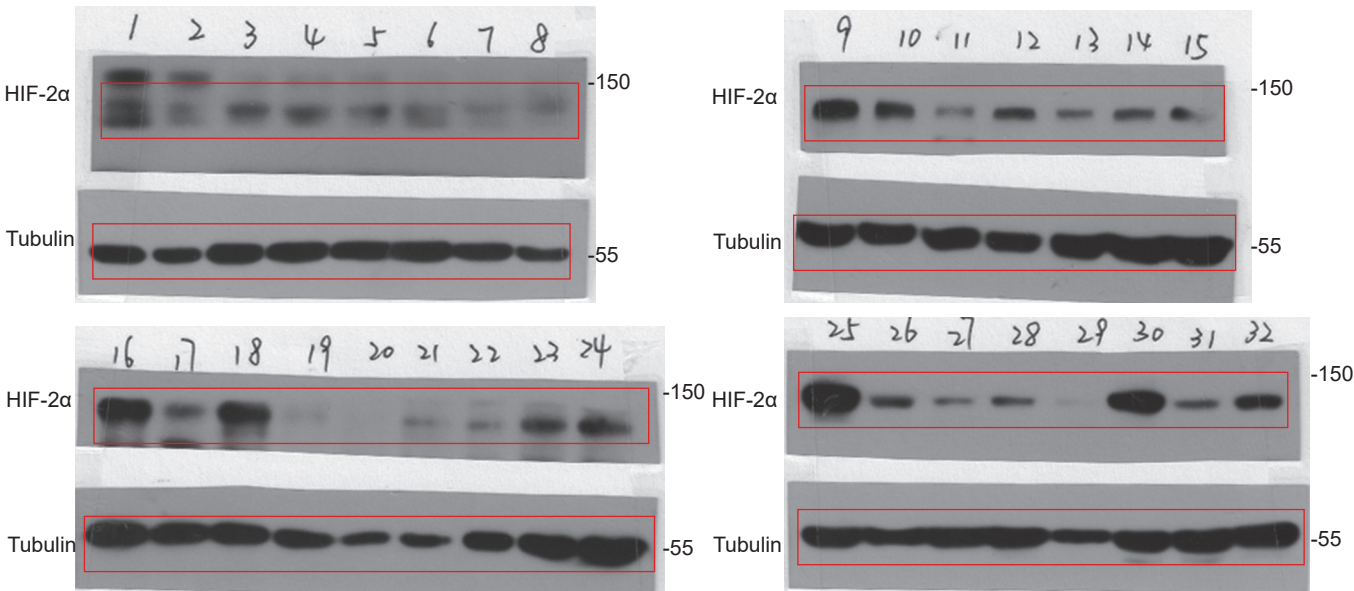

Supplementary Fig. S6A

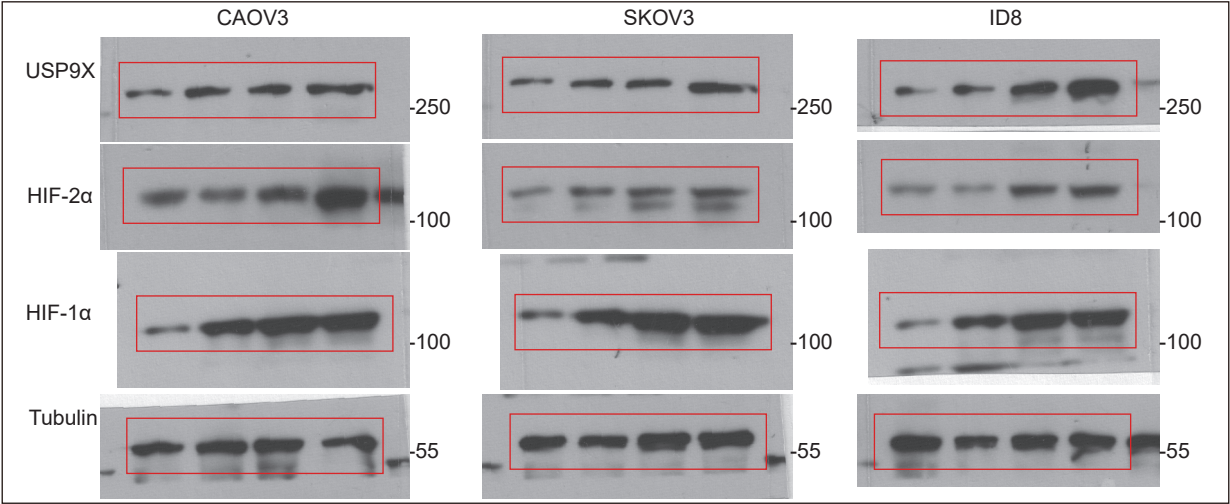

Supplementary Fig. S6C

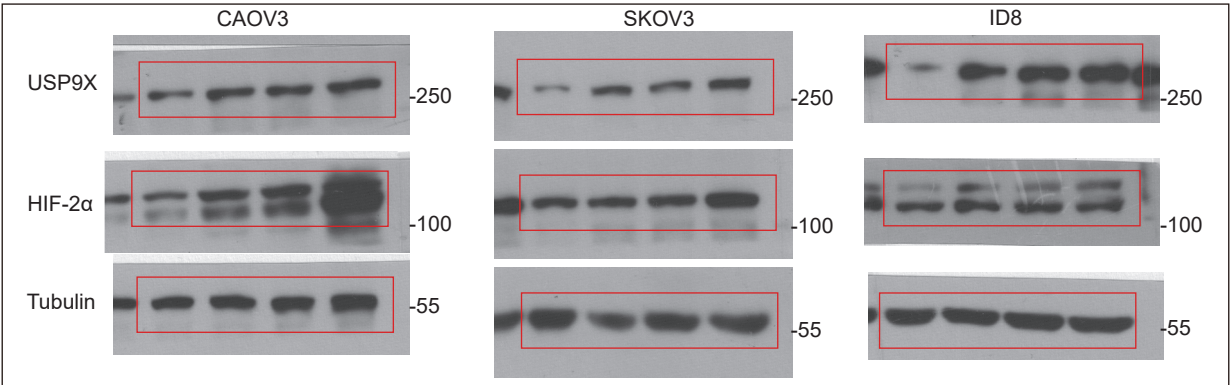

Supplementary Fig. S6G

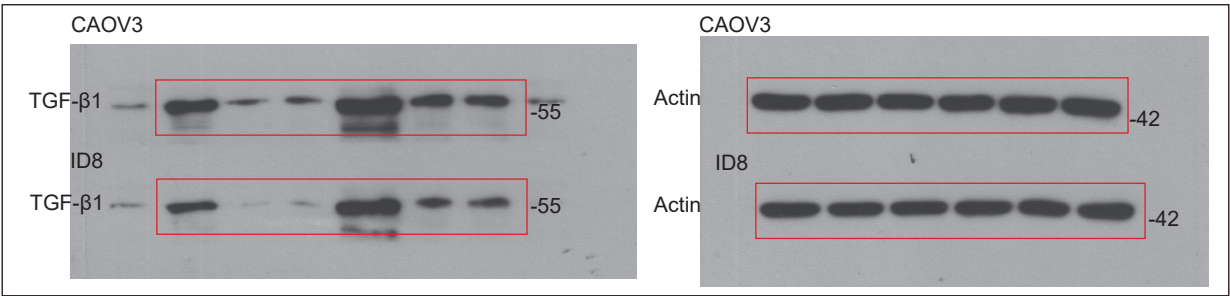

**Supplement:** Supplementary file 20 — Uncropped Blots

How the deposited data were processed for this re-analysis (not part of the article)

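RNA from mouse ID8 ovarian cancer cells with a control shRNA (shCtrl, 2 libraries) or an shRNA against USP9X (shUSP9X, 2 libraries) was sequenced. The samples were grouped by the condition and replicate number in their labels. According to the paper's methods, reads were mapped to the mouse genome GRCm38 and analysed with StringTie and DESeq2 at a p-value under 0.05 and a fold change above 1.5. The aligner, the annotation release, the read filters and the tool that estimated the counts are not named in the paper's text.

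The authors deposited an estimated count per gene and library, which they had not normalized. The authors also deposited FPKM values, a measure scaled for transcript length and library size. They are not those counts divided by 1 fixed length per gene. The log2 fold change of Smad3, for example, was 0.24 from counts scaled by library size only and 0.61 from log2(FPKM + 0.1). The table lists 22063 genes by Ensembl identifier and symbol, of which 21973 have their identifier in GENCODE M21 (GRCm38), the source of coordinates, GC content and transcript length. In all 4 libraries 7085 genes had a count of 0. Library totals were 17232006 and 15611363 counts for shCtrl and 19978889 and 17021261 for shUSP9X. A count of 3 was taken as the floor of detection in a library, and fold changes were not given where both groups lay at or under it. Molecular identifiers are not described, so floors and errors cover counting error only.

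The test for the genes had been planned for whole-number counts. The deposited counts were estimated ones, so they were rounded to whole numbers, and the same test was used. Counts were filtered with filterByExpr, normalized by TMM and tested with the quasi-likelihood test of edgeR 4.0.16 (R 4.3.3) over 11448 genes, with Benjamini-Hochberg adjustment and no replicate block. The common biological coefficient of variation was 0.0352. Since 2 libraries against 2 allow no permutation test that reaches a p of 0.05, no regrouping of the libraries was tested. Genes named in the text are Usp9x, the genes the paper names at Fig. 2J, every gene of short lists taken from the paper's own assays in ID8 cells, and the 5 largest falls and 5 largest rises among genes with an adjusted p under 0.05, a mean log2 CPM of at least 4 and no overlap between the groups. A gene of the short lists is not reported here. Genes named outside this rule were chosen after their values were seen.

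Gene lists were tested on log2 CPM (prior count 2) with camera of limma 3.58.1 (two-sided, preset correlation 0.01), with fry beside it, adjusted over 5 lists. The lists were TGF-β signaling pathway, Signaling pathways regulating pluripotency of stem cells, Platinum drug resistance, Cell cycle and genes that TGF-β induces. They are not the authors' KEGG release. The same lists were tested for over-representation among the genes lower at the paper's cutoff with one-sided Fisher's exact tests against all genes tested. With DESeq2 the background was all 14960 genes with a count, as in the fit without a filter. List medians were also set against 10000 random lists with the same numbers of genes per class of GC content, length and expression, which treat genes as independent of each other.

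The 5 lists, an interferon response list, the short lists from the paper's assays and the alternatives below, except where stated, were written by hand before the data were examined. Further lists were written after results had been seen. These were interferon genes without a close tandem copy, immune cell markers, nuclear-encoded respiratory chain genes, NRF2 targets, and markers of eosinophils, neutrophils, macrophages and monocytes, T and NK cells, B cells, mast cells and erythroid cells.

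The alternatives were DESeq2 1.42.0, other scalings (DESeq2's size factors, upper quartile and library size only), no filter beyond 1 count in some library, at least 10 counts in every library, limma-trend on log2(FPKM + 1) and log2(FPKM + 0.1) for genes with a mean FPKM of at least 1, a replicate block, an offset that removes each library's loess trend (span 0.3) on GC content and length, the block with that offset, and each library left out in turn. For the lists they were fry, camera with an estimated correlation, other definitions of the changed genes, and the Reactome sets shipped with fgsea 1.28.0. The Platinum drug resistance list without its glutathione transferase genes was added after the values had been seen. GC content and length were known for 99.8% of the genes tested. For the gene set tests, the direction was taken from the test itself, a rule set after the fry result for the Cell cycle list had been seen.

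The procedures were tested on simulated data. With 200 genes changed, edgeR recovered 99.5% of them and called 5 of 11129 unchanged genes. With a GC content and length trend added, 7453 of 11156 unchanged genes were called without the offset and 10 of 11138 with it. Seed sites of the shRNA guides in 3′ UTRs were tested by the median log2 fold change of genes with the site, against all orders of the same bases. In 100 simulations over 11242 genes, this test placed the site among the lowest 5% of orders 7 times with no effect and 100 times when genes with the site were lowered. The simulated fold changes held no trends, so these simulations did not check the removal of trends. Figures were drawn with matplotlib 3.10.9.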

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

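The paper does not analyse the genes below, and each group of genes changed between the shCtrl and shUSP9X libraries. The tests on close tandem copies, on the scaling of the mitochondrial values and on the leukocyte genes were chosen after the results they measure had been seen, as was the choice to leave fewer mitochondria open, and the marker lists were written after such genes had been noticed.

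Interferon response genes were higher in shUSP9X cells, with a median log2 fold change of 2.80 over 24 genes, and 22 of them were higher at an adjusted p under 0.05 (edgeR). The median stayed at 2.80 when Ifit3b, at or under 3 counts in shCtrl, was set at its lower bound. Irf7 had 185 and 151 counts in shCtrl and 3373 and 2818 in shUSP9X. Eif2ak2 was lower (log2 fold change -0.56, edgeR adjusted p = 1.6e-08). The GC content and length trend is argued against, since the median was 2.77 with the trend removed. Scaling is argued against too, with a lowest median of 2.77 over the scalings. Reads shared between paralogs do not account for the rise, since the 13 list genes without a close tandem copy had a median of 1.87 and 11 of them were higher at an adjusted p under 0.05. Immune cells as the source are argued against by a median of 0.228 CPM for 18 immune cell markers in shUSP9X, beside 38.1 CPM for the interferon genes. As a hypothesis, the rise is consistent with a response of the ID8 cells themselves. Whether it comes from the loss of USP9X, from the shRNA or its vector, or from separate culture of the groups was not tested, and these stay open.

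The 13 mitochondrially encoded mRNAs were lower in shUSP9X cells at an adjusted p under 0.05 (edgeR), with a median log2 fold change of -1.22. They took 4.52 and 4.34% of the counts in shCtrl and 2.15 and 2.15% in shUSP9X. Their GC content lies between 31.9 and 41.1%, where most genes fell. With the GC content and length trend removed the median was -0.535, and 11 of the 13 were lower and 1, mt-Nd3, higher at an adjusted p under 0.05. The trend is thus argued against as the whole cause, although it takes up more than the remaining size. Under the scalings the median was at most -1.19. Fewer mitochondria, with lower nuclear-encoded respiratory chain genes, stay open. The 62 such genes had a median of 0.21, with 6 lower and 36 higher at an adjusted p under 0.05. Matched random lists had a median of 0.28, and a share of 0.13 of them had a median as low. With the trend removed the median of the 62 genes was 0.04, with 12 lower and 21 higher at an adjusted p under 0.05. Matched random lists then had 0.11, and a share of 0.0562 of them had a median as low. A lower level of mitochondrial transcripts in knocked-down cells, or a different capture of these mRNAs during library preparation, may remain, and neither was tested.

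In shUSP9X, 69 genes had at least 10 counts in both libraries and at most 3 in both shCtrl libraries. Among them were leukocyte genes such as Ccl6 (205 and 198 counts), Itgam (72 and 75), Adgre1 (58 and 59), Csf2rb (60 and 43) and Ccr3 (35 and 22), named after their values were seen. The 69 genes took 0.00942 and 0.00954% of the counts. The reverse pattern held for 32 genes, and 8 of the 69 and 0 of the 32 were among 85 genes of the marker lists. This overlap cannot decide whether the counts are chance, because the lists were written after such genes had been noticed. Chance counts near the floor are argued against only for the genes named above, whose counts lie well above 3 in both shUSP9X libraries. Macrophages, lymphocytes, mast cells or neutrophils are argued against by their abundant transcripts, since Lyz2, C1qa, C1qb, H2-Ab1, Cd3e, Igkc, Cpa3, S100a8 and S100a9 had at most 2 counts in a shUSP9X library. Above 3 counts in both shUSP9X libraries and not in shCtrl were 7 of the 18 immune cell markers, 1 of 13 macrophage and monocyte markers (Csf1r, while 3 were above it in shCtrl), and 0 of the 13 neutrophil, 11 T and NK cell, 10 B cell, 11 mast cell and 8 erythroid markers. The 0 of 10 B cell markers rests on 1 shCtrl library, since Cd74 had 1 and 4 counts in shCtrl and 49 and 45 in shUSP9X (log2 fold change 4.03). Ccl5 of the T and NK cell list had 22 and 21 counts in shCtrl and 84 and 75 in shUSP9X (1.74). Of 13 eosinophil markers, 4 passed, 2 others were also above it in shCtrl, and 2 of the 4 (Prg2 and Ear6) were among the 11 that had not been seen before the list was written. A trace of eosinophils or of their RNA is a candidate source. It cannot be told apart from low expression by the ID8 cells, because Epx, an abundant eosinophil transcript, had 1 and 2 counts, and the counts are too few. Carry-over from another library was not tested.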

How the results depend on the processing

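The alternatives were set in advance, except the Platinum drug resistance list without glutathione transferase genes. Over-representation is given as an odds ratio among the lower genes, and gene set results as the adjusted p over 5 lists, from camera unless another test is named. The cause of a change was not tested, unless stated.

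The number of genes changed at an adjusted p under 0.05 was 7707, and between 6165 and 7821 under the other settings. Genes lower at the paper's cutoff numbered 2143, between 1460 and 2259 under the settings without a block, and genes higher numbered 1233, between 868 and 1404. Without correction 63.5% of the genes past the paper's cutoff were lower, and with the GC content and length offset 53.6% (1460 lower, 1264 higher). The genes changed at an adjusted p under 0.05 with the offset numbered 7259, of which 5994 were also changed without it. Other scalings moved the median of all genes by at most 0.03. Counts of genes were not recomputed with a library left out, since a group of 1 library has no spread of its own.

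Usp9x, Rock1, Acvr2a and Thbs1 kept their direction and an adjusted p under 0.05 in each alternative fit, those with a replicate block included. Their log2 fold changes ranged from -3.91 to -2.34, from -3.57 to -2.57, from -1.25 to -0.29 and from -1.11 to -0.98, with the values nearest to 0 under the GC content and length offset. With that offset Bmpr2 reversed, to 0.0514 (edgeR adjusted p = 0.446). Its adjusted p was under 0.05 in the other fits without an offset. Across the 4 fits that each left out a library, the log2 fold changes ran from -3.89 to -3.80 for Usp9x, from -3.55 to -3.53 for Rock1, from -1.46 to -1.40 for Bmpr2, from -1.30 to -1.14 for Acvr2a and from -1.11 to -1.05 for Thbs1.

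With the GC content and length offset the TGF-β signaling pathway list (0.150) and the pluripotency list (0.148) no longer passed the threshold, and the list of TGF-β-induced genes did (0.000672). With the offset, which left fewer lower genes, their over-representation no longer passed the threshold. The odds ratio of TGF-β signaling pathway stayed at 1.87 (adjusted p = 0.0724) and that of pluripotency was 1.63 (adjusted p = 0.0731). The offset turned Platinum drug resistance to 0.796 and Cell cycle to 0.713. With the inter-gene correlation estimated, the TGF-β signaling pathway and pluripotency lists both had 0.348. With fry, Platinum drug resistance (0.00107, higher) and the TGF-β-induced genes (0.0108) passed, and Cell cycle reversed to lower (0.0108). The TGF-β-induced genes also passed with DESeq2 (0.0277) and with log2(FPKM + 0.1) (0.0498). Reactome's TGF-β receptor set gave 0.729 and an odds ratio of 0.983, below 1. Over the settings, replicate blocks included, the adjusted p of the gene set test ranged from 0.00107 to 0.729 for TGF-β signaling pathway, from 0.00584 to 0.348 for pluripotency, from 9.5e-05 to 0.521 for the TGF-β-induced genes, from 0.00107 to 0.480 for Platinum drug resistance and from 0.0108 to 0.797 for Cell cycle.

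Upper-quartile scaling took the over-representation of TGF-β signaling pathway to 1.71 and that of pluripotency to 1.64 (adjusted p = 0.0859 for both), and log2(FPKM + 0.1) took pluripotency to 1.63 (adjusted p = 0.0623). Cell cycle passed with DESeq2 (1.78) and without the filter on low counts (1.57), and in both the background holds more genes (14960). The TGF-β-induced genes passed without that filter (2.53), with log2(FPKM + 0.1) (3.37) and among genes lower at an adjusted p under 0.05 (2.78). In the last setting Platinum drug resistance had 0.967. Among genes changed either way, TGF-β signaling pathway had 1.25, pluripotency 1.197 and Platinum drug resistance 1.95. Among the higher genes these lists had 0.369, 0.347 and 2.41. Without its glutathione transferase genes, Platinum drug resistance reversed to lower in camera (0.457) and had an odds ratio of 1.87 (adjusted p = 0.0604).

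With each library left out, the median relative to all genes ran from -0.29 to -0.24 for TGF-β signaling pathway, from -0.27 to -0.21 for pluripotency, from -0.26 to -0.15 for the TGF-β-induced genes, from 0.04 to 0.12 for Platinum drug resistance and from 0.05 to 0.07 for Cell cycle. Without shCtrl replicate 2, Platinum drug resistance was at 0.0370 and the TGF-β-induced genes at -0.15, and without shCtrl replicate 1 Platinum drug resistance was at 0.12.

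The groups share replicate numbers, but same-numbered libraries did not deviate together (correlation of the deviations across genes -0.0453), and the labels describe no shared batch. With the replicate number as a block, 7665 genes changed, 2133 were lower and 1230 higher at the paper's cutoff, and no call of a list or of the 5 genes at Fig. 2J changed. With the block and the GC content and length offset together, 1428 genes were lower, Bmpr2 was at 0.0508, and the gene set tests gave 0.169 for TGF-β signaling pathway, 0.0797 for pluripotency, 0.0369 for Platinum drug resistance (higher) and 9.5e-05 for the TGF-β-induced genes. The odds ratios were 1.92 for TGF-β signaling pathway, 1.67 for pluripotency (adjusted p = 0.0602 for both), 0.816 for Platinum drug resistance and 0.732 for Cell cycle.

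Among the other named genes, these log2 fold changes reversed, with the values with the offset and with the block and offset in turn: Abcg2 (0.62 and 0.62), Slc2a1 (-0.0760 and -0.0762), Smad2 (0.60 and 0.61), Tgfbr2 (0.0147 and 0.0148), Arnt (0.0920 and 0.0926) and Egln3 (-0.0857 and -0.0860). Of these, Abcg2 and Smad2 were higher at an adjusted p under 0.05 with the offset, and the others did not pass it. Smad2 also reversed with log2(FPKM + 1) and log2(FPKM + 0.1) (0.0387 and 0.0404), and Arnt, near 0 throughout, with DESeq2 (0.00106), upper-quartile scaling (0.0252) and no filter (0.00413). With a library left out, the sign also changed for Cdh1 (from -0.19 to 0.81), Tgfa (from -0.11 to 0.02), Smad4 (from -0.10 to 0.01), Arnt (from -0.06 to 0.05) and Egln3 (from -0.01 to 0.16), none of which passed the threshold with all libraries. In 17 further cases such a gene changed its side of the threshold, 16 weaker and 1 stronger, and in 20 cases leaving out a library moved its value by more than the spread between libraries.

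For genes of few or no counts a change could not be tested. Pou5f1, Prom1, Sox2, Twist1, Epo and Usp9y had 0 counts in all libraries, and Nanog, Car9, Adm and Abcb1a had at most 13 counts in a library and did not pass the filter on low counts.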

Differences from the paper's values

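The paper states no count of changed genes and no fold change from these libraries, so no pair of values was compared. Fig. 2J plots the share of genes per pathway in the authors' own gene list, which is another measure.

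The paper states that the gene sets for platinum resistance were reduced in USP9X knocked-down cells. Here the Platinum drug resistance list was not lower than other genes (median log2 fold change 0.08, adjusted p = 0.331, camera) and not over-represented among the lower genes (odds ratio 1.25, adjusted p = 0.263). It was over-represented among the higher genes (odds ratio 2.41, adjusted p = 0.0219). Over-representation among the lower genes had an adjusted p above 0.05 for this list under each alternative set before the data were examined that tested lower genes. The nearest was DESeq2, with an odds ratio of 1.60 (adjusted p = 0.0763, in a range up to 0.890). Among genes changed either way, the list was over-represented (odds ratio 1.95, adjusted p = 0.0279). Without its glutathione transferase genes, an alternative chosen after seeing the values, the odds ratio among the lower genes was 1.87 (adjusted p = 0.0604).

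The KEGG pathway Cell cycle appears in Fig. 2J. The Cell cycle list was not over-represented among the lower genes here (odds ratio 1.195, adjusted p = 0.263). It was with DESeq2 (odds ratio 1.78, adjusted p = 0.0173) and without the filter on low counts (odds ratio 1.57, adjusted p = 0.0441), and fry called it lower (adjusted p = 0.0108). Both of these odds ratios were set against 14960 genes, with low-count genes included, and the main one against 11448. The list had 25 lower genes in all 3 fits. Over the alternatives its adjusted p ranged from 0.0173 to 0.890 for over-representation among lower genes and from 0.0108 to 0.797 for the gene set test.

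The paper states that Bmpr2 was diminished, as it was here (log2 fold change -1.43), except with the GC content and length trend removed (0.05).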

Other observations

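The slopes on GC content, on A and T content and on length, and the comparison with the nearest genes, were chosen after the trend was seen. The tests of the trend on named genes and lists were set after the trend and before their own results were seen, but the rule that leaves a gene open where at least 5% of its nearest genes fell as much was set after both values were known. The list of NRF2 targets was written after the largest rises were seen, from genes whose values had not been looked at. The seed tests were set before their results were seen. No biological explanation was tested for the trend or for the rise of NRF2 targets beyond the tests given.

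Fold changes rose with GC content, by 0.538 on the log2 scale per 10 percentage points across 11430 genes. Between the libraries of a group the slopes were -0.07 (shCtrl) and 0.01 (shUSP9X), so variation between libraries of the size seen within the groups is argued against. A bias of double-stranded cDNA acts on A and T alike. The slope on A content minus that on T content was -0.906 (95% bootstrap interval -1.02 to -0.79 over genes, which are not independent replicates), and this argues against such a bias as the whole cause. At equal GC content the slope per doubling of transcript length was -0.191 (interval -0.21 to -0.17), so the GC content trend does not account for the length trend. A difference in RNA integrity or in library preparation between the groups, and a real loss of long, A-rich mRNAs after USP9X knockdown, may each remain. The groups are not described as split over batches, so a batch that follows the groups cannot be told apart from the knockdown.

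The trend as the cause of the falls at Fig. 2J was tested by removing it. The log2 fold changes were then -2.34 for Usp9x, -2.57 for Rock1 and -0.985 for Thbs1, still lower at an adjusted p under 0.05 (edgeR), and at most 5 of the 200 nearest genes of each fell as much. The trend is thus argued against as the whole cause for these genes. For Bmpr2 the value was 0.0514, and its fall is consistent with the trend, under which 69 of its 200 nearest genes fell as much. For Acvr2a the trend cannot be told apart from an effect on the gene itself. Its value with the trend removed was -0.295, still lower at an adjusted p under 0.05 (edgeR), but 92 of the 200 nearest genes fell as much, with a median of -1.12 beside its -1.22.

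Of 10000 random lists matched on GC content, length and expression, a share of 0.0004 had a median as low as that of the TGF-β signaling pathway list, 0.0013 as that of the pluripotency list and 0.0002 as that of the TGF-β-induced genes. The trend is thus argued against as the whole cause of these lower lists. In the fit with the trend removed the shares were 0.014, 0.0092 and 0.0002. These shares take genes as independent, and camera with the trend removed did not call the first 2 of these lists. For Platinum drug resistance and Cell cycle, shares of 0.82 and 0.77 of matched lists had a median as low.

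An off-target effect of the shRNA guides through seed pairing predicts lower levels of mRNAs whose 3′ UTR holds the seed site. The paper's text does not state which shRNA these cells carried, so both mouse sequences of Supplementary Table 1 were tested, with the GC content and length trend and those on 3′ UTR length and AT content removed. The site of shUSP9X#2 ranked 26 from the lowest among the 105 orders of its bases (1006 genes with the site, median difference 0.02). The site of shUSP9X#3 ranked 47 among 140 (1023 genes, median difference 0.02). The test thus gave no sign of seed pairing by either guide. Both sites hold mostly A and T, so removing the trend on AT content could also take out part of such an effect. The other strand of each shRNA was not tested.

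The 5 largest falls were Cenpf (log2 fold change -4.70), Fos (-4.63), Mki67 (-4.45), Cenpe (-4.20) and Zfp292 (-4.01). The 5 largest rises were Gm3776 (5.00), Gsta1 (4.86), Oas2 (4.23), Irf7 (4.06) and Rtp4 (3.71). Gm3776 and Gsta1 lie close to each other on chromosome 9 and have transcripts of 874 and 875 nt, so their reads could have been divided wrongly. Nqo1 and Aldh3a1, named after their values were seen, rose by log2 fold changes of 2.61 and 2.38. A wider rise of NRF2 targets was tested on a list of 20 other such genes. Their median log2 fold change was 0.79, 17 were higher at an adjusted p under 0.05 (edgeR) and Slc7a11 was lower (-0.40), but higher with the trend removed (0.90). A share of 0.0001 of matched random lists had a median as high, the smallest that 10000 lists can give, and the median was 0.69 with the trend removed. The rise of glutathione transferase and quinone reductase genes is thus consistent with a wider rise of NRF2 targets, as a hypothesis.

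Some genes of the paper's other assays can be read in these libraries, whose conditions are not those of the assays. Epas1, which encodes HIF-2α, had a log2 fold change of -1.61 (edgeR adjusted p = 7.3e-12), or -1.63 with the trend removed. Hif1a had one of -0.93, or -0.24 with the trend removed. Among the 200 genes nearest in GC content, length and expression, 2 fell as much as Epas1 and 28 as much as Hif1a. The paper's half-life and ubiquitylation assays measured the HIF-2α protein, and these libraries hold its mRNA only. Of the targets that the paper assigns to HIF-1α, Bnip3 (-2.19), Pgk1 (-0.25) and Ldha (-0.08) were lower at an adjusted p under 0.05. Of those assigned to HIF-2α, Cited2 (0.59) and Ccnd1 (0.32) were higher and Tgfa (-0.05) did not pass it. Of the targets listed for both, Ndrg1 (-1.41) and Vegfa (-0.70) were lower and Slc2a1 (0.10) did not pass it. From qRT-PCR under hypoxia, the paper reports that the genes reduced by USP9X loss were mainly HIF-2α targets. In these libraries, whose oxygen level is not stated, none of the HIF-2α targets named here passed as lower. Among CSC markers, Ly6a (2.57), Kit (0.57), Aldh1a1 (0.44) and Cd44 (0.43) were higher. Aldh1a1 did not pass the threshold with DESeq2, with library size only or with FPKM values, nor did Kit with log2(FPKM + 0.1). Among drug transporters, Abcb1b (1.06) and Abcc1 (0.28) were higher, and Abcg2 was lower (-0.39) but higher with the trend removed (0.62). Among EMT markers, Snai1 (0.64) and Vim (0.39) were higher, Cdh2 (-0.50) and Snai2 (-0.57) lower, and Cdh1 (0.21) did not pass the threshold. Cdh1 had 26 to 57 counts per library, and its value ran from -0.19 without shCtrl replicate 2 to 0.81 without shCtrl replicate 1. Snai2 did not pass the threshold with the trend removed (-0.27), but passed it when the replicate block was added to that fit (-0.26). Among TGF-β components, Tgfb1 (0.44) and Smad3 (0.27) were higher, Tgfbr1 (-0.88), Tgfb2 (-0.66) and Tgfbr2 (-0.31) lower, and Smad2 (-0.07) and Smad4 (-0.05) did not pass it. With the trend removed Smad2 was higher (0.60, edgeR adjusted p = 1.5e-09, with 5.2e-19 to 0.685 over the alternatives). Tgfbr1 and Tgfbr2 did not pass it with the trend removed (-0.05 and 0.01). Among HIF regulators, Usp33 (-0.72) and Egln1 (-0.26) were lower, Egln2 (0.33) and Vhl (0.24) higher, and Egln3 (0.07) and Arnt (-0.01) did not pass it. Vhl did not pass it with DESeq2, with FPKM values or with the trend removed (0.13), nor did Egln2 with the trend removed (0.11). Ldha did not pass it with upper-quartile scaling. Usp9y, the paralog of Usp9x, had 0 counts in all libraries.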
